# Intergenerational transport of double-stranded RNA in *C. elegans* can limit heritable epigenetic changes

**DOI:** 10.7554/eLife.99149

**Published:** 2025-02-04

**Authors:** Nathan M Shugarts Devanapally, Aishwarya Sathya, Andrew L Yi, Winnie M Chan, Julia A Marre, Antony M Jose

**Keywords:** RNAi, transport, heritable silencing, stochastic, gernmline, gene expression, *C. elegans*

## Abstract

RNAs in circulation carry sequence-specific regulatory information between cells in plant, animal, and host-pathogen systems. Such RNA can cross generational boundaries, as evidenced by somatic double-stranded RNA (dsRNA) in the nematode *Caenorhabditis elegans* silencing genes of matching sequence in progeny. Here we dissect the intergenerational path taken by dsRNA from parental circulation and discover that cytosolic import through the dsRNA importer SID-1 in the parental germline and/or developing progeny varies with developmental time and dsRNA substrates. Loss of SID-1 enhances initiation of heritable RNA silencing within the germline and causes changes in the expression of the ***s**id-1*-**d**ependent **g**ene *sdg-1* that last for more than 100 generations after restoration of SID-1. The SDG-1 protein is enriched in perinuclear germ granules required for heritable RNA silencing but is expressed from a retrotransposon targeted by such silencing. This auto-inhibitory loop suggests how retrotransposons could persist by hosting genes that regulate their own silencing.

## Introduction

RNAs released into circulation can act as intercellular messages that are used for gene regulation in distant cells. Examples include secretion of small RNAs within exosomes in response to pathogenic fungal infection in *Arabidopsis* (Cai et al., 2018), virus-like proteins with their coding mRNAs in developing *Drosophila* (Ashley et al., 2018) and mice (Pastuzyn et al., 2018), microRNAs from adipose tissue in mice (Thomou et al., 2017) and small RNAs from the epididymis in mice (Sharma et al., 2016; Chen et al., 2016; Conine et al., 2018; Sharma et al., 2018). Such extracellular RNAs have also been detected in humans, but their roles in gene regulation remain unclear despite their use as diagnostic markers for diseases (reviewed in Das et al., 2019). Furthermore, the recent development of double-stranded RNA (dsRNA)-based drugs (reviewed in Setten et al., 2019; Hu et al., 2020; Mullard, 2022) that can silence genes of matching sequence through RNA interference (Fire et al., 1998) has heightened interest in understanding the import of dsRNA into cells. A conserved dsRNA-selective importer, SID-1 (Winston et al., 2002; Feinberg and Hunter, 2003; Shih et al., 2009), is required for the import of extracellular dsRNA into the cytosol of any cell in the nematode *Caenorhabditis elegans*. This entry into the cytosol is distinct from the uptake of dsRNA into cells, which can rely on other receptors (e.g. SID-2 for uptake from the intestinal lumen Winston et al., 2007; McEwan et al., 2012). SID-1 has two homologs in mammals – SIDT1 and SIDT2. Although similar cytosolic entry of dsRNA using these mammalian homologs of SID-1 is supported by studies in mice reporting entry of viral dsRNA through SIDT2 (Nguyen et al., 2017), enhanced dsRNA uptake when SIDT1 is overexpressed in vitro (Nguyen et al., 2019), and uptake of ingested dsRNA into cells through SIDT1 (Chen et al., 2021), alternative roles for SIDT1 and/or SIDT2 in the uptake of cholesterol have also been proposed (Méndez-Acevedo et al., 2017).

Secretion of dsRNA from *C. elegans* tissues expressing dsRNA from transgenes has been inferred based upon the SID-1-dependent silencing of matching genes in other tissues (Winston et al., 2002; Jose et al., 2009). Secreted dsRNA from neurons can silence genes of matching sequence in most somatic cells (Ravikumar et al., 2019) and within the germline (Devanapally et al., 2015). Extracellular dsRNA delivered into parental circulation by injection or ingestion also enters the germline and can cause silencing of matching genes in progeny (Fire et al., 1998; Timmons and Fire, 1998; Grishok et al., 2000; Marré et al., 2016; Wang and Hunter, 2017). In every case, the entry of dsRNA into the cytosol dictates when and where the processing of extracellular dsRNA can begin. Such intergenerational transport of RNA is an attractive mechanism for explaining endogenous, gene-specific effects in progeny that could occur in response to changes in somatic tissues of parents. However, which conditions induce transport of dsRNA into the germline, when during development this transport occurs, and what regulatory consequences ensue in progeny upon uptake of extracellular dsRNA from parents are all unknown. Despite this lack of knowledge, the analysis of transgenerational gene silencing triggered by dsRNA has revealed that a class of small RNAs called 22G RNA made using the mRNA targeted by dsRNA and bound by Argonaute proteins in the germline (Buckley et al., 2012; Xu et al., 2018) is necessary for observing silencing in every generation.

Timed dsRNA injection into animals or timed dsRNA ingestion by animals has been the only way to study mechanisms of dsRNA transport throughout *C. elegans* development since no tools to induce dsRNA secretion from cells have been developed. Injection of dsRNA into adult *sid-1(-)* animals demonstrated that extracellular dsRNA can be directly transmitted to progeny without entry into the cytosol (Marré et al., 2016; Wang and Hunter, 2017). This intergenerational transmission of dsRNA in *sid-1(-)* adult animals requires the yolk receptor RME-2 (Grant and Hirsh, 1999) and is independent of parental 22G RNA production because dsRNA cannot enter the cytosol in the parent. In further support of the initial intergenerational transport of extracellular dsRNA or dsRNA-derived signals not requiring 22G RNAs, *gfp*-dsRNA from parents that lack *gfp* sequences are transported to progeny (Figure 1E in Marré et al., 2016). Thus, the silencing signals transported from parent to progeny include the extracellular dsRNA and its derived silencing signals, independent of 22G RNAs. However, 22G RNAs are required for silencing and they may be used for intergenerational transport in subsequent generations.

All dsRNAs, regardless of length, have been assumed to be equivalent substrates for entry into the cytosol. This assumption is supported by the uptake of a variety of dsRNA substrates when *C. elegans* SID-1 is overexpressed in heterologous *Drosophila* S2 cells (Shih et al., 2009). Yet, two key observations suggest that dsRNA can take multiple routes in vivo before SID-1-dependent entry into the cytosol. One, even in the presence of SID-1, dsRNA ingested during early adulthood requires RME-2 to cause silencing in progeny (Marré et al., 2016). Two, 50 bp fluorescently labeled dsRNA requires RME-2 for entry from parental circulation into oocytes (Marré et al., 2016). Establishing the contexts for the use of different modes of dsRNA transport is crucial for understanding the processes regulated by endogenous extracellular dsRNA.

Here, we dissect the intergenerational transport of extracellular dsRNA and discover a role for this mechanism in modulating RNA regulation within the germline. Extracellular dsRNA is transported with developmental and substrate specificity from parental circulation to progeny, and its release from neurons can be enhanced using light-induced oxidative damage. Blocking dsRNA import into the cytosol of all cells revealed heritable changes in gene expression and led to the identification of ***s****id-1*-**d**ependent **g**ene-1 (*sdg-1*). The *sdg-1* coding sequence is located within a retrotransposon that is targeted by RNA silencing in the germline. Yet, the SDG-1 protein colocalizes with regulators of RNA silencing in perinuclear granules within the germline and dynamically enters the nucleus in proximal oocytes and in cells of developing embryos. Measurements of *sdg-1* expression using native mRNA, a translational reporter, or a transcriptional reporter reveal that expression is easily perturbed in different mutants that impact dsRNA-mediated gene regulation. Expression varies between the two gonad arms of wild-type animals, and different mutant isolates can show an increase or decrease in expression, indicative of a loss of buffered gene expression within the germline. However, consistent with an overall role for SDG-1 (and potentially other SDGs) in promoting RNA silencing, either loss of SID-1 or overexpression of SDG-1 enhances piRNA-mediated silencing within the germline initiated by mating. Therefore, we propose that the import of extracellular dsRNA into the germline tunes intracellular pathways that cause heritable RNA silencing.

## Results

### Requirements for the entry of extracellular dsRNA into the germline change during development

A convenient method for the delivery of extracellular dsRNA into *C. elegans* at various times during larval development is the expression of dsRNA in the bacteria that the animals ingest as food (Timmons and Fire, 1998). To determine when ingested dsRNA can enter the germline and cause silencing, we exposed developing animals with a ubiquitously expressed protein (GTBP-1) tagged with GFP to bacteria that express *gfp*-dsRNA. Silencing was detectable within the germline from the second larval stage (L2) onwards (Figure 1A, Figure 1—figure supplement 1A), but either exposure to ingested dsRNA beyond the fourth larval stage (L4) (Figure 1B) or injection of dsRNA into the 1-day-old adult germline (Figure 1—figure supplement 1B) was required to observe silencing in the germline of 3-day-old adults. Combined with the need for exposure to dsRNA after the L4 stage (Marré et al., 2016; Wang and Hunter, 2017) for silencing in progeny, even for just 24 hr (Figure 1—figure supplement 1C), these observations suggest that detectable silencing within the germline is possible during early development without initiating heritable RNA silencing. One possible explanation for this observation could be that both RNAs derived from the imported dsRNA and downstream silencing signals are continually diluted by the proliferation of germ cells. Heritable silencing by dsRNA ingested from the L4 stage to the first day of adulthood likely relies on entry of dsRNA into the proximal germline because silencing of a somatic gene in progeny after parental ingestion of dsRNA during this period required RME-2 (Figure 1—figure supplement 1C), which is enriched in the proximal germline (Figure 1—figure supplement 1D; Grant and Hirsh, 1999), and some *gtbp-1::gfp* animals exposed to *gfp*-dsRNA up to the first day of adulthood showed more silencing in the proximal germline (Figure 1—figure supplement 1E).

**Figure 1.**
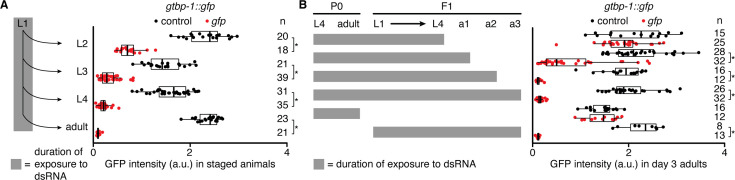
Gene silencing by ingested dsRNA during larval development can fail to persist into adulthood. Silencing in the germline was measured after exposure of *gtbp-1::gfp* animals to bacteria expressing dsRNA by imaging separate cohorts at indicated stages (**A**) or day 3 of adulthood (**B**). (**A** and** B**), *left* Schematics depicting stages and durations of exposure to dsRNA. (**A** and **B**), *right* GFP intensity (a.u.) in *gtbp-1::gfp* animals quantified in germ cells (larvae) or eggs in utero (adults) (**A**) or in day 3 adult (a3) animals (**B**) after exposure to control dsRNA (black) or *gfp*-dsRNA (red). The numbers of animals scored at each stage (n) are indicated. Asterisks indicate p<0.05 with Bonferroni correction using Mann-Whitney U test for two-sided comparisons between animals exposed to control dsRNA or *gfp*-dsRNA. Also see Figure 1—figure supplement 1.

**Figure 1—figure supplement 1.**
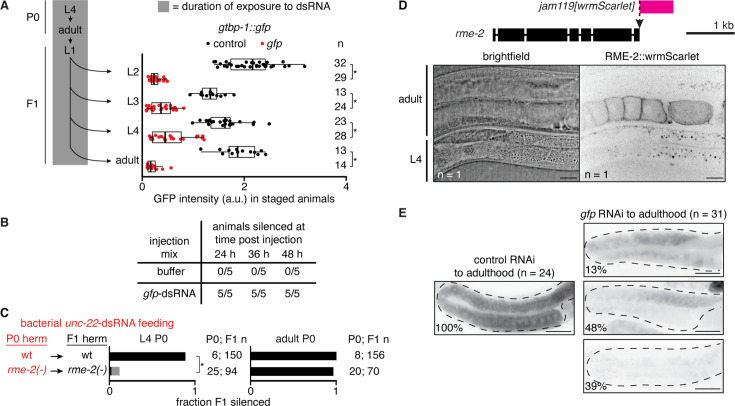
Uptake of dsRNA into the proximal germline by RME-2 is required for silencing during early adulthood. (**A**) *left* Schematic depicting continuous exposure of *gtbp-1::gfp* P0 animals, starting at the L4 stage, and their F1 progeny to bacteria expressing dsRNA, followed by imaging of animals at the indicated stages. (*right*) Quantification of GTBP-1::GFP intensity (arbitrary units, a.u.) in representative germ cells (larvae) or embryos in utero (adults) of F1 animals at indicated stages after P0 and F1 exposure to control dsRNA (dark grey) or *gfp*-dsRNA (red). Numbers of animals scored at each stage (n) are indicated. Asterisks indicate *P*<0.05 with Bonferroni correction using Mann-Whitney U test for two-sided comparisons between animals exposed to control dsRNA or *gfp*-dsRNA. (**B**) Silencing of *gtbp-1::gfp* in germlines injected with duplex buffer (buffer) or in vitro transcribed *gfp*-dsRNA in duplex buffer during the first day of adulthood and scored for silencing 24, 36, and 48 h post injection. The numbers of animals out of 5 injected with each injection mix that exhibited silencing of both gonad arms are indicated for each time point. Animals injected with buffer never exhibited silencing in either gonad arm. (**C**) Hermaphrodite animals of the L4 stage (*left*) or young adult stage (24 hr post L4, *right*) of the indicated genotypes were fed *unc-22*-dsRNA expressed in bacteria for 24 hr (red). Hermaphrodite self-progeny of fed animals were scored for *unc-22* silencing (strong, black; weak, grey). Numbers of fed P0 parents and scored F1 progeny (P0; F1 n) are as indicated. Asterisk indicates p<0.05 with Bonferroni correction using *χ*^2^ test. Previously generated *rme-2(-*) animals were used in this assay (DH1390). (**D**) Expression of RME-2. (*top*) Schematic showing insertion of *wrmScarlet* (*rme-2*(*jam119[wrmScarlet]*)) at the *rme-2* locus. Scale bar, 1 kb. (*bottom*) Brightfield and fluorescence images of a *rme-2(jam119[wrmScarlet]*) L4-stage and adult animal (n=1 confocal plane). Scale bars, 20 μm. (**E**) Representative fluorescence images of GTBP-1::GFP (black) in the germlines (dashed outline) of day 3 *gtbp-1::gfp* adult animals after P0 and F1 ingestion of control dsRNA (*left*) or *gfp*-dsRNA (*right*) up to the first day of adulthood. Numbers of animals imaged (**n**) and the percentages of animals exhibiting the depicted expression patterns are shown. Scale bars, 50 μm.

Thus, these results reveal three periods of germline development that can be broadly distinguished based on the response to ingested dsRNA: (1) from the first larval to the fourth larval stage when exposure to dsRNA does not result in maximal silencing within the germline in adults (Figure 1B); (2) from the fourth larval stage to early adulthood when entry of dsRNA primarily occurs in the proximal germline through RME-2 (Figure 1—figure supplement 1C and E); and (3) later adulthood when germline silencing by ingested dsRNA is maximal (Figure 1B) and ingested dsRNA can effectively silence progeny independent of RME-2 (Figure 1—figure supplement 1C; Wang and Hunter, 2017).

### Oxidative damage in neurons expressing dsRNA enhances silencing in the germline by neuronal dsRNA

Another approach for delivering extracellular dsRNA into the germline that better mimics dsRNA transport between cells is the secretion of dsRNA from neurons (Devanapally et al., 2015). However, the extent of such secretion throughout development is unpredictable. To modulate the secretion of dsRNA from somatic cells into parental circulation during development, we adapted an optogenetic approach for damaging somatic cells (Xu and Chisholm, 2016). Specifically, we generated animals that express the mini singlet oxygen generator (miniSOG) protein in neurons and exposed them to blue light. While animals expressing miniSOG from a single-copy transgene did not show an appreciable defect when compared with wild-type animals, those expressing miniSOG from a multi-copy transgene were paralyzed (Figure 2—figure supplement 1A and B, *top*) and had visibly damaged neurons (Figure 2—figure supplement 1B, *bottom*). Using this system, we induced oxidative damage in the neurons of animals that expressed dsRNA under the control of a neuronal promoter and evaluated silencing of target genes with matching sequence expressed in other tissues (Figure 2A). By exposing animals to blue light for 60 min at different times during development (Figure 2—figure supplement 1C), we observed SID-1-dependent enhancement in the silencing of the hypodermal gene *bli-1* at the adult stage by neuronal *bli-1*-dsRNA, with maximal silencing when oxidative damage occurred during mid-to-late larval development (Figure 2—figure supplement 1D, light exposure every 6 hr from 42 to 66 hr post L4-stage of parent; Figure 2—figure supplement 1E, ~two-fold increase from 14.9% to 29.1% in a background with **e**nhanced **R**NA **i**nterference (*eri-1(-)*) and ~six-fold increase from ~1.6% to ~9.8% in a wild-type background). A similar period of maximal SID-1-dependent enhancement of silencing was also observed when neurons expressing *gfp*-dsRNA were damaged and silencing of a two-gene operon that expresses two fluorescent proteins, mCherry::H2B and GFP::H2B, in the germline was measured (Figure 2B-D, Figure 2—figure supplement 1F 48–60 hr post L4-stage of parent; *sid-1(-)* allele (*jam80[nonsense]*) is depicted in Figure 2—figure supplement 2). While silencing of *gfp::h2b* was observed throughout the germline, silencing of the other cistron *mCherry::h2b* was also observed sometimes, albeit restricted to specific regions of the germline. Silencing of *mCherry::h2b* was most frequent in the proximal germline and was not observed in any other region without silencing in the proximal germline (proximal germline – 57%, distal germline – 47%, sperm – 29%, Figure 2D), likely due to reduction of *mCherry::h2b::gfp::h2b* pre-mRNA (Guang et al., 2008) in those regions. Consistently, the silencing of both *gfp::h2b* and *mCherry::h2b* was eliminated in the absence of the nuclear Argonaute HRDE-1 (Figure 2—figure supplement 1G). The pattern of *mCherry::h2b* silencing is similar to the spatial pattern observed for the RME-2-dependent entry of dsRNA delivered into parental circulation (Marré et al., 2016) and is consistent with the pattern of target mRNA degradation in the germline by extracellular dsRNA (Ouyang et al., 2022). However, silencing of *gfp::h2b* in the germline by neuronal dsRNA did not show a detectable dependence on RME-2 (Figure 2—figure supplement 1H - difficulty in obtaining transgenic animals that also lack RME-2 resulted in a low sample size for this experiment).

**Figure 2.**
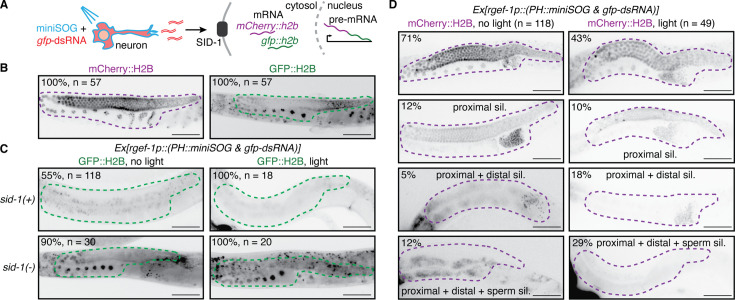
Oxidative damage of neurons enhances gene silencing by neuronal dsRNA in the adult germline. (**A**) Schematic illustrating exposure to blue light of animals expressing a singlet oxygen generator (miniSOG) and *gfp*-dsRNA in neurons, and subsequent release of dsRNA. Such extracellular dsRNA is expected to enter the cytosol of the germline through the dsRNA importer SID-1 and silence *gfp::h2b* mRNA from a two-gene operon that expresses *mCherry::h2b* and *gfp::h2b* as part of a single pre-mRNA. (**B–D**) Images of single gonad arms in adult animals with the two-gene operon (*mex-5p::mCherry::h2b::gfp::h2b*) showing fluorescence (black) of mCherry::H2B (magenta outline) or of GFP::H2B (green outline). Punctate autofluorescence from the intestine can also be seen. Numbers of animals assayed (**n**) and percentages of adult animals with the depicted expression patterns are indicated. Scale bars, 50 μm. (**B**) mCherry::H2B fluorescence is seen throughout the germline (*left*) and GFP::H2B fluorescence is seen in the oocytes and in the distal gonad (*right*). (**C**) GFP::H2B fluorescence in *sid-1(+*) and *sid-1(-*) animals expressing membrane-localized miniSOG (*PH::miniSOG*) and *gfp*-dsRNA driven by a neuronal promoter (*rgef-1p*) from a multi-copy transgene (*Ex*, *jamEx214*) without (*left*) or with (*right*) exposure to blue light at 48 hr post L4-stage of parent. (**D**) mCherry::H2B fluorescence in *sid-1(+*) animals with the transgene *Ex*. Silencing of mCherry is enhanced in the distal gonad (third row) and sperm (fourth row) after exposing animals to blue light at 48 hr and 54 hr post L4-stage of parent. By region, silencing after exposure to light (*right*) in the proximal germline (57%=10 + 18+29)>distal germline (47%=18 + 29)>sperm (29%). Also see Figure 2—figure supplements 1 and 2.

**Figure 2—figure supplement 1.**
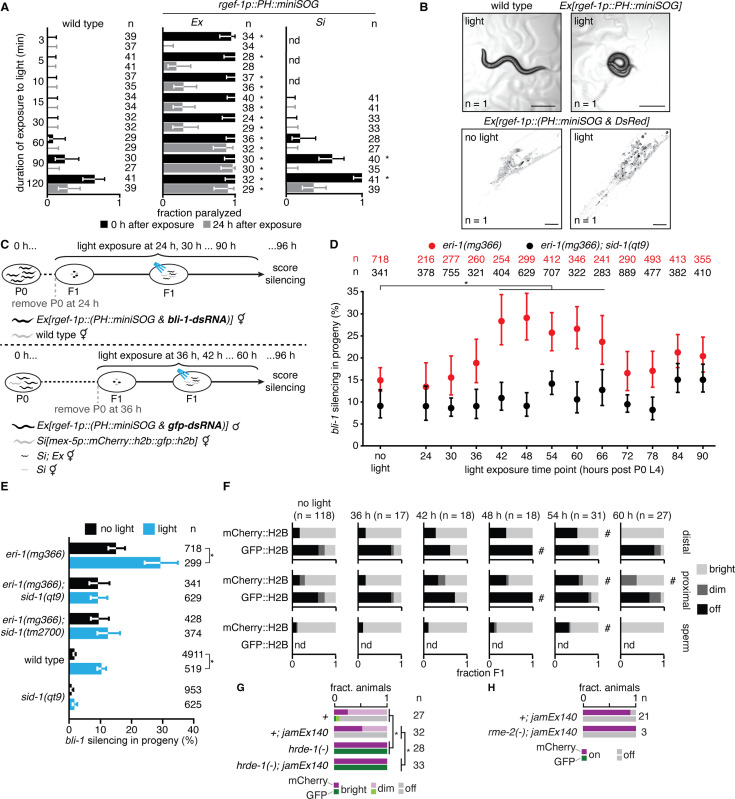
Timed release of neuronal dsRNA by oxidative damage in neurons reveals period of enhanced gene silencing in the soma and germline. (**A**) Wild-type animals (*left*) and animals expressing membrane-tethered mini singlet oxygen generator protein (*PH::miniSOG*) from an extrachromosomal array (*Ex*, *middle*) or a single-copy transgene (*Si*, *right*) under a pan-neuronal promoter (*rgef-1p*) were exposed to blue light for different durations (minutes) and animals were scored for paralysis immediately after exposure (0 hr, black) and 24 hr later (24 hr, grey). (**B**) Functional and anatomical evidence for oxidative damage in neurons. (*top*) Widefield images of animals without (*left*) and with (*right*) *Ex[rgef-1p::PH::miniSOG]* after 5 min of blue light exposure. Animals paralyzed in (**A**) often appear coiled (*right*), likely indicative of a defect in neuronal signaling. Scale bar, 100 μm. (*bottom*) Confocal fluorescence images of neurons in the head region of animals with *Ex[rgef-1p::(PH::miniSOG & DsRed)]* without (*left*) and with (*right*) 30 minutes of blue light exposure showing light-induced changes (black, DsRed fluorescence). Scale bar, 20 μm. (**C**) Schematic of assay for measuring the impact of oxidative damage in neurons at different times during development on silencing by neuronal dsRNA. For measuring silencing in the hypodermis (*top*) or germline (*bottom*), cohorts of animals with *Ex[rgef-1p::(PH::miniSOG & bli-1-dsRNA)]* (*top*), or *Ex[rgef-1p::(PH::miniSOG & gfp-dsRNA)]* obtained by mating males with the array and hermaphrodites with *Si[mex-5p::mCherry::h2b::gfp::h2b]* (*bottom*) were exposed to blue light as indicated and scored for *bli-1* silencing (*top*) or imaged (*bottom*) as stage-matched adults (at ~96 hr after the fourth larval stage of parent animals). (**D**) Percentages of *eri-1(mg366*) (red) or *eri-1(mg366); sid-1(qt9*) (black) animals silenced when assayed as described in (**C**, *top*). Silencing in the absence of exposure to blue light (no light) was also measured for comparison. (**E**) Percentages of stage-matched animals of the indicated genetic backgrounds with *Ex[rgef-1p::(PH::miniSOG & bli-1-dsRNA)]* that show *bli-1* silencing without (black) or with (blue) a 1 hr exposure to blue light 48 hr after the fourth larval stage of parent animals. The 48 hr time point from (**D**) is replotted to facilitate comparison. (**F**) Fractions of animals exhibiting bright (light grey), dim (dark grey) or not detectable (black) mCherry::H2B or GFP::H2B fluorescence in the distal gonad (*top*), proximal gonad (*middle*) or sperm (*bottom*) when assayed as described in (**C**, *bottom*). Silencing in the absence of exposure to blue light (no light) was used as the reference. Numbers of animals scored (**n**), measurements that were not done (nd), significant differences using two-tailed Wilson’s estimates for single proportion compared to wild type (asterisks in **A**) or no light condition (asterisks in **D** and **E**) or *χ*^2^ test compared to no light condition (hashes in (**F**); p<0.05 with Bonferroni correction), and error bars (95% CI) are indicated. (**G and H**) Animals homozygous (**G**) or hemizygous (**H**) for the *mex-5p::mCherry::h2b::gfp::h2b* transgene (Figure 2) with or without neuronal *gfp*-dsRNA (*jamEx140*) were scored for expression of mCherry and GFP (bright, dim, off) in otherwise wild-type (*+*), *hrde-1(-*) (**G**) or *rme-2(-*) (**H**) backgrounds. Animals in (**G**) also have a *dpy-2(e8*) mutation linked to the *mex-5p::mCherry::h2b::gfp::h2b* transgene. Fraction silenced in wild-type animals (+) in (**G**) were calculated with n=31 for GFP and n=27 for mCherry. Asterisks indicates p<0.05 using χ^2^ test with Bonferroni correction.

**Figure 2—figure supplement 2.**
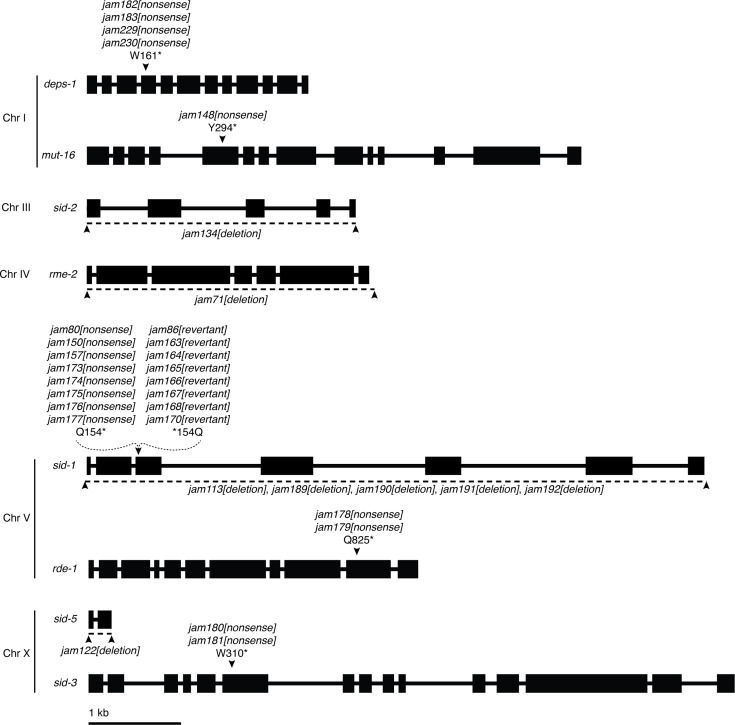
Schematics depicting mutations generated in this study. Structures (boxes, exons; lines, introns) and chromosomal locations of genes with mutations generated using Cas9-mediated genome editing. Nonsense mutations (e.g. *jam182[nonsense]*) with associated amino acid changes (e.g. W161* for tryptophan at position 161 to stop) are indicated with black arrowheads and deletions of coding regions (e.g. *jam134[deletion]*) are indicated with a dashed line (deleted region) and flanking black arrowheads. Scale bar, 1 kb.

Thus, by modulating the secretion of dsRNA from somatic cells for the first time, we gained two insights into the intercellular transport of dsRNA: (1) oxidative damage of neurons during particular periods in development increases the amount of dsRNA and/or changes the kinds of dsRNA in circulation either because of specific enhancement of secretion or nonspecific spillage; and (2) there is a preference for silencing by neuronal dsRNA in the proximal germline.

### Extracellular dsRNA in parental circulation can be transported through multiple routes to cause silencing in progeny

While the characteristics of extracellular dsRNA imported into the germline from ingested bacteria or from neurons are unknown, delivery of chemically defined dsRNA into the extracellular space in *C. elegans* can be accomplished using microinjection (Fire et al., 1998; Marré et al., 2016). We examined differences, if any, in the entry of in vitro transcribed dsRNA from the extracellular body cavity into the germline during the L4 and adult stages as evidenced by silencing in the progeny of injected animals. Silencing was comparable regardless of whether wild-type or *rme-2(-)* parents were injected as L4-staged or adult animals (Figure 3A, Figure 3—figure supplement 1A, *left*; also reported for adults in Wang and Hunter, 2017). However, some dependence on RME-2 for silencing in progeny was discernable when lower concentrations of dsRNA were used (Figure 3—figure supplement 1A, *right*). This result and previous results demonstrating proximal germline-specific silencing in contexts where silencing is less robust (Figure 2D, Figure 1—figure supplement 1E) are consistent with RME-2-dependent uptake of dsRNA being a route for extracellular dsRNA to enter the germline. The difference in parental RME-2 requirement for silencing in progeny observed for dsRNA ingested (Figure 1—figure supplement 1C) or injected (Figure 3—figure supplement 1A) at the L4 stage could similarly reflect the accumulation of different amounts of dsRNA in parental circulation (e.g. more upon injection than upon ingestion), and/or different kinds of dsRNA (e.g. because of modifications in bacteria or upon transit through the intestine). However, these possibilities could not be easily distinguished because sensitive northern blotting (Choi et al., 2017) revealed that both bacterial and in vitro transcribed dsRNA consist of a complex mix of dsRNAs (Figure 3—figure supplement 1B–1D; consistent with Tabara et al., 2002 and Jain et al., 2020), hereafter called mixed dsRNA.

**Figure 3.**
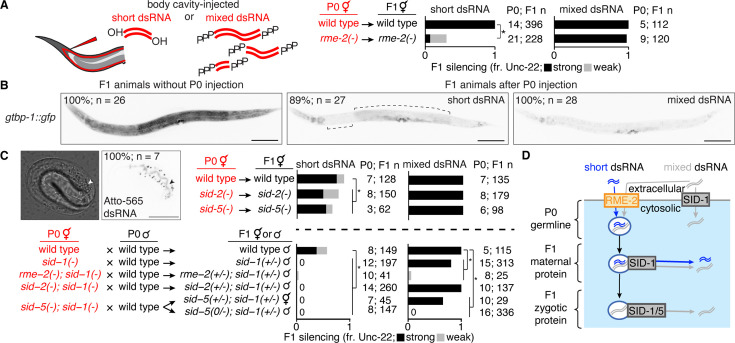
Transport of dsRNA from parental circulation to progeny occurs through two routes with distinct substrate selectivity. (**A**) Hermaphrodite animals of indicated genotypes (in red) were injected in the body cavity with 50 bp *unc-22*-dsRNA synthesized with a 5’-OH (short dsRNA, left bars) or *unc-22*-dsRNA with a 5’ triphosphate transcribed from a ~1.1 kb template (mixed dsRNA, right bars). Hermaphrodite self-progeny of injected animals were scored for *unc-22* silencing (fr. Unc-22: strong, black; weak, grey). Numbers of injected parents and scored progeny (P0; F1 n) are indicated. Also see Figure 3—figure supplements 1 and 2. (**B**) Fluorescence images of progeny from animals with a *gfp* tag of the ubiquitously expressed gene *gtbp-1* (*gtbp-1::gfp*) that were not injected (*left*), injected with 50 bp *gfp*-dsRNA (short dsRNA injection, *middle*), or injected with dsRNA transcribed from an ~730 bp template (mixed dsRNA injection, *right*). Complete silencing is not observed in neurons or in the developing vulva; brackets indicate additional regions with dim GFP fluorescence. Numbers of animals assayed (**n**) and percentages of L4-staged animals with the depicted expression patterns are indicated. Scale bar, 100 μm. Also see Figure 3—figure supplement 2. (**C**) Requirements for intergenerational transport of extracellular dsRNA. (*top left*) Differential Interference Contrast (DIC) and fluorescence images of a developing embryo from an animal injected in the body cavity with 50 bp dsRNA of the same sequence as in (**B**) and labeled at the 5’ end of the antisense strand with Atto-565. Accumulation within the intestinal lumen (arrowhead), number of embryos imaged (**n**), and percentage of embryos with depicted pattern of fluorescence are indicated. Scale bar, 20 μm. (*top right* and *bottom*) Hermaphrodite animals of the indicated genotypes were injected with short dsRNA (left bars) or mixed dsRNA (right bars) and self-progeny (*top right*) or cross progeny after mating with wild-type males (*bottom*) were analyzed as in (**A**). Cases of no observable silencing are indicated with ‘0’. (**D**) Schematic summarizing requirements for transport of dsRNA from parental circulation to developing progeny. See text for details. Asterisks in (**A**) and (**C**) indicate p<0.05 with Bonferroni correction using *χ*^2^ test.

**Figure 3—figure supplement 1.**
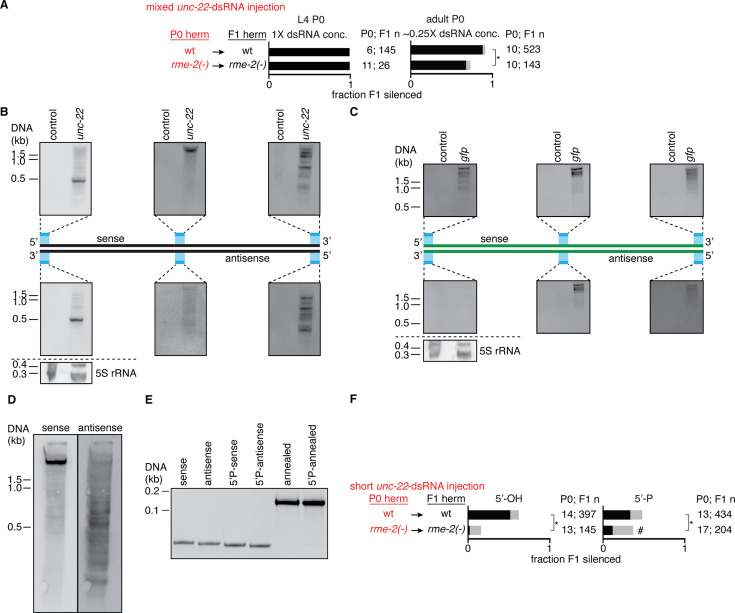
Requirement of RME-2 for silencing in progeny by dsRNA injected into parents depends on concentration, length, and 5’ modification of dsRNA. (**A**) Hermaphrodite animals of indicated genotypes were injected in the body cavity with *unc-22*-dsRNA (red font) and uninjected F1 progeny were scored for *unc-22* silencing (strong, black; weak, grey). Numbers of injected P0 parents and scored F1 progeny (P0; F1 n) are as indicated. (*left*) L4-staged hermaphrodites were injected with transcribed *unc-22*-dsRNA at the same concentration as in Figure 3A (1X). (*right*) Young adult-staged hermaphrodites were injected with transcribed *unc-22*-dsRNA at ~0.25X of concentration in Figure 3A. (**B and C**) Northern blots of bacterial *unc-22*-dsRNA (*unc-22*, **B**) or *gfp*-dsRNA (*gfp*, **C**) separated alongside empty vector control RNA using fully-denaturing formaldehyde polyacrylamide gel electrophoresis (FDF-PAGE) (Harris et al., 2015). 40-nt digoxigenin (DIG)-labeled oligonucleotides (in blue) were used to probe the 5’ end, middle and 3’ end of the sense (*top*) and antisense (*bottom*) strands of the *unc-22* (**B**) and *gfp* (**C**) sequences present in the bacterial vectors. A 1 kb DNA ladder was used as a size reference and 5S rRNA was probed as a control for equal loading of total RNA. (**D**) Northern blot of *unc-22*-dsRNA transcribed from a ~1.1 kb template, separated using FDF-PAGE as in (**B**) and (**C**), and probed using 40-nt DIG-labeled oligonucleotides complementary to the sense (*left*) or antisense (*right*) strands of the *unc-22* gene. (**E**) Polyacrylamide gel stained with ethidium bromide showing 50-nt single-stranded (sense, antisense, 5’P-sense, 5’P-antisense) and 50 bp double-stranded *unc-22*-RNA (annealed, 5’P-annealed). A 100 bp DNA ladder was run alongside for rough size estimation. 5’-phosphate (5’P) was added using a polynucleotide kinase. (**F**) Young adult-staged hermaphrodites were injected in the body cavity with short *unc-22*-dsRNA with 5’-OH (*left*) or with 5’-phosphate added using a polynucleotide kinase (*right*) and self-progeny were scored as in (**A**). Newly generated *rme-2(-)* animals (AMJ1131) were used in (**A**) and (**F**). Comparisons with p<0.05 after Bonferroni correction using *χ*^2^ test between genotypes within conditions (asterisks in **A** and **F**) or between conditions in *rme-2(-)* animals (hash in **F**) are indicated. Figure 3—figure supplement 1—source data 1.Labelled uncropped images for Figure 3—figure supplement 1B–E.Raw images are available at https://doi.org/10.6084/m9.figshare.25036142.v1.

**Figure 3—figure supplement 2.**
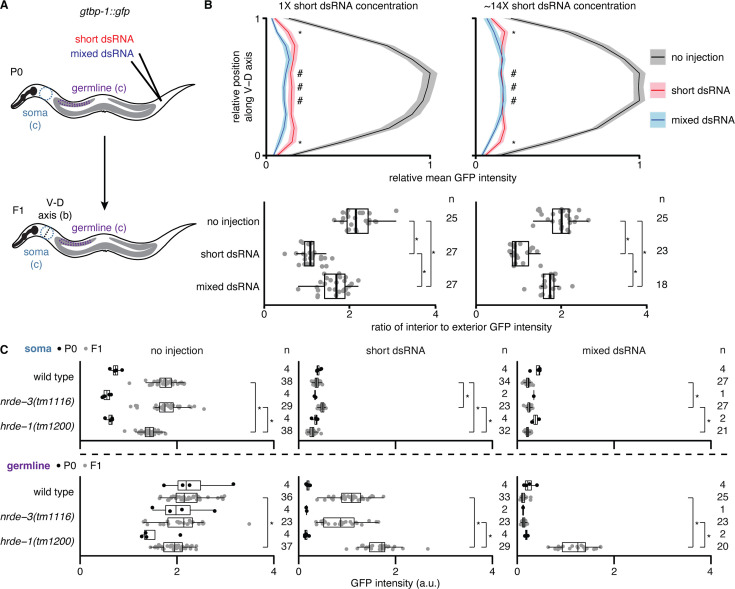
Extent of silencing in progeny by short or mixed dsRNA injected into parental circulation varies between tissues but has similar nuclear Argonaute requirements. (**A–C**) GTBP-1::GFP fluorescence from the ubiquitously expressed gene *gtbp-1::gfp* in the F1 progeny of uninjected P0 animals (no injection) or of P0 animals injected into the body cavity with synthetic 50 bp *gfp*-dsRNA (short dsRNA) or *gfp*-dsRNA transcribed from an ~730 bp DNA template (mixed dsRNA) was analyzed. The expression of *gtbp-1::gfp* is dimmer in P0 animals (imaged as adults) than in F1 animals (imaged as L4s) because of developmental variation in the expression – therefore comparisons are only appropriate during the same generation and not across generations. (**A**) Schematic illustrating injection site and scoring scheme. For the soma, a region between the pharynx and anterior gonad arm within a circle (blue, data in **C**) or along a ventral to dorsal (**V–D**) axis (black, data in **B**) was quantified. For the germline, a gonadal region that excluded the intestine (purple, data in **C**) was quantified. (**B**) Quantification of F1 progeny after injection of two different concentrations of short dsRNA (1X, 350 ng/μl, *left*; ~14X, 4977 ng/μl, *right*) into the body cavity of P0 animals. (*top*) The relative mean intensity profile of fluorescence along the V-D axis for progeny of uninjected animals (black), animals injected with short dsRNA (red), or animals injected with mixed dsRNA (blue). Shaded bands indicate 95% CI. (*bottom*) Ratios of mean intensities within interior points (hashes in *top*) to those of the exterior points (asterisks in *top*) are depicted for each imaged animal. (**C**) Quantification of P0 (black) and F1 (grey) wild-type, *nrde-3(tm1116*) or *hrde-1(tm1200*) animals. Regions within the soma and the germline were quantified as indicated in (**A**). The numbers of P0 and F1 animals quantified (P0; F1 n) are indicated. For each genotype, F1 progeny after no injection, short dsRNA injection, or mixed dsRNA injection into P0 animals showed significantly different fluorescence values from each other (p<0.05 after Bonferroni correction using Mann-Whitney U test for two-sided comparisons). Similarly significant differences between treatments across genotypes are indicated (asterisks).

In contrast, when synthesized *gfp*-dsRNA of a defined length (50 bp) with a fluorescent label was injected into circulation in adult animals, no entry into the germline was observed in the absence of RME-2 (Marré et al., 2016). We found that silencing of *unc-22* in progeny by similarly synthesized but unlabeled 50 bp *unc-22*-dsRNA with a 5’ OH delivered into parental circulation also showed a strong requirement for RME-2, unlike mixed dsRNA (Figure 3A). Further comparison between the two forms of dsRNA revealed that silencing in progeny by 50 bp dsRNA injected into parental circulation was detectably less efficient in somatic cells (Figure 3A, Figure 3—figure supplement 2A and B, *left*), even when ~14X more 50 bp dsRNA was delivered into parental circulation (Figure 3—figure supplement 2B, *right*), and was also less efficient in the germline (Figure 3B, Figure 3—figure supplement 2A and C). Efficient silencing in response to added dsRNA requires nuclear Argonaute proteins: NRDE-3 in somatic cells (Guang et al., 2008) and HRDE-1 in the germline (Buckley et al., 2012). Both 50 bp dsRNA and mixed dsRNA relied on HRDE-1 for silencing within the germline (Figure 3—figure supplement 2A and C) and could silence independent of NRDE-3 in somatic cells (Figure 3—figure supplement 2A and C). In addition to the diversity of RNA lengths observed in mixed dsRNA, another known feature that could distinguish dsRNA transcribed in bacteria or in vitro from synthesized 50 bp dsRNA is the presence of 5’ triphosphates on the transcribed dsRNA species instead of the 5’ OH present in synthesized 50 bp dsRNA. In support of the impact of 5’ phosphates on transport and/or silencing, addition of 5’ monophosphates to synthesized 50 bp dsRNA injected into parental circulation reduced the dependence on RME-2 for silencing in progeny (Figure 3—figure supplement 1E and F), potentially by enhancing the ability of synthesized dsRNA to be imported by other dsRNA importers (e.g. SID-1) in the absence of RME-2. Thus, the requirements for dsRNA entry into the germline and subsequent silencing vary for different lengths and/or chemical forms of dsRNA (see summary in Table 1).

**Table 1.** Summary of constraints on intergenerational transport of extracellular dsRNA.

Stage of exposure	dsRNA type	Genetic requirement for germline entry	Heritability
L1 to L3	mixed, ingested	none tested	not heritable
early L4	mixed, ingested	*rme-2* required	no persistent silencing in P0 adults, heritable to F1
	mixed, injected	*rme-2* not required	heritable to F1
early adult	mixed, ingested	*rme-2* required	partial silencing in P0 adults, heritable to F1
	mixed, injected	*rme-2* not required	heritable to F1
late adult	mixed, ingested	*rme-2* not required	persistent silencing in P0 adults, heritable to F1
	mixed, injected	*sid-1* or *rme-2* required	heritable to F1
	synthesized 50 bp, injected	*sid-1* and *rme-2* required	heritable to F1 with partial silencing
	Synthesized 50 bp with 5’-phosphate, injected	*rme-2* is partially required	heritable to F1

Fluorescently labeled 50 bp dsRNA delivered into parental circulation localized within intestinal cells in progeny (Figure 3C, *top left*), as has been observed for vitellogenin proteins (Sharrock, 1983) and fluorescent dyes (Bossinger and Schierenberg, 1996). Accumulation of fluorescently labeled dsRNA was also detected at the apical membrane of the intestine, which could reflect exocytosis of dsRNA into the lumen of developing intestinal cells. However, separation of the fluorescent label from dsRNA catalyzed by cellular enzymes cannot be excluded. Therefore, to dissect differences, if any, between the transport of unlabeled short dsRNA (synthesized 50 bp with 5’OH) and mixed dsRNA (mixture transcribed in vitro using ~1 kb DNA template) we injected *unc-22*-dsRNA into animals with mutations in genes that play roles in the import of dsRNA. We found that maternal SID-1 was required for silencing by short dsRNA in progeny (Figure 3C, *bottom*, left bars), suggesting that the SID-1-dependent entry of short dsRNA into the cytosol likely occurs in the injected parent or during early development in progeny. Uptake of dsRNA from the intestinal lumen requires SID-2, a transmembrane protein located in the apical membranes of intestinal cells (Winston et al., 2007; McEwan et al., 2012). We found that SID-2 was not required for most silencing in progeny by short or mixed dsRNA injected into parental circulation (Figure 3C, *top right* and *bottom*). Exit of dsRNA from intracellular vesicles requires SID-5, a transmembrane protein located in endolysosomal membranes (Hinas et al., 2012). Silencing in wild-type animals was comparable to silencing in *sid-5(-)* animals (Figure 3C, *top right*). However, when animals that lacked SID-1 were injected, SID-5 was required in progeny for silencing by mixed dsRNA from parental circulation (Figure 3C, *bottom*, right bars; as also reported in Wang and Hunter, 2017). Since dsRNA is expected to be present in vesicles upon entry through RME-2 in the absence of SID-1 (Marré et al., 2016; Wang and Hunter, 2017), this observation suggests that SID-5 is required for the release of mixed dsRNA from inherited vesicles in progeny.

In summary, injected extracellular dsRNA can enter the germline in parents and be transmitted to progeny through two routes with different substrate selectivity. One route is preferentially used by short dsRNA and relies on RME-2-mediated endocytosis of dsRNA into oocytes, where early exit from vesicles is required for silencing in progeny as evidenced by the need for maternal SID-1 (Figure 3D, blue). The other route appears to exclude short dsRNA but allows mixed dsRNA entry into the cytosol in the parental germline through SID-1 and exit from inherited vesicles in progeny through a process that requires both zygotic SID-1 and SID-5 (Figure 3D, grey; Wang and Hunter, 2017).

### Expression of SID-1 is consistent with a role in the intergenerational transport of extracellular dsRNA

All routes of dsRNA transport deduced using the experimental addition of dsRNA ultimately require SID-1 for entry into the cytosol. The proposed model (Figure 3D) for dsRNA transport into the germline and to progeny suggests that the expression pattern of SID-1 is likely to include the germline. We used Cas9-mediated genome editing to insert a piRNA-resistant *mCherry* sequence (Zhang et al., 2018; Devanapally et al., 2021) into the *sid-1* coding sequence (Figure 4A) to observe the endogenous expression pattern of SID-1::mCherry. This fusion protein was detectably functional in contrast to other attempts at tagging SID-1 (see *Technical comments* in Materials and methods and Figure 4—figure supplement 1). Fluorescence from SID-1::mCherry was visible in the proximal and distal regions of the adult germline (Figure 4B). Expression also progressively increased during development with tissue-specific enrichment in the developing embryo (Figure 4C, *left*), becoming ubiquitous in hatched L1 larvae (Figure 4C, *middle*, and Figure 4D). SID-1::mCherry was not easily detectable in the germline during later larval development (Figure 4C, *middle* and *right*). In combination with the expression of RME-2 observed in the proximal germline (Figure 1—figure supplement 1D; Grant and Hirsh, 1999), this expression pattern of SID-1 is consistent with the entry of most dsRNA from circulation of adult animals into the germline, followed by activity of transport mechanisms in developing embryos and early larvae that inherit parental dsRNA.

**Figure 4.**
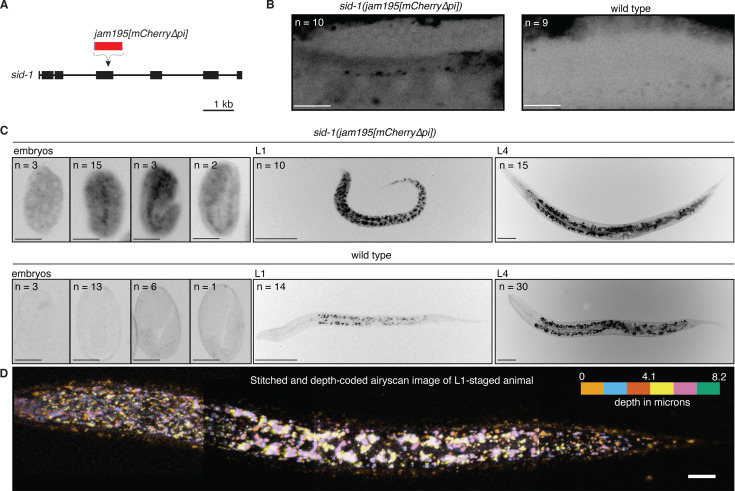
The expression pattern of SID-1 varies during development. (**A**) Schematic depicting insertion of *mCherry* sequence that lacks piRNA binding sites (*jam195[mCherry∆pi]*; Zhang et al., 2018; Devanapally et al., 2021) into the *sid-1* gene using Cas9-mediated genome editing. (**B and C**) Representative images showing fluorescence from SID-1::mCherry (black) in (**B**) the adult gonad arm, (**C**, *left*) developing embryos, (**C**, *middle*) L1-stage animals, or (**C**, *right*) L4-stage animals with *sid-1(jam195[mCherry∆pi]*) compared to autofluorescence in wild-type animals of the same stages. Numbers (**n**) of each stage imaged are indicated (100% of animals exhibited the depicted expression patterns). For animals imaged in (**B**), the distal germline was obstructed by the intestine in 1/10 *sid-1(jam195[mCherry∆pi]*) and 5/9 wild-type animals. (**D**) Airyscan image of an L1-staged animal assembled by stitching four different Z-stacks after depth-coding and taking maximum projections, illustrating the expression of SID-1::mCherry throughout the animal. Scale bar for adult gonad arms in (**B**) and embryos in (**C**), 20 μm; scale bar for larvae in (**C**), 50 μm and in (**D**), 10 μm. Also see *Technical comments* on ‘Making a *sid-1* translational reporter’ in Materials and methods.

**Figure 4—figure supplement 1.**
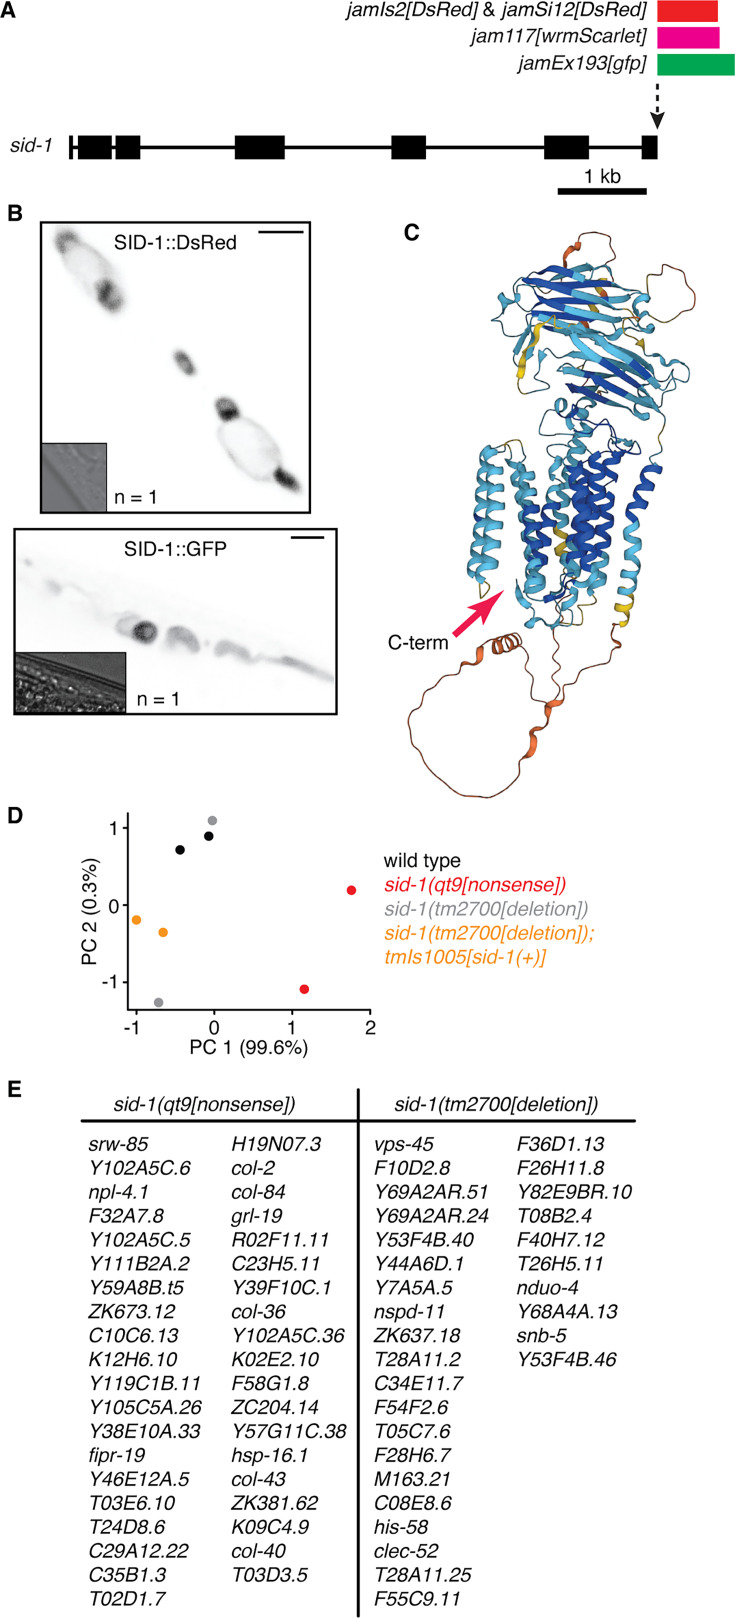
Unsuccessful attempts to functionally tag SID-1 and to identify SID-1-dependent genes. (**A**) Schematic illustrating the tagging of *sid-1* (box, exon; line, intron) at the 3’ end to generate fusion proteins with fluorophores (GFP, DsRed, or wrmScarlet) tagged at the C-terminus. (**B**) Images showing subcellularly localized fluorescence (black) from SID-1::DsRed (top) and SID-1::GFP (bottom) within muscle cells when expressed from multicopy transgenes. Scale bar = 10 µm and insets show brightfield images. (**C**) Structure of SID-1 predicted by AlphaFold shaded based on pLDDT scores (blue/cyan, high; yellow/orange, low). Red arrow indicates the C-terminus. (**D**) Principal component analysis of RNA-seq experiment comparing transcriptomes from wild-type, *sid-1(qt9[nonsense]*), *sid-1(tm2700[deletion]*), and *sid-1(tm2700[deletion]); tmIs1005[sid-1(+)]* animals. (**E**) List of *sid-1*-dependent genes identified by comparing polyA+ RNA from *sid-1(qt9[nonsense]*) animals with wild-type animals (*left*) and by comparing *sid-1(tm2700[deletion]*) animals with *sid-1(tm2700[deletion]); tmIs1005[sid-1(+)]* animals (*right*).

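Of the 39 genes listed for *sid-1(qt9[nonsense])* in Figure 4—figure supplement 1E, 38 were matched by name, 21 passed the filter on low counts and 16 were changed at *q* under 0.05 by edgeR's quasi-likelihood test. Of the 30 listed for *sid-1(tm2700[deletion])*, 27 were matched, 13 passed the filter and 8 were changed. *sdg-2* (*Y102A5C.36*) was higher in *sid-1(qt9[nonsense])* than in wild type by 2.03 on the log2 scale (adjusted *p* = 1.72e-05 by edgeR). *sid-1(tm2700[deletion])* was compared with its rescued strain instead, and *sdg-2* did not pass the threshold (log2 fold change -0.23, adjusted *p* = 0.638 by edgeR). Its means were 1.37 CPM in wild type, 5.68 in *sid-1(qt9[nonsense])*, 4.48 in *sid-1(tm2700[deletion])* and 5.18 in the rescued strain. The last 2 strains were not tested against wild type. *sdg-1* (*F07B7.2*) had a log2 fold change of 0.97 in *sid-1(qt9[nonsense])* and did not pass the threshold (adjusted *p* = 0.118 by edgeR). It passed in 1 of the 9 alternative settings that kept all replicates. With each replicate left out in turn, its log2 fold change ran from 0.529 to 1.345.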

**Figure 4—figure supplement 2.**
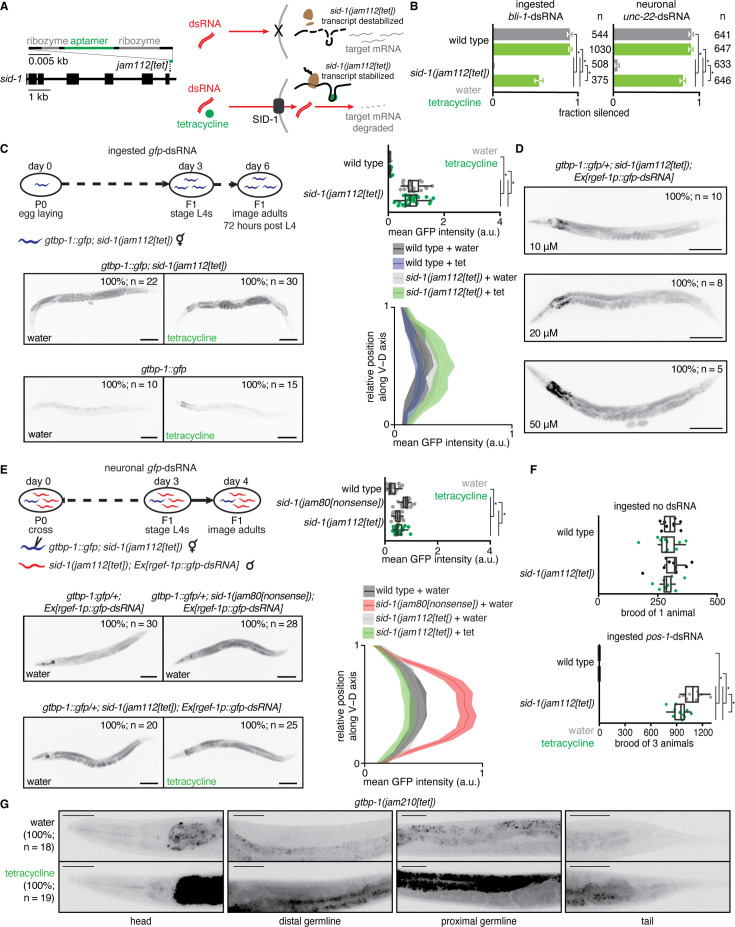
Tetracycline-induced functional rescue of *sid-1* expression is evident in somatic tissues but not within the germline. (**A**) Schematic illustrating a cell expressing *sid-1* transcript with a tetracycline aptazyme (Wurmthaler et al., 2019) inserted into the *sid-1* 3’UTR (*left*) in the presence (*bottom right*) or absence (*top right*) of tetracycline. Tetracycline stabilizes *sid-1* transcripts by inhibiting ribozyme-based cleavage in the 3’UTR and thereby allows for the expression of SID-1 protein and dsRNA import. (**B**) Fraction of wild-type or *sid-1(jam112[tet])* animals silenced after ingestion of *bli-1*-dsRNA (*left*) or expression of neuronal *unc-22*-dsRNA (*right*) in the presence of water (grey bars) or 10 μM tetracycline (green bars). Numbers of animals scored for silencing (**n**) are depicted. (**C**) The extent of *gfp* silencing in *gtbp-1::gfp; sid-1(jam112[tet])* day 3 adult animals after ingestion of *gfp*-dsRNA in the presence of water or 10 μM tetracycline. A schematic illustrating the experimental design (*top left*), representative images of animals from each condition with numbers of animals imaged (**n**) and percentages of animals represented (*bottom left*), and quantification of representative germline (*top right*) and somatic (*bottom right*) GTBP-1::GFP intensity (a.u.) are depicted. Mean germline GFP intensity was measured in representative regions of the posterior germline and somatic GFP intensity was measured along a dorsal to ventral axis in the tail region (shaded region represents 95% CI) to avoid increased autofluorescence in the intestines of animals exposed to tetracycline. Scale bars, 100 μm. (**D**) Representative images of *gtbp-1::gfp; sid-1(jam112[tet])* F1 day 1 adult animals after P0 and F1 ingestion of *gfp*-dsRNA until day 1 of F1 adulthood in the presence of different concentrations of tetracycline (10 μM, 20 μM, 50 μM). Higher concentrations of tetracycline did not enhance silencing in *gtbp-1::gfp; sid-1(jam112[tet])* animals. Scale bar, 100 μm. (**E**) The extent of *gfp* silencing in cross progeny of *gtbp-1::gfp; sid-1(jam112[tet])* hermaphrodites injected with water or 10 μM tetracycline and *sid-1(jam112[tet]); Ex[rgef-1p::gfp-dsRNA]* males in the presence of water or 10 μM tetracycline. A schematic illustrating the experimental design including injection of *gtbp-1::gfp; sid-1(jam112[tet])* hermaphrodites with water or 10 μM tetracycline (*top left*), representative images of animals with the *Ex[rgef-1p::gfp-dsRNA]* array from each condition with numbers of animals imaged (**n**) and percentages of animals represented (*bottom left*), and quantification of representative germline (*top right*) and somatic (*bottom right*) GFP intensity (a.u.) as in (**C**) are depicted. Scale bar, 100 μm. (**F**) Total brood of wild-type or *sid-1(jam112[tet])* animals after culturing on OP50 *E. coli* or *pos-1*-dsRNA bacteria in the presence of water or 10 μM tetracycline. Silencing by *pos-1*-dsRNA typically results in inviable embryos (wild type, *bottom*), but culturing *sid-1(jam112[tet])* with 10 μM tetracycline and *pos-1*-dsRNA only resulted in a minor decrease in brood size (*sid-1(jam112[tet])*, *bottom*). This decrease was not observed when *sid-1(jam112[tet])* animals were cultured on 10 μM tetracycline plates in the absence of *pos-1*-dsRNA (*top*, brood of 1 animal; *bottom*, brood of 3 animals). (**G**) Representative fluorescence images of GTBP-1::GFP (black) in the heads, distal germlines, proximal germlines, and tails of *gtbp-1::gfp* animals with a tetracycline-aptazyme sequence inserted into the *gtbp-1::gfp* 3’UTR (*gtbp-1(jam210[tet]*)) after culturing with water or 10 μM tetracycline. The numbers of animals imaged (**n**) and the percentages of animals with the represented expression patterns are depicted. An increase in GTBP-1::GFP intensity was observed in the soma and germline, but increased fluorescence in the intestine could not be distinguished from increased autofluorescence caused by culturing with 10 μM tetracycline. Scale bar, 50 μm.

To determine if acute, induced expression rather than developmental expression of SID-1 can be sufficient for the import of dsRNA into the germline, we engineered the endogenous *sid-1* gene to transcribe a fusion transcript with an aptamer-regulated ribozyme (Figure 4—figure supplement 2A, *left*) that cleaves itself when not bound to tetracycline (Figure 4—figure supplement 2A, *right*) (based on Wurmthaler et al., 2019). Exposing these animals to tetracycline enabled silencing by dsRNA in somatic tissues (hypodermis: Figure 4—figure supplement 2B, *left*; body-wall muscles: Figure 4—figure supplement 2B, *right*), indicative of stabilization of *sid-1* mRNA, production of SID-1 protein, and subsequent dsRNA import in somatic cells. However, such tetracycline-induced silencing was not detectable in the germline (Figure 4—figure supplement 2C-F). Yet, similar tagging of the ubiquitously expressed gene *gtbp-1::gfp* resulted in detectable rescue of expression within the germline by tetracycline (Figure 4—figure supplement 2G). A possible explanation for the poor rescue of SID-1 activity within the germline is that post-transcriptional mechanisms targeting *sid-1* mRNA in the germline but not in somatic cells interfere with tetracycline-dependent stabilization of the *sid-1* transcript (e.g. piRNA-based regulation of *sid-1* mRNA, Ouyang et al., 2019; Dodson and Kennedy, 2019), or that acute stabilization of the *sid-1* transcript does not override developmental regulation of SID-1 translation.

Additional attempts to tag the SID-1 protein guided by structure and to modulate *sid-1* transcripts guided by post-transcriptional regulatory interactions could improve control of dsRNA transport between cells. Nevertheless, the developmentally regulated expression observed for both SID-1 and RME-2 in the germline is consistent with intergenerational or transgenerational effects of endogenous dsRNA from parental circulation after development of the adult germline.

### Temporary loss of *sid-1* causes a transgenerational increase in the levels of mRNA from two germline genes

To understand how the dsRNA importer SID-1 might be used in endogenous gene regulation across generations, we searched for *sid-1*-dependent changes in gene expression that could be heritable (Figure 5, Figure 2—figure supplement 2 and Figure 5—figure supplement 1). To control for genetic background (see *Technical comments* in Materials and methods), we used Cas9-mediated genome editing to delete the entire *sid-1* coding sequence or introduce a nonsense mutation in cohorts of the same wild-type animals. 

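PolyA+ RNA was sequenced in 2 sets of cultures grown on plates, each set with its own wild type. The deletion set had 3 biological replicates of wild-type animals and 3 of *sid-1(jam113[deletion])* animals. The nonsense and revertant set had 3 replicates each of wild-type, *sid-1(jam80[nonsense])* and *sid-1(jam86[revertant])* animals, the last carrying the nonsense mutation changed back to wild-type sequence. RNA longer than 200 nt was extracted from 200 μl pellets of mixed-stage animals washed from 6 plates per replicate, and both ends of each fragment were read. The authors trimmed the reads with cutadapt and assigned them to transcripts with salmon, which gives each transcript an estimated count of reads without normalization. Each library listed 35749 transcripts, and 88 of them matched no gene of the WBcel235 annotation used here (Ensembl release 115, whereas the authors used an earlier release). Estimated counts were summed per gene over 21982 genes, the unmatched transcripts being kept under their sequence names, and rounded to whole numbers. The totals of the wild-type libraries ranged from 54780478 to 79287591 reads in the deletion set (median 71018809) and from 35320382 to 57344120 in the nonsense and revertant set (median 48455767). The totals ranged from 52479992 to 77336320 in *sid-1(jam113[deletion])* (median 59109970) and from 46957589 to 62142038 in *sid-1(jam80[nonsense])* (median 50671999). Those of *sid-1(jam86[revertant])* ranged from 41127600 to 71714435 (median 47078753). As in the paper's methods, genes with more than 0.1 CPM (counts scaled to library size) in at least 3 libraries were kept, and libraries were normalized by the trimmed mean of M-values (TMM). Each mutant was compared only with the wild type of its own set, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and genes with *q* under 0.05 were counted as changed. The paper names limma(voom), which was run as an alternative. On simulated counts of 16783 genes, of which 200 were changed by 1.5 on the log2 scale, the test recovered 100% of the changed genes and 7.4% of its calls were false. The changed genes were drawn from the better expressed ones only. Recovery of smaller changes, or of genes with low counts, was therefore not measured. The *sdg-1* loci *W09B7.2* and *F07B7.2* share 1 entry in the authors' quantification, so their reads could not be told apart. Whether transcripts of other near-identical genes were split correctly was not tested.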

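In *sid-1(jam113[deletion])*, 33 of the 16783 genes tested were changed at *q* under 0.05, 28 higher and 5 lower than in the wild type of the deletion set. Of 16547 genes tested in *sid-1(jam80[nonsense])*, 11 were changed, 6 higher and 5 lower. Genes with an unadjusted *p* under 0.05 numbered 2137 in the deletion mutant and 1039 in the nonsense mutant. Among the alternatives that kept all replicates and the threshold, DESeq2 with its own size factors moved both counts most. It gave 582 genes in the deletion mutant and 34 in the nonsense mutant. Same-numbered replicates of the deletion set deviated together to some extent, with a mean correlation of their deviations across genes of 0.17. With the replicate number as a block, 11 genes were changed in *sid-1(jam113[deletion])*, 10 of them among the 33. The targeted gene *sid-1*, on chromosome V from 5119970 to 5126916 on the + strand, was lower in both mutants. Its expression was 1.16 ± 0.092 CPM in *sid-1(jam113[deletion])* and 46.5 ± 1.74 CPM in its wild type (SD, n = 3 each). This was a log2 fold change of -5.33 (standard error 0.11, adjusted *p* = 2.19e-07 by edgeR's quasi-likelihood test). In *sid-1(jam80[nonsense])* it was 18.4 ± 1.24 CPM against 36.8 ± 1.71 CPM (SD, n = 3 each), a log2 fold change of -1.0 (standard error 0.07, adjusted *p* = 8.48e-06 by edgeR). The difference between the mutants in the change of *sid-1*, tested as an interaction, was -4.32 on the log2 scale (adjusted *p* = 8.47e-11 by edgeR). An exact permutation test of 3 replicates against 3 cannot give a *p* below 0.1, which is the two-sided value for *sid-1* in each mutant.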

By comparing polyA+ RNA from this wild type with that of the newly generated *sid-1(jam113[deletion])* (Figure 5A and B, Figure 5—figure supplement 1A) or *sid-1(jam80[nonsense])* (Figure 5A–C) animals, we found that 26 genes were significantly (*q*<0.05) misregulated in *sid-1(jam113[deletion])* (Figure 5—figure supplement 1B) and 6 in *sid-1(jam80[nonsense])* (Figure 5D, *top*), both including *sid-1* (a list of significantly altered genes is in Table 2). The most upregulated gene in *sid-1(jam113[deletion])*, *F14F9.5* (Figure 5—figure supplement 1B), which is located immediately 3’ to *sid-1* in the genome, was only misregulated in the deletion mutant and not in the nonsense mutant (Figure 5—figure supplement 1C, *left*). 

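*F14F9.5* is a protein-coding gene on chromosome V of WBcel235 from 5127093 to 5130076, on the + strand. It starts 176 bp after the annotated end of *sid-1*, which lies on the same strand. *F14F9.5* was expressed at 28.9 ± 2.21 CPM in *sid-1(jam113[deletion])* and 3.43 ± 0.177 CPM in its wild type (SD, n = 3 each). The log2 fold change was 3.06 (standard error 0.10, adjusted *p* = 5.43e-06 by edgeR's quasi-likelihood test), and stayed between 3.02 and 3.12 with each replicate left out in turn. In *sid-1(jam80[nonsense])* it was 2.93 CPM on average against 3.07 CPM in wild type, a log2 fold change of -0.06 (standard error 0.13, adjusted *p* = 0.953 by edgeR). The 2 mutants differed in the change of this gene by 3.12 on the log2 scale (adjusted *p* = 3.46e-08 for the interaction by edgeR). Among genes higher in *sid-1(jam113[deletion])*, *F14F9.5* had the lowest adjusted *p*. *ZK177.9* and *C07G1.7* had larger log2 fold changes of 5.30 and 4.35, and that of *F07B7.2* was larger as well. *C24H11.2* rose from 0 reads in each wild-type library to 1.86 ± 0.544 CPM in *sid-1(jam113[deletion])* (SD, n = 3). The nearby *C24H11.1* went the other way, with means of 2.89 CPM in that wild type and 1.97 CPM in the mutant. In *sid-1(qt9[nonsense])*, *C24H11.1* had 0 reads and *C24H11.2* was at 3.14 CPM on average. Whether salmon divided reads between these genes was not tested, so the rise may not be one of expression. Of the 10 nearest tested genes around *F14F9.5*, only *sid-1* itself passed the threshold, and *ugt-63* was higher by 1.94 on the log2 scale without passing it (adjusted *p* = 0.0705 by edgeR). The paper proposes that deleting *sid-1* changed local regulatory sequences, which could explain the upregulation of *F14F9.5*.

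**Figure D1:**
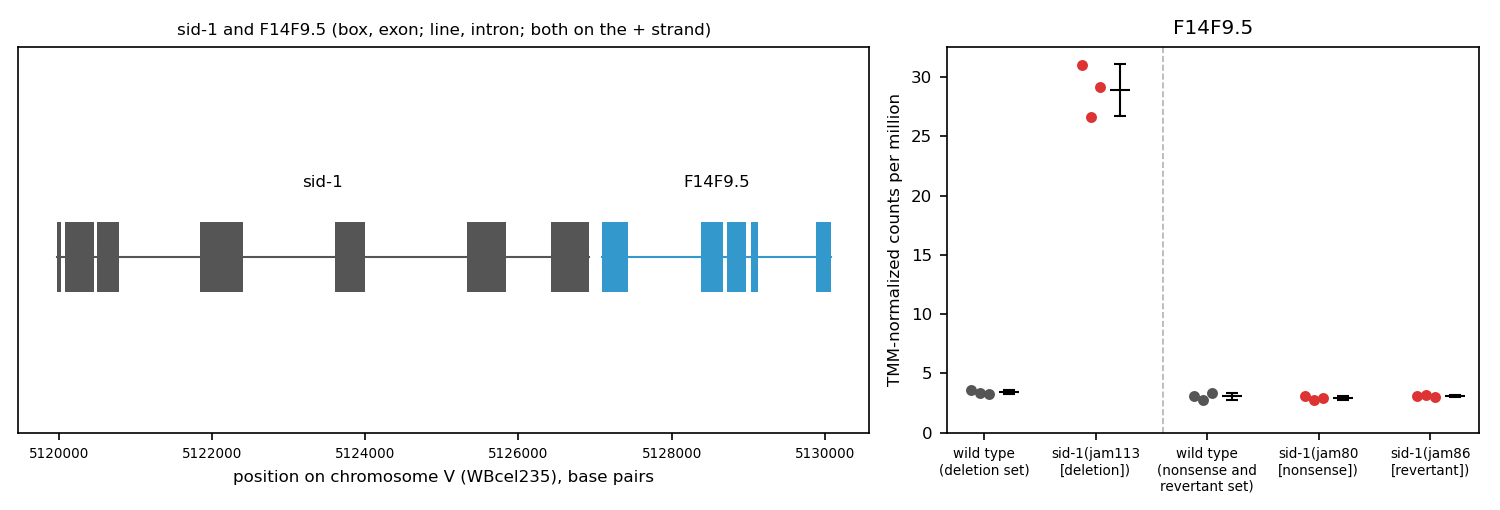
Left, exons (boxes) and introns (lines) of *sid-1* and *F14F9.5* along chromosome V in base pairs. Right, TMM-normalized CPM of *F14F9.5* in each replicate (points) with mean ± SD (bars) for the 5 groups of the plate sets, which a dashed line separates; the 3 *sid-1(jam113[deletion])* replicates lie above every other replicate.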

Both mutants, however, were equally defective for silencing by ingested dsRNA (Figure 5B). This observation suggests that while both mutations result in loss of SID-1 protein, the deletion of *sid-1* also changes local regulatory sequences (potentially explaining upregulation of the neighboring gene *F14F9.5*) and eliminates *sid-1* mRNA, which could participate in RNA-based regulatory interactions within the germline (Ouyang et al., 2019; Dodson and Kennedy, 2019). Nevertheless, we could detect two genes that were upregulated in both *sid-1(jam113[deletion])* and *sid-1(jam80[nonsense])* animals (red in Figure 5D, *top*, and Figure 5—figure supplement 1B): the identical loci *W09B7.2/F07B7.2* (Figure 5—figure supplement 1C, *middle*), and *Y102A5C.36* (Figure 5—figure supplement 1C, *right*). 

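The *W09B7.2/F07B7.2* loci, listed as *F07B7.2* on chromosome V from 8870259 to 8872003, were higher in both mutants. Expression was 17.3 ± 4.45 CPM in *sid-1(jam113[deletion])* and 1.21 ± 0.0693 CPM in its wild type (SD, n = 3 each). The log2 fold change was 3.82 (standard error 0.20, adjusted *p* = 9.88e-05 by edgeR's quasi-likelihood test). In *sid-1(jam80[nonsense])* it was 7.89 ± 0.56 CPM against 3.31 ± 0.289 CPM (SD, n = 3 each), a log2 fold change of 1.25 (standard error 0.11, adjusted *p* = 0.000107 by edgeR). Both increases stayed past the threshold when any replicate was left out. The increase was larger in the deletion mutant by 2.57 on the log2 scale (adjusted *p* = 0.000103 for the interaction by edgeR). The wild types also differed, with *F07B7.2* lower in that of the deletion set by a log2 fold change of -1.45 (adjusted *p* = 2.26e-06 by edgeR). *Y102A5C.36*, on chromosome V from 16926922 to 16927445 on the − strand, rose by similar amounts in the 2 mutants. It was expressed at 13.0 ± 0.782 CPM in *sid-1(jam113[deletion])* and 7.2 ± 1.15 CPM in its wild type (SD, n = 3 each). This log2 fold change of 0.84 (standard error 0.12) did not pass the threshold (adjusted *p* = 0.0559 by edgeR). It passed with DESeq2 (adjusted *p* = 5.71e-07), without the filter on low counts (adjusted *p* = 0.0303 by edgeR) and with replicate 3 of *sid-1(jam113[deletion])* left out (adjusted *p* = 0.00567 by edgeR), and not under the other alternatives, where it reached 0.301. In *sid-1(jam80[nonsense])*, *Y102A5C.36* was at 8.68 ± 0.801 CPM against 4.83 ± 0.251 CPM (SD, n = 3 each). The log2 fold change of 0.84 (standard error 0.10) passed the threshold (adjusted *p* = 0.0039 by edgeR), and it did so with any replicate left out. The genes changed in the same direction in both mutants were *sid-1*, *F07B7.2* and *fbxa-192*, the last higher by 0.63 in the deletion mutant and 0.72 in the nonsense mutant on the log2 scale. With the replicate number as a block, *fbxa-192* was not among them and *T10D4.6* was. Counts rebuilt from TPM and transcript length, or a required log2 fold change of at least 1, left only *sid-1* and *F07B7.2*. With DESeq2 and without the filter on low counts, *Y102A5C.36* was among them, along with further genes. With each replicate left out in turn, *fbxa-192* passed the threshold in 1 of 6 fits in the deletion mutant and 2 of 6 in the nonsense mutant.

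**Figure D2:**
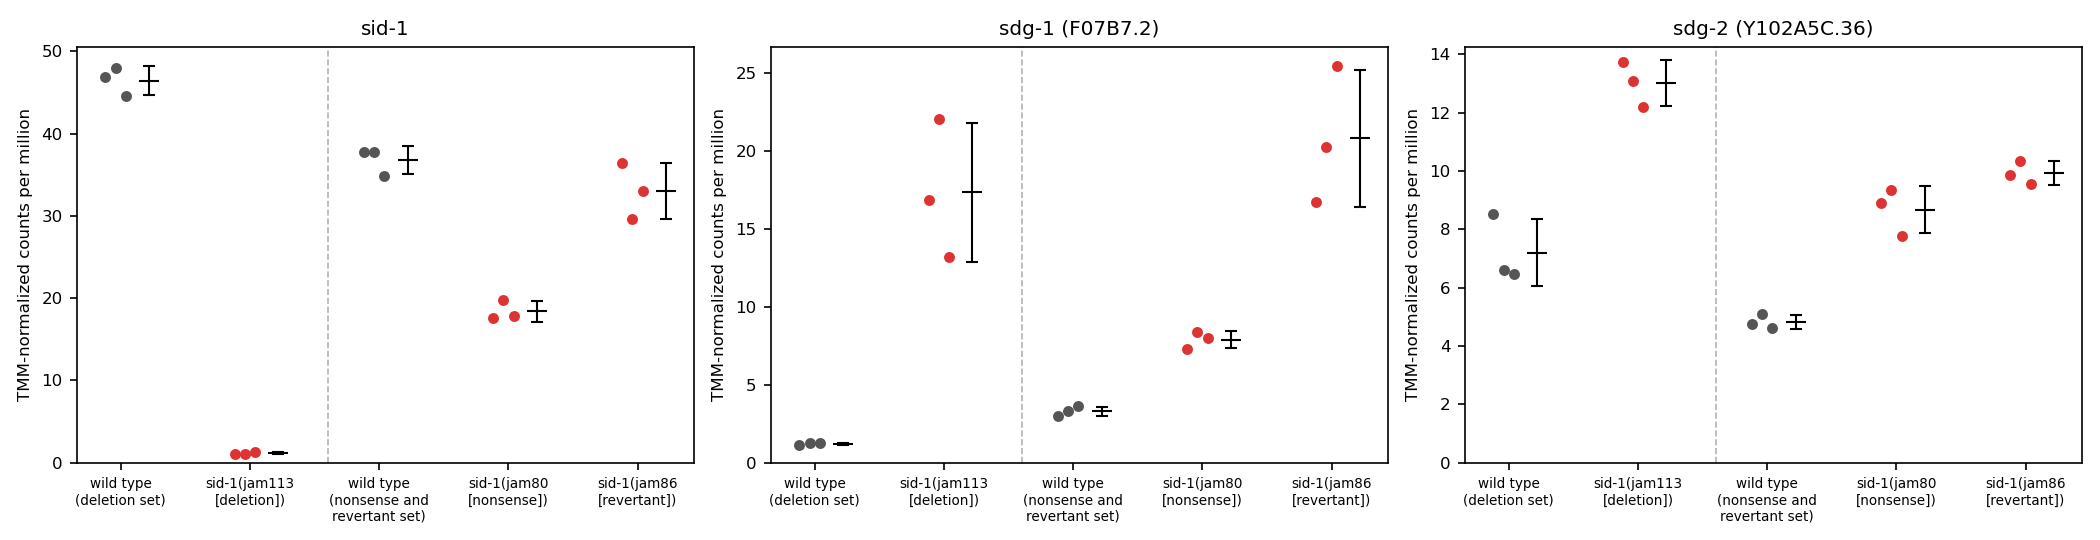
TMM-normalized CPM of *sid-1*, *sdg-1* (*F07B7.2*) and *sdg-2* (*Y102A5C.36*) in each replicate (points) with mean ± SD (bars). The dashed line separates the deletion set from the nonsense and revertant set; in each set every *sid-1* mutant and revertant replicate lies above every wild-type replicate of that set for *sdg-1* and *sdg-2*.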

Intriguingly, another gene *cls-3* also changed in both mutants (Table 2) but in different directions (~3.4-fold decrease in the *sid-1(jam80[nonsense])* mutant but a ~5.8-fold increase in the *sid-1(jam113[deletion])* mutant), suggesting that the direction of change in expression can vary. 

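*cls-3* lies on chromosome III of WBcel235 from 9186558 to 9191109, on the − strand. In *sid-1(jam113[deletion])* it was expressed at 65.7 ± 6.08 CPM and in the wild type of that set at 11.4 ± 1.66 CPM (SD, n = 3 each). This was a 5.68-fold increase (log2 fold change 2.51, standard error 0.12, adjusted *p* = 5.77e-05 by edgeR's quasi-likelihood test). In *sid-1(jam80[nonsense])* it was expressed at 11.5 ± 0.836 CPM and in the wild type of that set at 38.3 ± 2.63 CPM (SD, n = 3 each). This was a 3.35-fold decrease (log2 fold change -1.74, standard error 0.08, adjusted *p* = 5.7e-08 by edgeR). The interaction of 4.25 on the log2 scale had an adjusted *p* of 1.41e-09 by edgeR. The wild types of the 2 sets themselves differed at *cls-3* by a log2 fold change of -1.75 (standard error 0.10, adjusted *p* = 2.12e-08 by edgeR), the deletion set being lower. In *sid-1(jam86[revertant])*, *cls-3* was at most at 11.9 CPM in the 3 replicates, a log2 fold change of -1.77 against wild type (standard error 0.08, adjusted *p* = 1.5e-08 by edgeR). With each replicate left out in turn, the log2 fold change stayed between 2.43 and 2.65 in the deletion mutant and between -1.79 and -1.68 in the nonsense mutant. The span of *cls-3* overlaps that of *ZC84.7* on the opposite strand, and their annotated exons share 0 bases.

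**Figure D3:**
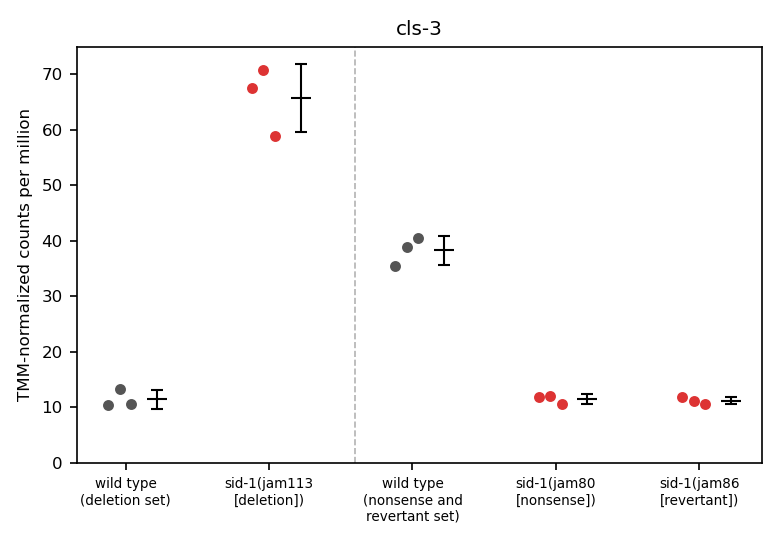
TMM-normalized CPM of *cls-3* in each replicate (points) with mean ± SD (bars), in the deletion set (left of the dashed line) and the nonsense and revertant set (right). The wild types of the 2 sets lie at different levels.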

Conservatively, we began by analyzing only the two genes with mRNA levels that changed in the same direction in both *sid-1* mutants. Both *W09B7.2/F07B7.2* and *Y102A5C.36* have been reported (Reed et al., 2020) to be expressed within the germline (Figure 5—figure supplement 1D, *left*) and regulated by endogenous small RNAs (Figure 5—figure supplement 1D, *middle* and *right*). Spliced mRNA levels measured at a later generation using RT-qPCR demonstrated that both transcripts were upregulated in *sid-1(jam80[nonsense])* animals compared to wild-type animals as expected (Figure 5E), but no upregulation was detectable in *sid-1(jam113[deletion])* animals (Figure 5—figure supplement 1E). This difference between the two *sid-1* mutants could reflect increased variation in expression (as was observed for *cls-3* using RNAseq) or could reflect complex effects caused by deletion of *sid-1* DNA (e.g. *F14F9.5* overexpression, loss of *sid-1* mRNA, etc.) that could be independent of SID-1 protein function.

**Figure 5.**
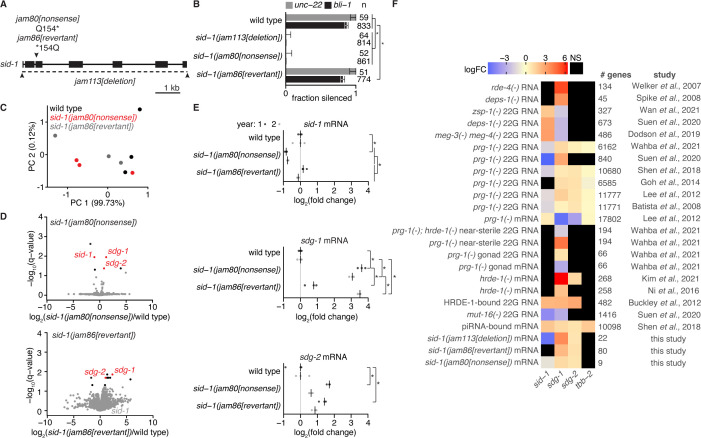
Ancestral loss of SID-1 causes transgenerational changes in the mRNA levels of two germline genes that are subject to RNA regulation. (**A**) Schematic of modifications at the *sid-1* gene generated using Cas9-mediated genome editing. Deletion of the entire coding sequence (*jam113[deletion]*), a nonsense mutation (*jam80[nonsense]*), and its reversion to wild-type sequence (*jam86[revertant]*) are depicted. (**B**) Fractions of animals with the indicated genotypes that show silencing in response to *unc-22*-dsRNA (grey) or *bli-1*-dsRNA (black). Numbers of animals scored (**n**), significant differences using two-tailed test with Wilson’s estimates for single proportions (asterisks, *P*<0.05 with Bonferroni correction) and 95% CI (error bars) are indicated. (**C**) Principal components explaining the variance between wild type (black), *sid-1(jam80[nonsense])* (red), and *sid-1(jam86[revertant])* (grey) polyA+ RNA samples. Almost all of the variance between samples is explained by PC 1. (**D**) Volcano plots of changes in the abundance of polyA+ RNA in *sid-1(jam80[nonsense])* (*top*) and *sid-1(jam86[revertant]*) (*bottom*) animals compared with wild-type animals (black, *q*<0.05; red, both *q*<0.05 and change in the same direction in *sid-1(jam80[nonsense])* and *sid-1(jam113[deletion])*; see Figure 5—figure supplement 1). While *sid-1* transcript levels in *sid-1(jam86[revertant])* are comparable to that in wild type (grey), *sdg-1* (*W09B7.2*/*F07B7.2*) and *sdg-2* (*Y102A5C.36*) transcript levels remain elevated in *sid-1(jam86[revertant]*) (red). (**E**) Levels of spliced *sid-1* (*top*), *sdg-1* (*middle*) and *sdg-2* (*bottom*) transcripts measured using RT-qPCR. The median of three technical replicates is plotted for each of three biological replicates (bar indicates median) assayed before and after 1 year of passaging animals (year 1, dark grey; year 2, light grey). Asterisks indicate p<0.05 with Bonferroni correction using two-tailed Student’s t-test. (**F**) Heatmap showing changes in the levels of transcripts (total RNA or mRNA) or antisense small RNAs (22G RNA) from *sid-1*, *sdg-1*, *sdg-2*, and *tbb-2* (abundant germline transcript for comparison). Fold changes (expressed as LogFC, indicating log_2_ for (m)RNA, log_10_ for piRNA binding, and log_10_ for 22G RNA) were deduced by integrating reports (study) of 21 experiments that identify subsets of genes as being subject to RNA-mediated regulation within the germline (# genes). These prior studies include comparisons of RNA or 22G RNA from wild-type animals with that from mutant animals (e.g. *mut-16(-)* 22G RNA), biochemical detection of piRNA binding to transcripts (piRNA-bound mRNA), and biochemical detection of 22G RNA binding to an Argonaute (HRDE-1-bound 22G RNA). ‘NS’ indicates cases where changes, if any, were not significant based on the criteria used in the study. A conservative value of two-fold is assigned to all genes reported as changing >two-fold in Ni et al., 2016.

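Principal component analysis was run on the 9 libraries of wild-type, *sid-1(jam80[nonsense])* and *sid-1(jam86[revertant])* animals. It used log2 CPM (prior count 2) of the 500 genes with the largest standard deviation, with libraries as observations. The paper selected the 500 genes by the standard deviation of their log2 fold change between sets of samples. PC1 took 23.7% of the variance and PC2 16.0%. With genes as observations, PC1 took 67.96%. For 5 of the 9 libraries, the nearest other library was of the same strain. The median distance between libraries was 28.9 within strains and 29.1 between strains. PC1 scores ran from -10.2 to -6.45 in wild type, from -9.06 to 5.21 in *sid-1(jam80[nonsense])* and from 1.42 to 20.7 in *sid-1(jam86[revertant])*.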

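In *sid-1(jam86[revertant])* animals, *sid-1* was expressed at 33.0 ± 3.39 CPM (SD, n = 3). Against wild type this was a log2 fold change of -0.15 (standard error 0.07, adjusted *p* = 0.256 by edgeR's quasi-likelihood test), and it did not pass the threshold with any replicate left out. Against *sid-1(jam80[nonsense])* animals it was higher by 0.86 on the log2 scale (adjusted *p* = 0.000204 by edgeR). In the volcano comparison with wild type, 545 of 16629 genes were changed in *sid-1(jam86[revertant])*, 396 higher and 149 lower. Among the alternatives that kept all replicates and the threshold, DESeq2 moved this count most as well, to 929 genes, and 42 of the 545 had a log2 fold change of at least 1 in size. Of the 11 genes changed in *sid-1(jam80[nonsense])*, 9 were also changed in the revertant, all 9 in the same direction. Both comparisons use the same wild-type libraries, so noise in these would move a gene the same way in both. How much of the overlap this explains was not tested. *sax-2*, on chromosome III from 5109701 to 5130676, was lower in *sid-1(jam80[nonsense])* by a log2 fold change of -0.88 (standard error 0.08, adjusted *p* = 0.000107 by edgeR). In the revertant it was not changed against wild type, and it was higher than in the nonsense mutant by 0.76 on the log2 scale (adjusted *p* = 0.00017 by edgeR). A direct comparison of the revertant with the nonsense mutant changed 207 of 16602 genes. Same-numbered replicates of these strains deviated in opposite ways (mean correlation -0.12), and 88 genes were changed with the replicate number as a block.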

**Figure 5—figure supplement 1.**
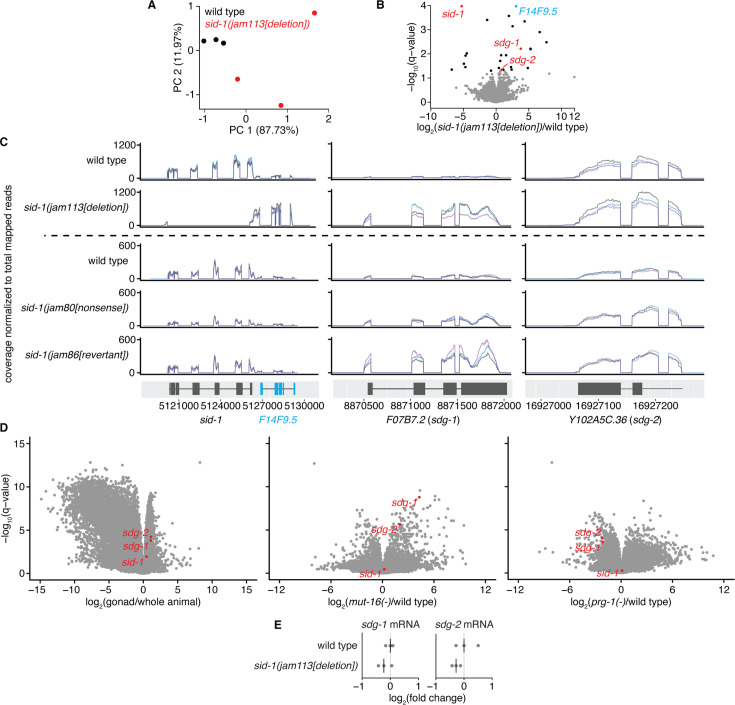
Selective disruption of *sid-1* followed by restoration to wild type reveals *sid-1*-dependent transcripts expressed in the germline that show heritable change. (**A**) Principal components explaining the variance between wild-type (black) and *sid-1(jam113[deletion])* (red) animals. (**B**) Volcano plots of changes in the abundance of polyA+ RNA in *sid-1(jam113[deletion])* animals compared with wild-type animals (black, *q*<0.05; red, *q*<0.05 and with change in the same direction in *sid-1(jam80[nonsense])*; see Figure 5D, *top*). (**C**) Read coverage in biological triplicate (black, blue and purple) at *sid-1* and *F14F9.5* (*left*), *W09B7.2/F07B7.2* (*sdg-1*) (represented by *F07B7.2* locus, *middle*) and *Y102A5C.36* (*sdg-2*) (*right*) of polyA+ RNA in wild-type and *sid-1(jam113[deletion])* animals (*top*), and in wild-type, *sid-1(jam80[nonsense])*, and *sid-1(jam86[revertant])* animals (*bottom*) normalized to total mapped reads per sample. Deletion of *sid-1* coding sequence caused accumulation of transcripts from *F14F9.5* (blue), requiring point mutation (*jam80[nonsense]*) for selective disruption of *sid-1* (see Figure 5). (**D**) Volcano plots of changes in the abundance of RNA in wild-type gonads vs. whole animals (*left*), *mut-16(-)* vs. wild-type animals (*middle*), and *prg-1(-)* vs. wild-type animals (*right*) using data from Reed et al., 2020. *sdg-1, sdg-2* and *sid-1* transcripts are highlighted (red). (**E**) Levels of spliced *sdg-1* and *sdg-2* transcripts in animals of the indicated genotypes measured using RT-qPCR. The median (line) of three technical replicates is plotted for each of three biological replicates. p>0.05 with Bonferroni correction using two-tailed Student’s t-test for wild type to mutant comparisons. Levels of *sid-1* transcripts were not detectable in *sid-1(jam113[deletion])* animals due to absence of *sid-1* coding sequence (data not shown).

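Principal component analysis of the 6 libraries of the deletion set gave 62.7% of the variance to PC1 and 17.8% to PC2. For 5 of the 6 libraries, the nearest other library was of the same strain. The median distance was 25.9 within strains and 34.9 between strains. On PC1 the wild-type libraries scored from -21.1 to -9.02, and replicates 1 and 2 of *sid-1(jam113[deletion])* scored 29.1 and 17.1. Replicate 3 of *sid-1(jam113[deletion])* scored -6.00, nearer to wild type. When this replicate was left out of the comparison with wild type, 1370 genes were changed, 663 higher and 707 lower. They included 31 of the 33 changed with all replicates. In the other fits that each left out one replicate, the counts ranged from 7 to 39.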

**Table 2.** List of genes changed in *sid-1(jam80[nonsense])* animals or in *sid-1(jam113[deletion])* animals compared with wild-type animals.

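Of the 26 genes listed in Table 2 for *sid-1(jam113[deletion])*, 18 passed the filter on low counts and all 18 changed in the listed direction. Of these, 16 had *q* under 0.05 by edgeR's quasi-likelihood test, and 18 did so when the adjustment was made over the listed genes alone, a list that the paper drew from the same libraries and that therefore shows no stability. With the replicate number as a block, 9 of the listed genes passed. *Y102A5C.36* and *ZC204.14* were the tested genes that did not pass over all genes, each with an adjusted *p* of 0.0559. The other 8 listed genes had at most 4 reads in any of the 6 libraries and did not pass the filter. Why the paper lists them from the same libraries was not tested. Of the 33 genes changed, 17 were not listed. Of the 6 genes listed for *sid-1(jam80[nonsense])*, 5 were tested and all 5 were changed in the listed direction. *Y46G5A.23*, on chromosome II from 12828553 to 12828963, had between 0 and 3 reads in the 9 libraries of its set and was not tested. The 6 genes changed but not listed were *fbxa-192*, *R06C1.4*, *C27C7.1*, *Y102A5C.5*, *Y102A5C.6* and *cht-1*, with log2 fold changes between -0.66 and 0.72. *C27C7.1* fell by 0.53 on the log2 scale in *sid-1(jam80[nonsense])* (adjusted *p* = 0.0315 by edgeR) and rose by 0.63 in *sid-1(jam113[deletion])* (adjusted *p* = 0.0121 by edgeR), with an interaction of 1.15 (adjusted *p* = 0.000444 by edgeR). The listed gene *F07B7.1* starts 273 bp after *F07B7.2* and rose by 2.34 in *sid-1(jam113[deletion])* on the log2 scale (adjusted *p* = 0.0306 by edgeR). In the deletion mutant neither passed with the replicate number as a block (adjusted *p* = 0.0889 for *C27C7.1* and 0.132 for *F07B7.1* by edgeR). Of the 6 fits that each left out one replicate, *C27C7.1* passed in 3 and *F07B7.1* in 2.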

Genes	Change compared with wild type
*sid-1*	Down in *sid-1(jam80*) and *sid-1(jam113*)
*sdg-1* (*W09B7.2*/*F07B7.2*)	Up in *sid-1(jam80*) and *sid-1(jam113*)
*sdg-2* (*Y102A5C.36*)	Up in *sid-1(jam80*) and *sid-1(jam113*)
*cls-3*	Down in *sid-1(jam80*) and Up in *sid-1(jam113*)
*sax-2*	Down in *sid-1(jam80*)
Y46G5A.23	Up in *sid-1(jam80*)
F14F9.5	Up in *sid-1(jam113*)
T10D4.6	Up in *sid-1(jam113*)
F47D12.9	Down in *sid-1(jam113*)
C07G1.7	Up in *sid-1(jam113*)
Y48G1BL.5	Up in *sid-1(jam113*)
Y20F4.4	Up in *sid-1(jam113*)
ZK177.9	Up in *sid-1(jam113*)
C27C7.1	Up in *sid-1(jam113*)
Y38H6C.4	Up in *sid-1(jam113*)
C40A11.8	Up in *sid-1(jam113*)
C24H11.2	Up in *sid-1(jam113*)
C18D4.6	Up in *sid-1(jam113*)
F15B9.10	Up in *sid-1(jam113*)
F07B7.1	Up in *sid-1(jam113*)
ZC204.14	Down in *sid-1(jam113*)
Y47D7A.19	Up in *sid-1(jam113*)
Y26G10.5	Down in *sid-1(jam113*)
B0554.1	Down in *sid-1(jam113*)
F13A2.1	Down in *sid-1(jam113*)
C10C6.13	Down in *sid-1(jam113*)
H25K10.141	Down in *sid-1(jam113*)
Y43D4A.1	Up in *sid-1(jam113*)

To determine if changes in *W09B7.2/F07B7.2* and *Y102A5C.36* expression were heritable, we reverted the *sid-1* nonsense mutation to wild-type sequence using Cas9-mediated genome editing. This immediately restored silencing by ingested dsRNA (Figure 5B) with concomitant recovery of *sid-1* mRNA to wild-type levels (Figure 5E, *top*). In contrast, changes in both *W09B7.2/F07B7.2* and *Y102A5C.36* expression persisted (Figure 5D, *bottom*) even after one year of passaging the reverted animals (*sid-1(jam86[revertant])*; i.e. after >100 generations, Figure 5E, *middle* and *bottom*). Thus, the *sid-1*-dependent accumulation of mRNA from these two germline genes persisted for many generations, likely through mechanisms that maintain heritable epigenetic changes. 

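In *sid-1(jam86[revertant])* animals, *F07B7.2* was expressed at 20.8 ± 4.38 CPM (SD, n = 3), above every wild-type and *sid-1(jam80[nonsense])* replicate. The log2 fold change against wild type was 2.64 (standard error 0.14, adjusted *p* = 9.94e-08 by edgeR's quasi-likelihood test), and it stayed between 2.47 and 2.77 with each replicate left out in turn. Against *sid-1(jam80[nonsense])* it was higher by 1.399 on the log2 scale (adjusted *p* = 0.000179 by edgeR). *Y102A5C.36* was expressed at 9.93 ± 0.403 CPM (SD, n = 3), a log2 fold change against wild type of 1.04 (standard error 0.10, adjusted *p* = 0.000108 by edgeR). Its difference from *sid-1(jam80[nonsense])* was 0.21 on the log2 scale and did not pass the threshold (adjusted *p* = 0.249 by edgeR). With all alternatives that kept every replicate, the log2 fold change against wild type stayed between 2.59 and 2.67 for *F07B7.2* and between 1.03 and 1.08 for *Y102A5C.36*. From the persistence of these changes after *sid-1* was restored, the paper proposes that mechanisms maintaining heritable epigenetic changes likely keep the mRNA of both genes accumulated.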

We hereafter refer to these ***s****id-1-**d**ependent **g**enes (sdg*) that show heritable epigenetic changes in response to temporary loss of SID-1 as *sdg-1* (*W09B7.2/F07B7.2*) and *sdg-2* (*Y102A5C.36*).

### The *sid-1*-dependent gene *sdg-1* is affected by many factors that regulate RNA silencing in the germline

To determine if expression of *sdg-1* and *sdg-2* is regulated by other proteins that play a role in RNA silencing within the germline, we examined 21 published datasets (Buckley et al., 2012; Dodson and Kennedy, 2019; Welker et al., 2007; Spike et al., 2008; Wan et al., 2021; Suen et al., 2020; Wahba et al., 2021; Shen et al., 2018; Goh et al., 2014; Lee et al., 2012; Batista et al., 2008; Kim et al., 2021; Ni et al., 2016) that reported changes that depend on such proteins. For each dataset, we determined if the lists of genes reported as showing significant changes in mutants compared to the respective wild types included *sdg-1* and/or *sdg-2*. This analysis revealed that changes in mRNA and/or antisense small RNAs of *sdg-1* were detected in 20 of the 21 datasets while changes in *sdg-2* were observed in 9 of 21 (Figure 5F). When detected, changes in *sdg-2* were in the same direction as changes in *sdg-1*, suggestive of similar regulation of both genes.

RNAs transcribed in the germline can be recognized as they exit the nuclear pores by piRNAs bound to the Argonaute PRG-1, which recruits them for regulation by antisense small RNAs called 22G RNA made by proteins organized within perinuclear germ granules (reviewed in Sundby et al., 2021). Interaction with piRNAs was detected for RNA from *sid-1*, *sdg-1*, and *sdg-2*, and the control gene *tbb-2* using crosslinking, ligation, and sequencing of hybrids (Shen et al., 2018; Figure 5F), consistent with their germline expression. Depletion of downstream 22G RNAs targeting both *sid-1* and *sdg-1* was detectable upon loss of the germ granule component MUT-16 (Suen et al., 2020; Figure 5F). Both genes were among the top 500 genes targeted by 22G RNAs bound by the secondary Argonaute HRDE-1/WAGO-9 (Buckley et al., 2012; Figure 5F), suggesting similar downregulation of both genes using 22G RNAs. Furthermore, multiple datasets support downregulation of *sdg-1* within the germline by HRDE-1/WAGO-9-bound 22G RNAs in the absence of PRG-1. One, loss of HRDE-1/WAGO-9 increased *sdg-1* RNA in whole animals (Ni et al., 2016; Figure 5F) and in dissected gonads (Kim et al., 2021; Figure 5F). Two, loss of PRG-1 decreased *sdg-1* RNA (Figure 5F) and increased 22G RNAs that are antisense to *sdg-1* (Figure 5F) in dissected gonads (Wahba et al., 2021). Three, although animals that lack PRG-1 become progressively sterile, the increase in *sdg-1* 22G RNA persisted in near-sterile animals (Figure 5F, near-sterile in Wahba et al., 2021), and this increase was eliminated upon additional loss of HRDE-1/WAGO-9 (Figure 5F, near-sterile in Wahba et al., 2021).

As expected for *sid-1*-dependent downregulation of *sdg-1*, multiple datasets support an inverse relationship between the two genes. In animals lacking PRG-1, *sid-1* RNA levels increased and *sid-1* 22G RNAs decreased (Lee et al., 2012; Figure 5F), but both *sdg-1* RNA and *sdg-2* RNA levels decreased along with an increase in 22G RNAs (Suen et al., 2020; Wahba et al., 2021; Shen et al., 2018; Goh et al., 2014; Lee et al., 2012; Batista et al., 2008; Figure 5F). This inverse relationship between *sid-1* and *sdg-1* RNA regulation is also observed when many components of germ granules are mutated as indicated by changes in 22G RNA upon loss of the embryonic P granule components MEG-3/-4 (Dodson and Kennedy, 2019; Figure 5F), the PRG-1 interactor DEPS-1 (Suen et al., 2020; Figure 5F), or the Z granule component ZSP-1 (Wan et al., 2021; Figure 5F; also known as PID-2, Placentino et al., 2021).

In addition to the above studies, pioneering studies that used microarrays identified *sdg-1* as upregulated in animals lacking the germ granule component DEPS-1 (Spike et al., 2008; Figure 5F) and in animals lacking the dsRNA-binding protein RDE-4 (Figure 5F; second-most upregulated in Welker et al., 2007), which recruits dsRNA imported through SID-1 and other intracellular dsRNA for processing and eventual gene silencing. Animals that lack RDE-4 show a ~47.5-fold increase in *sdg-1* RNA (Welker et al., 2007). A reduction in RDE-4 activity could also contribute to the ~11.6-fold increase in *sdg-1* RNA seen in *deps-1(-)* animals because these animals also show a ~3.2-fold decrease in *rde-4* RNA (one of 13 downregulated genes in Spike et al., 2008). These observations support the idea that appropriate regulation of *sdg-1* RNA requires both piRNA-mediated processes that act via germ granule components such as DEPS-1 and dsRNA-mediated processes that use SID-1 and RDE-4.

In summary, the levels of *sdg-1* RNA are detectably regulated by the dsRNA-selective importer SID-1, the dsRNA-binding protein RDE-4, and the piRNA-binding Argonaute PRG-1. Presence of dsRNA-mediated regulation or loss of piRNA-mediated regulation enhances MUT-16-dependent production of secondary small RNAs that bind the secondary Argonaute HRDE-1/WAGO-9. Consistent with downregulation of these *sid-1*-dependent transcripts by SID-1, disruption of many components of germ granules results in opposite effects on these transcripts and *sid-1* RNA. Intriguingly, a search of protein interaction studies revealed that the SDG-1 protein is among the interactors of two germ granule components: PID-2 by immunoprecipitation (Placentino et al., 2021; also known as ZSP-1, Wan et al., 2021) and DEPS-1 by proximity labeling (Price et al., 2021). This interaction raises the possibility that the *sdg-1* gene is not only regulated by germ granule components, but also that its protein product associates with one or more components of germ granules.

### Regulation of *sdg-1* RNA is susceptible to epigenetic changes that last for many generations

Given these observations on the regulation of *sdg-1* and the potential for the SDG-1 protein to be a regulator of RNA silencing, we focus here on the analysis of this gene. The *sdg-1* gene is located within a retrotransposon (Figure 6—figure supplement 1A) that is within a duplicated ~40 kb region and has two recognizable paralogs (Figure 6—figure supplement 1B). However, there are no detectable SDG-1 homologs in species other than *C. elegans*, suggesting that it is a recently evolved gene. 

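In WBcel235, *F07B7.2* (*sdg-1*) spans 1745 bp of the + strand of chromosome V and is annotated as protein-coding. The next gene, *F07B7.1*, lies from 8872277 to 8873535 on the same strand. The paralog *ZK262.8* is on chromosome V from 18438381 to 18440195 and *C03A7.2* is on chromosome V from 5181912 to 5183717, both on the + strand. *ZK262.8* had between 2 and 19 reads per library in the deletion set and between 0 and 16 in the nonsense and revertant set. *C03A7.2* had between 0 and 4 reads in the deletion set and between 2 and 9 in the nonsense and revertant set. In the previously generated alleles, *ZK262.8* had 0 reads in every library, and *C03A7.2* had between 17 and 46, about as many as *F07B7.2* with between 26 and 70. In the deletion set, *F07B7.2* had between 82 and 109 reads in the wild-type libraries and between 937 and 1432 in *sid-1(jam113[deletion])*. The authors' quantification could divide reads that fit several of these sequences among them.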

Potentially because of this lack of conservation, AlphaFold is unable to predict a confident structure for SDG-1 (CELE_F07B7.2 on the Database; Varadi et al., 2022). To facilitate analysis of SDG-1 expression, we tagged both loci that encode SDG-1 with *mCherry* coding sequences lacking piRNA-binding sites (*mCherry∆pi*; Zhang et al., 2018; Devanapally et al., 2021; Figure 6—figure supplement 1C and D). This tagging resulted in the expression of *sdg-1::mCherry∆pi* mRNA being ~16-fold higher than *sdg-1* mRNA (Figure 6—figure supplement 1E), potentially because of the reduction in the overall density of piRNA-binding sites per transcript, the additional introns included in *mCherry∆pi* (based on Okkema et al., 1993 and Crane et al., 2019), and/or other unknown factors. Fluorescence from SDG-1::mCherry was observed in the germline of adult animals (Figure 6A). However, animals showed variation in SDG-1::mCherry expression between their two gonad arms (Figure 6A, *middle* shows bright anterior [20% of animals] and *right* shows bright posterior [6% of animals]). A contributing feature for the observed stochasticity could be the location of *sdg-1* within a duplicated region (Figure 6—figure supplement 1A), as suggested by similar stochastic RNA silencing of multi-copy transgenes but not single-copy transgenes (Le et al., 2016). Despite this variation, unbiased passaging of self-progeny for more than 18 generations continuously preserved SDG-1::mCherry expression in an otherwise wild-type background (Figure 6B). In contrast, mating, which can perturb RNA regulation within the germline in cross progeny (Devanapally et al., 2021), caused dramatic changes in *sdg-1* expression that persisted in descendants (Figure 6C). Mating animals that express SDG-1::mCherry with wild-type animals resulted in heritable changes along lineages that express *sdg-1::mCherry∆pi* mRNA or that express *sdg-1* mRNA (Figure 6C and Figure 6—figure supplement 2A). This discovery of mating-induced perturbation in gene expression raises caution in interpreting past studies (summarized in Figure 5F) where changes in multiple independent isolates were not examined. Nevertheless, when we used genetic crosses to determine the impact of mutations on *sdg-1* expression, we observed reduced SDG-1::mCherry fluorescence in mutants predicted to have reduced levels of intracellular dsRNA (Figure 6D, *sid-2(-)*, *sid-5(-)*) or reduced processing of intracellular dsRNA (Figure 6D, *eri-1(-)*). In contrast, we observed an increase in SDG-1::mCherry fluorescence in animals lacking MUT-16 (Figure 6D). Finally, animals lacking RME-2, which lack the ability to import many maternal factors (e.g. lipids, proteins, RNAs, etc.), also showed an increase in SDG-1::mCherry fluorescence (Figure 6D).

**Figure 6.**
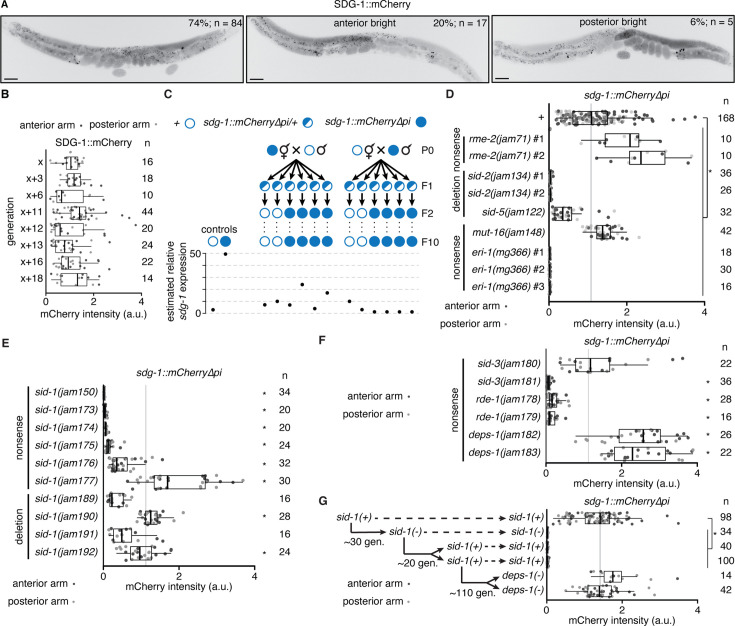
The *sdg-1* gene is prone to stochastic changes in gene expression that can become heritable. (**A**) Representative images showing fluorescence of SDG-1::mCherry (black) in a wild-type background. While most animals showed symmetric expression in the germline (*left*), animals with >two-fold difference in fluorescence between both gonad arms (bright anterior, *middle* and bright posterior, *right*) were also observed. Punctate fluorescence in the intestine likely represents autofluorescence. Scale bar, 50 μm. (**B**) Quantification of SDG-1::mCherry fluorescence intensity (arbitrary units, a.u.) in adult gonad arms (anterior arm, dark grey; posterior arm, light grey) of *sdg-1(jam137[mCherry∆pi])* animals starting in one generation (**x**) and continuing in successive generations as indicated. Numbers of gonad arms quantified (**n**) is indicated. Expression in one generation was not significantly different when compared to that in the previous tested generation using Mann-Whitney U test for two-sided comparisons and Bonferroni correction. (**C**) Lineages and estimated relative *sdg-1* expression 10 generations after mating wild-type (open circle) males with *sdg-1::mCherry∆pi* (filled circle) hermaphrodites and vice versa, and isolating *sdg-1(+)* or *sdg-1::mCherry* animals from F1 heterozygotes (half-filled circle). Expression of *sdg-1* in the F10 generation was measured by RT-qPCR of *sdg-1* mRNA purified from pooled wild-type animals of mixed stages or by quantification of SDG-1::mCherry fluorescence in gonad arms of adult *sdg-1::mCherry∆pi* animals. Relative levels of *sdg-1* mRNA and SDG-1::mCherry fluorescence intensity were converted to units of estimated relative *sdg-1* expression (see Materials and methods) for comparison. See Figure 6—figure supplement 2A for raw data. (**D–F**) Fluorescence intensity measurements (quantified as in **B**) in adult animals with *sdg-1::mCherry∆pi* (*+*) and additionally with mutations in genes introduced through genetic crosses (in regulators of dsRNA import *rme-2*, *sid-2* or *sid-5*, or in regulators of RNA silencing *mut-16* or *eri-1*) or through genome editing (in regulators of dsRNA import *sid-1* or *sid-3*, or in regulators of RNA silencing *rde-1* or *deps-1*). Asterisks indicate p<0.05 with Bonferroni correction using Mann-Whitney U test for two-sided comparisons between animals with *sdg-1::mCherry∆pi* (*+*) and animals with additional mutations. Nonsense mutations (nonsense) or deletion utations (deletion) introduced through genetic crosses (isolate numbers #1, #2, etc. in **D**) or genome editing (different alleles in **E** and **F**) and numbers of gonad arms (**n**) quantified for each isolate are indicated. Mutations in genes required for dsRNA import or subsequent silencing resulted in fewer animals with asymmetric fluorescence between gonad arms (a combined proportion of 21/197 for *sid-1*, *sid-3*, *rde-1* and *deps-1* mutants versus 22/84 for wild type, p=0.0009 using two-tailed test with Wilson’s estimates for single proportions). Animals with at least one gonad arm brighter than the dimmest wild-type gonad arm in (**A**) and with asymmetric gonad arms were found in different genotypes (anterior bright: *sid-1(-*) – 5/122, *sid-3(-*) – 1/29, *rde-1(-*) – 2/22, *deps-1(-*) – 4/24, and posterior bright: *sid-1(-*) – 6/122, *rde-1(-*) – 2/22, *deps-1(-*) – 1/24). (**G**) Fluorescence intensity measurements as in (**B**) of animals with *sdg-1::mCherry∆pi* that show loss of fluorescence when a nonsense mutation is introduced in *sid-1* using genome editing ~30 generations (gen.) later remain changed despite reversion of *sid-1* nonsense mutation to wild-type sequence after ~20 additional generations. Subsequent mutation of *deps-1* after another ~110 generations restored SDG-1::mCherry fluorescence to wild-type levels. Also see Figure 6—figure supplements 1 and 2.

**Figure 6—figure supplement 1.**
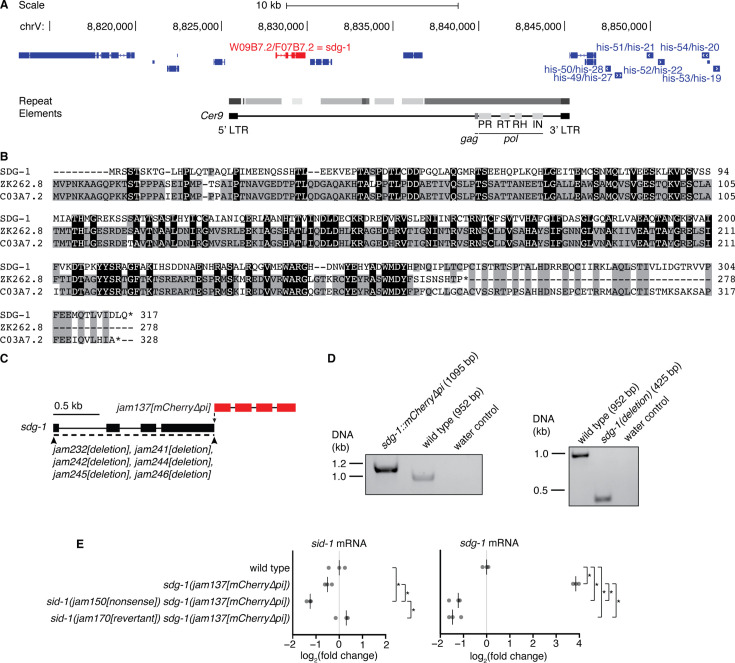
The *sid-1*-dependent gene *sdg-1* is expressed from two identical loci (*W09B7.2/F07B7.2*) and loss of its expression in *sid-1(nonsense*) animals fails to recover in *sid-1(revertant*) animals. (**A**) Schematic adapted from UCSC Genome Browser (Perez et al., 2025) depicting *W09B7.2/F07B7.2* (red) located within a repeated ~40 kb locus on chromosome V (8813207–8854700 depicted; duplicate locus at 8855302–8896495) that includes many histone genes (dark blue; duplicate genes also depicted). *W09B7.2/F07B7.2* are located within full-length *Cer9* retrotransposons with repeated regions in grey (darker color indicates fewer repeat element-associated mismatches/insertions/deletions). Loci encoding *gag* and *pol* elements (PR: protease, RT: reverse transcriptase, RH: RNaseH, IN: integrase) within *Cer9* are depicted. (**B**) Alignment of the SDG-1 protein sequence encoded by *W09B7.2/F07B7.2* and the paralogs ZK262.8 and C03A7.2 with conserved residues between two (grey) or three (black) proteins highlighted. (**C**) Schematic depicting insertion of *mCherry* sequence that lacks piRNA binding sites (Zhang et al., 2018; Devanapally et al., 2021) at the 3’ end of *sdg-1*(*jam137[mCherry∆pi])*, as well as deletion of the *sdg-1* coding sequence (*jam232*, *jam241*, *jam242, jam244, jam245,* and *jam246*). (**D**) Genotyping gels showing insertion of *mCherry∆pi* sequences (1095 bp) (*left*) or deletion of *sdg-1* coding sequences (425 bp) (*right*) at both loci of *sdg-1*. Absence of wild-type bands in either case confirm genome editing of both copies. (**E**) Levels of spliced *sid-1* (*left*) and *sdg-1* (*right*) transcripts in wild-type animals and *sdg-1(jam137[mCherry∆pi])* animals with a wild-type (*+*), *sid-1(jam150[nonsense])* or *sid-1(jam169[revertant])* background measured using RT-qPCR. The median of three technical replicates is plotted for each of three biological replicates (bar indicates median). Asterisks indicate p<0.05 with Bonferroni correction using two-tailed Student’s t-test. Figure 6—figure supplement 1—source data 1.Labelled uncropped images for Figure 6—figure supplement 1D.Raw images are available at https://doi.org/10.6084/m9.figshare.25036142.v1.

**Figure 6—figure supplement 2.**
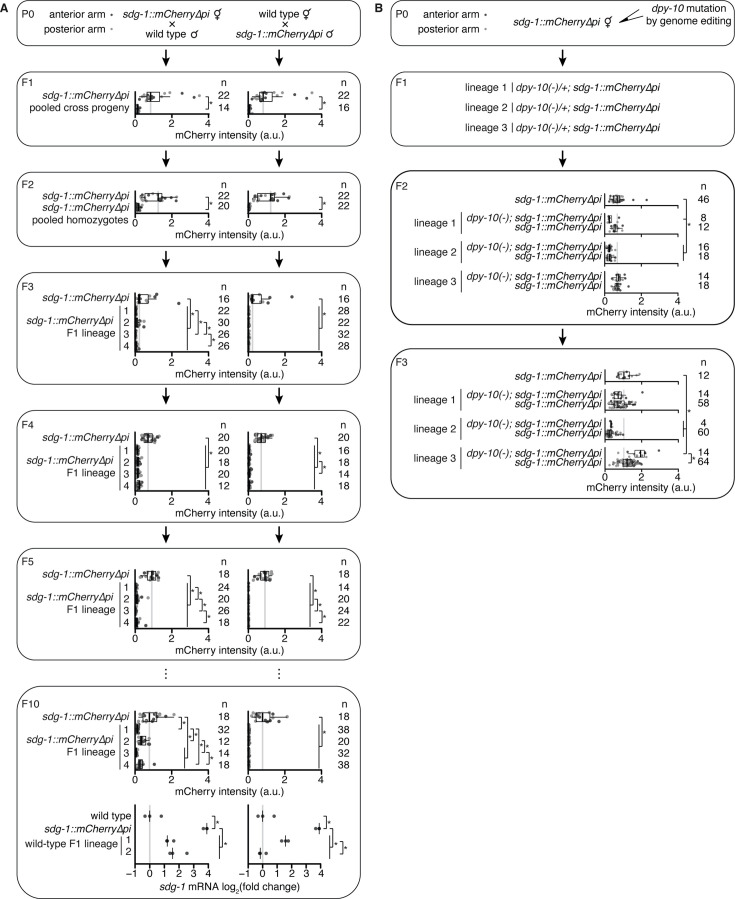
Mating but not genome editing can initiate distinct heritable changes in *sdg-1* expression. (**A**) (P0 to F10, *top*) Quantification of SDG-1::mCherry fluorescence intensity (a.u.) in adult gonad arms (anterior arm, dark grey; posterior arm, light grey) across generations after mating hermaphrodite and male *sdg-1(jam137[mCherry∆pi])* animals with male and hermaphrodite wild-type animals, respectively. The generations assayed and numbers of gonad arms quantified (**n**) are indicated. In F1 and F2, fluorescence intensity values of animals with lineages that were not propagated to F10 but were heterozygous or homozygous *sdg-1(jam137[mCherry∆pi])*, respectively, were pooled with values of animals with lineages that were propagated to F10. In F3 to F10, *top*, animals from four different F1 lineages were scored. Fluorescence intensity of animals descending from the self-progeny of P0 *sdg-1(jam137[mCherry∆pi])* animals was measured in each generation and is depicted, with the same data plotted for each mating direction for comparison. Asterisk indicates p<0.05 with Bonferroni correction using Mann-Whitney U test for two-sided comparisons. (F10, *bottom*) Levels of spliced *sdg-1* mRNA transcripts in wild-type animals, *sdg-1(jam137[mCherry∆pi])* animals and two lineages of wild-type F10 progeny from each cross direction, measured using RT-qPCR. The median of three technical replicates is plotted for each of three biological replicates (bar indicates median). Asterisks indicate p<0.05 with Bonferroni correction using two-tailed Student’s t-test. (**B**) (P0 and F1) Schematic illustrating mutation of *dpy-10* in three P0 lineages of *sdg-1(jam137[mCherry∆pi])* animals and subsequent segregation of the *dpy-10* mutation. (F2 and F3) Both *dpy-10(-)* and *dpy-10(+)* F2 and F3 animals from each of the three P0 lineages were imaged and SDG-1::mCherry intensity was quantified (a.u.) in adult gonad arms (anterior arm, dark grey; posterior arm, light grey). Minor differences in SDG-1::mCherry expression were observed between mutants and nonmutants in some cases, as well as between lineages. The numbers of gonad arms quantified (n) are depicted. Asterisks indicates p<0.05 with Bonferroni correction using Mann-Whitney U test for two-sided comparisons.

To avoid mating-induced perturbations of RNA regulation within the germline, we used Cas9-mediated genome editing to introduce mutations into animals that express SDG-1::mCherry in an otherwise wild-type background. Use of this approach to mutate a control gene with no known roles in RNA regulation within the germline resulted in similar levels of SDG-1::mCherry fluorescence in multiple isolates of animals with and without the mutation (Figure 6—figure supplement 2B). In contrast, mutating *sid-1* using Cas9-mediated genome editing caused a range of expression levels in different isolates when compared with *sid-1(+)* animals (Figure 6E - 6 isolates lower, 2 isolates comparable, and 1 isolate higher), which differs from the increase in *sdg-1* mRNA observed upon SID-1 loss in the single isolate examined earlier (Figure 5). Mutating *sid-3* also lowered the levels of SDG-1::mCherry in one isolate, but caused no detectable change in another (Figure 6F). While both isolates with loss of RDE-1 showed lower levels of SDG-1::mCherry, both isolates with loss of the germ granule component DEPS-1 showed higher levels of SDG-1::mCherry (Figure 6F). These experiments also reveal that in most isolates of animals expected to have reduced levels of intracellular dsRNA (*sid-3(-)*, *sid-1(-)*) or reduced processing of intracellular dsRNA (*rde-1(-)*), SDG-1::mCherry fluorescence is reduced. In contrast, isolates lacking DEPS-1 showed increased expression of SDG-1::mCherry.

Collectively, the observations on SDG-1 expression using mutants suggest that the uptake and processing of intracellular dsRNA (influenced by SID-1, SID-2, SID-3, SID-5, RDE-1, and ERI-1) and the function of germ granules (influenced by MUT-16 and DEPS-1) are both necessary to maintain intermediate levels of SDG-1 expression across generations. Once the levels of SDG-1::mCherry were reduced upon loss of SID-1, downregulation persisted across generations even after restoration of wild-type SID-1 (Figure 6G), just as the upregulation of untagged *sdg-1* mRNA also persisted (Figure 5). Despite >100 generations of such persistent silencing, the expression of SDG-1::mCherry could be restored by mutating *deps-1* (Figure 6G), implicating small RNA-based regulation and germ granules in the maintenance of the new epigenetic states established upon loss of SID-1.

### SID-1-dependent genes, including SDG-1, could alter RNA-mediated regulation in the germline

Since SDG-1 interacts with regulators of RNA silencing (ZSP-1/PID-2, Placentino et al., 2021) and DEPS-1 (Price et al., 2021), loss of SID-1 could both block the entry of extracellular dsRNA into the cytosol and change intracellular RNA regulation through SID-1-dependent genes such as *sdg-1*. In support of this possibility, intracellular delivery of dsRNA through injection into the syncytial germline of *sid-1(-)* animals showed a weak defect in silencing (Figure 2D in Marré et al., 2016 and Figure 1 in Wang and Hunter, 2017). To examine if changes in the levels of SDG-1 alone could account for such a defect in silencing by intracellular dsRNA in the germline, we exposed independently-generated *sdg-1* deletion animals and animals that overexpress *sdg-1* (i.e. with *sdg-1::mCherry∆pi)* to dsRNA matching the germline gene *pos-1* for ~16 hr. This short exposure to *pos-1*-dsRNA caused intermediate levels of silencing in wild-type animals and comparable intermediate silencing in *sdg-1* mutant and *sdg-1* overexpressing animals (Figure 7A), suggesting that changes in *sdg-1* levels alone are not sufficient to cause a defect in silencing by dsRNA that is detectable using this assay. Alternatively, the previously described defect in silencing by intracellular dsRNA in *sid-1(-)* animals (Marré et al., 2016; Wang and Hunter, 2017) could be through the promotion of competing piRNA-mediated gene regulation in the absence of SID-1. This notion that dsRNA-mediated and piRNA-mediated gene regulation compete in the germline is supported by a study that demonstrated that loss of PRG-1 enhances heritable RNA silencing by dsRNA (Shukla et al., 2021). To test if loss of SID-1 or a *sid-1*-dependent gene enhances piRNA-mediated silencing, we used an experimental system which initiates piRNA-mediated silencing of the two-gene operon described in Figure 2 through mating, independent of externally provided dsRNA (Devanapally et al., 2021). We found that *sid-1(-)* animals exhibited enhanced mating-induced silencing (Figure 7B*, top right*:~50% off in *sid-1(+*) vs 100% off in *sid-1(qt9[nonsense])*), while animals lacking *sdg-1* showed a small reduction in mating-induced silencing that was not statistically significant (Figure 7B*, bottom right*, ~40% off in *sdg-1(+)* vs ~30% off in *sdg-1(jam232[deletion])*). Taken together, these results support the model that loss of SID-1 weakly inhibits silencing by intracellular dsRNA (Marré et al., 2016; Wang and Hunter, 2017) but enhances silencing by piRNAs within the germline.

**Figure 7.**
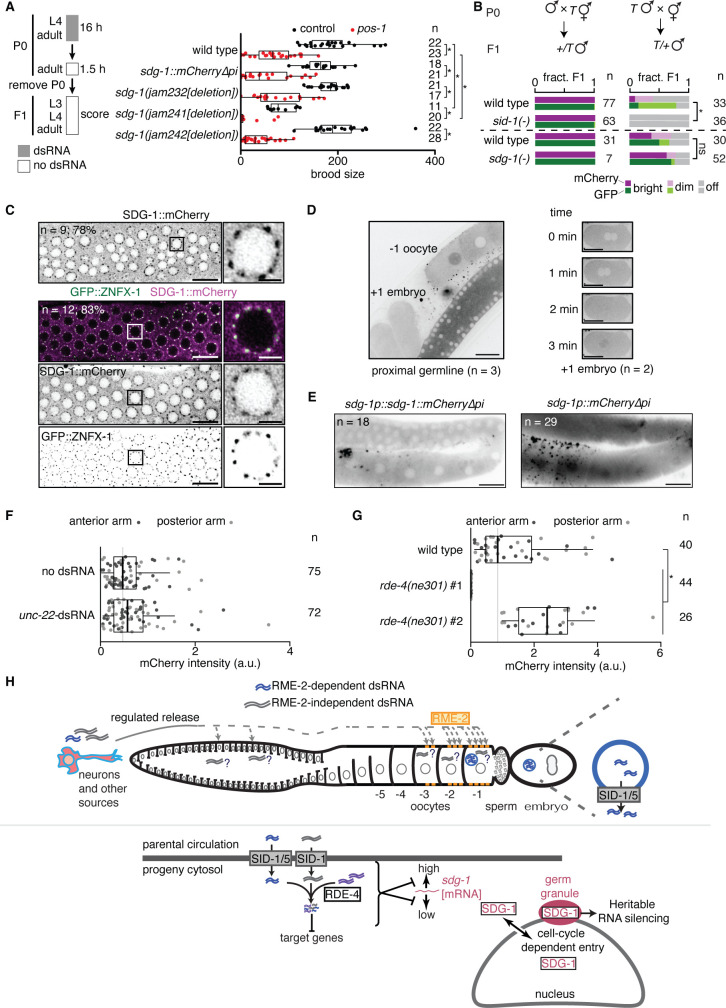
SID-1 modifies RNA regulation within the germline, potentially through *sdg-1* and other *sid-1*-dependent genes. (**A**) (*left*) Schematic of assay for sensitive detection of *pos-1* silencing by ingested dsRNA. (*right*) Numbers of developed progeny (> 3rd larval stage) laid by wild-type animals, animals with a deletion (∆) in *sdg-1* (*jam232*, *jam241*, *jam242*) or animals with overexpression (*sdg-1::mCherry∆pi*) of *sdg-1* exposed to *pos-1* dsRNA (red) or control dsRNA (black) for 16 hr are plotted. Asterisks indicate p<0.05 using Mann-Whitney U test for two-sided comparisons with Bonferroni correction. (**B**) Cross progeny males that inherited the *mex-5p::mCherry::h2b::gfp::h2b* transgene (*T*; Devanapally et al., 2021; also used in Figure 2) from maternal (*left*) or paternal (*right*) parents, both of wild-type, *sid-1(-*), or *sdg-1(-*) background, were scored for expression of mCherry and GFP (bright, dim, off). Wild-type data for top set (n=77 and n=33) are replotted from Devanapally et al., 2021 for comparison. Dashed line separates independent experiments. Asterisk indicates p<0.05 with Bonferroni correction using χ^2^ test; n.s. indicates not significant. (**C**) Representative AiryScan images of the distal germline (*left*; scale bar, 10 µm) or single germline nuclei (*right*; scale bar, 2 µm) showing SDG-1::mCherry alone (*top*) or with GFP::ZNFX-1 (*bottom*, merge and single channel images). The number of animals imaged (**n**) and the percentage that show enrichment of SDG-1::mCherry in perinuclear foci are indicated. Sites of SDG-1::mCherry enrichment coincide with GFP::ZNFX-1 localization. Boxes in left mark the nuclei shown in right. (**D**) Representative images showing entry of SDG-1::mCherry into the nucleus in –1 oocytes (*left*) and upon pronuclear fusion in early embryos during the time course indicated (*right*). Numbers of germlines and embryos imaged are indicated. Scale bars, 20 µm. Also see Videos 1–4. (**E**) Representative image of the hermaphrodite germline in animals with a translational (*left*) or transcriptional (*right*) reporter of *sdg-1*. Scale bar, 20 µm. Apparent extracellular punctae of SDG-1::mCherry and mCherry surrounding the proximal germline requires further study, but could be non-specific because similar localization is observed in animals with other promoters driving mCherry expression, but not GFP expression, in the germline (data not shown). The numbers of animals with the depicted fluorescence pattern are indicated. (**F and G**) Response of the transcriptional *sdg-1* reporter (*sdg-1p::mCherry∆pi[sdg-1(∆)]::sdg-1 3' UTR*) to the addition of *unc-22*-dsRNA (**F**) or loss of *rde-4* (**G**). Quantification and asterisk are as in Figure 6. (**H**) Models for dsRNA import into the germline (*top*) and subsequent RNA-mediated regulation of *sdg-1 (bottom*). See text for details.

RNA regulation within the germline using piRNAs relies on phase-separated granules (reviewed in Dodson and Kennedy, 2020). To determine if the previous identification of SDG-1 as a putative interactor of the Z-granule component PID-2 (Placentino et al., 2021)/ZSP-1 (Wan et al., 2021) and potentially of the P-granule-adjacent protein DEPS-1 (Price et al., 2021) could be seen as colocalization with Z-granules in vivo, we examined the localization of SDG-1::mCherry within the cytoplasm at high resolution using AiryScan imaging (Huff et al., 2017). SDG-1::mCherry was enriched in perinuclear foci in many animals (Figure 7C, *top*; 7 of 9 animals) and these sites of enrichment overlapped with the Z-granule marker GFP::ZNFX-1 (Ishidate et al., 2018; Wan et al., 2018; Figure 7C, *bottom*; 100% colocalized in 10 of 12 animals with enrichment). However, given the resolution of our imaging, we cannot distinguish between a specific interaction with one of the many Z granule components (Zhao et al., 2024) and an interaction with components of the many other nearby perinuclear granules that continue to be reported (Huang et al., 2024). Therefore, we conservatively conclude that SDG-1::mCherry colocalizes with perinuclear germ granules. Time-course imaging revealed re-localization of SDG-1::mCherry into the nucleus from the cytoplasm in the –1 oocyte, which will be the first to be fertilized (Figure 7D, *left* and Video 1), along with subsequent exclusion from the nucleus before the maternal and paternal pronuclei meet (Figure 7D, *right* and Video 2). Such dynamic entry into the nucleus followed by exclusion from the nucleus also occurred during early cell divisions in the developing embryo (Videos 3 and 4). The timing of nuclear entry of SDG-1::mCherry coincides with the nuclear envelope breakdown events that occur during fertilization and early development (Huelgas-Morales and Greenstein, 2018). The *sdg-1* coding sequence was required for regulated nuclear entry because deletion of the *sdg-1* open reading frame in *sdg-1::mCherry∆pi* animals resulted in mCherry expression throughout the germline in both the cytoplasm and nuclei (Figure 7E). Nuclear localization of the SDG-1 protein in the –1 oocyte is like that of the essential Argonaute CSR-1b (Charlesworth et al., 2021), thought to play a role in protecting transcripts from silencing. Exposure to ingested dsRNA did not alter the expression of *sdg-1p::mCherry∆pi[sdg-1(∆)]::sdg-1 3' UTR* (Figure 7F) but loss of *rde-4* perturbed expression such that one isolate showed loss of expression while the other showed enhanced expression (Figure 7G). These results suggest that while the *sdg-1* open reading frame is required for exclusion from germline nuclei, it is not required for the response of the *sdg-1* gene to changes in intracellular dsRNA. Together, these observations on the levels and localizations of SDG-1 raise the possibility that this protein is actively regulated by extracellular and intracellular dsRNA with a role in heritable RNA silencing, potentially with perinuclear germ granules, and additional cell-cycle coupled roles during early development, potentially through nucleocytoplasmic shuttling.

**Video 1.** Animals expressing SDG-1::mCherry (black) showing nuclear localization in –1 oocytes, but cytoplasmic localization in other oocytes and in the distal germline.

**Video 2.** Animals expressing SDG-1::mCherry (black) showing dynamic entry of SDG-1::mCherry into the nucleus in a zygote in utero after the maternal and paternal pronuclei meet.

**Video 3.** Animals expressing SDG-1::mCherry (black) showing nuclear localization in –1 oocytes and in an early-staged embryo in utero during cell divisions.

**Video 4.** Animals expressing SDG-1::mCherry (black) showing nuclear localization in oocytes during fertilization and in embryos in utero during cell divisions.

## Discussion

Our analyses suggest a model for the impact of dsRNA from parental circulation on descendants (Figure 7H). Extracellular dsRNA can accumulate in parental circulation through regulated secretion from neurons (e.g. oxidative damage promotes accumulation) and potentially other tissues. Uptake into the germline is RME-2-dependent for some forms of dsRNA (blue in Figure 7H), but RME-2-independent for other forms of dsRNA (grey in Figure 7H). While all forms of dsRNA require SID-1 for the entry of dsRNA into the cytosol in progeny, RME-2-dependent dsRNA also require SID-5. Such dsRNA from parental circulation along with other intracellular dsRNA are processed with the help of the dsRNA-binding protein RDE-4 in progeny (Figure 7H, *bottom*). This processing of dsRNA regulates the SID-1-dependent gene *sdg-1* by reducing variation between animals in the levels of *sdg-1* mRNA, although the dsRNA sequences likely need not match *sdg-1* because no such dsRNA was reported in the published dsRNAome (Whipple et al., 2015) and because this regulation can occur in the absence of the *sdg-1* open reading frame. The *sdg-1* gene is located within a retrotransposon that is also targeted by heritable RNA silencing, but the SDG-1 protein is enriched near perinuclear germ granules (observed using the Z granule component ZNFX-1), which are required for heritable RNA silencing. Consistent with the SDG-1 protein promoting heritable RNA silencing, the *sdg-1::mCherry∆pi* gene is highly susceptible to mating-induced silencing, potentially owing to the ~16-fold higher levels of SDG-1::mCherry compared with that of SDG-1 in wild-type animals. In agreement with this proposal, SID-1 limits heritable RNA silencing because loss of SID-1 enhances mating-induced silencing (Figure 7B, *top*). Since the *sdg-1* gene is located within a retrotransposon that is targeted by heritable RNA silencing, this mechanism for regulating the regulators of heritable RNA silencing such as SDG-1 (and potentially other SDGs) reveals a strategy for tuning an autoregulatory loop for heritable RNA silencing by using competing dsRNA processing. Intriguingly, SDG-1 becomes enriched within nuclei upon nuclear envelope breakdown during fertilization and during early cell divisions in embryos (Figure 7H, bottom right) with active exclusion from nuclei after each reformation of the nuclear envelope, suggestive of additional roles for this retrotransposon-encoded protein.

### Import of extracellular dsRNA

The temporal and/or spatial preferences observed for silencing by both ingested dsRNA (Figure 1) and neuronal dsRNA (Figure 2) could be because of unknown characteristics of the exported neuronal dsRNA or ingested dsRNA expressed from bacteria (e.g. modifications, lengths, structures, etc.) that influence import or subsequent silencing. This hypothesis is supported by the different genetic requirements reported for silencing by neuronal *gfp*-dsRNA compared to other sources of *gfp*-dsRNA (Ravikumar et al., 2019). Alternatively, these preferences could reflect universal constraints for silencing using any extracellular dsRNA (e.g. expression patterns of factors that promote the import or processing of dsRNA). Furthermore, for both neuronal and ingested dsRNA it is unknown if additional extracellular molecules impact the uptake of dsRNA into cells. Regardless of the presence of such unknown molecules that could be released from neurons to a different degree upon oxidative damage, the gene regulatory effects of the released neuronal dsRNA provide convenient readouts that can be analyzed to understand neuronal damage and its consequences in animals. Pathologies of the central nervous system in humans, including cancer, stroke, multiple sclerosis, neurodegenerative disease, and brain injury, have been associated with extracellular RNAs detected in circulation (reviewed in Tielking et al., 2019), although their origins and regulatory consequences, if any, remain unknown. While the physiological conditions that promote secretion of dsRNA from *C. elegans* neurons are not known, the discovery that oxidative damage of neurons can enhance the secretion of dsRNA suggests that disruption of cell structures by oxidative damage (e.g. membrane integrity) or initiation of cellular processes that repair oxidative damage (e.g. through ejection of damaged macromolecules; Melentijevic et al., 2017) also promote the release of dsRNA.

The trafficking of extracellular dsRNA from parent to progeny has spatial specificity, as evidenced by more silencing within the proximal germline (Figure 2), temporal specificity, as evidenced by the need for dsRNA beyond the fourth larval stage (Marré et al., 2016; Wang and Hunter, 2017; Figure 1), and substrate specificity, as evidenced by the differential requirements for 50 bp dsRNA with 5’ OH versus a mix of longer dsRNAs with 5’ triphosphates (Figure 3). The observed difference in the extent of silencing by these dsRNAs delivered into parental circulation cannot be attributed to differential engagement of the nuclear Argonautes HRDE-1 and NRDE-3 in progeny (Figure 3—figure supplement 2), but rather could be the result of differences in the ability of each type of dsRNA to bind to upstream factors in the RNA interference pathway (e.g. RDE-4), differences in the stability of each type of dsRNA, and/or differences in the intergenerational transport of each type of dsRNA. Drivers of temporal specificity during development include changes in the uptake of dsRNA into the intestine, distribution of dsRNA to other tissues from the intestine, import of dsRNA into the germline, and availability of RNA silencing factors within the germline. Proteins mediating dsRNA transport or subsequent silencing also differ in their availability during development and in their affinities for different substrates. For example, SID-1 was not detectable in the developing larval germline but was detected in the adult germline (Figure 4) and has an extracellular domain that binds dsRNA (Li et al., 2015) but could prefer dsRNA molecules with 5’ phosphates and/or long dsRNA. Another consideration for substrate specificity is the composition of ‘mixed dsRNAs’ generated through in vitro transcription versus defined short dsRNAs. In addition to a variety of lengths, mixed dsRNAs could also include a variety of undefined secondary structures. Such structures could recruit or titrate away RNA-binding proteins in addition to the dsRNA structures engaging the canonical RNAi pathway, resulting in mixed mechanisms of silencing. Additionally, although the selectivity uncovered here could apply to all dsRNA delivered into the extracellular space of *C. elegans* from any source (see Table 1 for constraints on intergenerational dsRNA transport), the chemistry of the delivered dsRNA could be modified by yet unidentified enzymes in vivo to overcome these requirements. Tracking labeled dsRNA with diverse chemistries from parental circulation to progeny could allow correlation of differences observed in progeny silencing to differences in intergenerational trafficking.

### Physiological role(s) of SID-1

The germline is a major site of dsRNA import in *C. elegans* as evidenced by three key observations: the expression of SID-1 in the germline (Figure 4), heritable misregulation of germline genes in *sid-1(-)* animals (Figures 5 and 6), and accumulation of fluorescently labeled dsRNA from the extracellular space in the germline (Marré et al., 2016; Wang and Hunter, 2017). As a result, *sid-1(-)* animals could have a defect in the germline that is detectable only under conditions that promote dsRNA transport (e.g. oxidative damage). Multiple physiological defects in the germline and soma of *sid-1(-)* animals have been reported but have not been widely reproduced, have only been characterized within single generations, or have not been attributed to any specific *sid-1*-dependent gene(s). These include defects in animals with some misfolded proteins in the endoplasmic reticulum (Long et al., 2014), in animals exiting the dauer stage (Ow et al., 2018; Kadekar and Roy, 2019), in animals exposed to pathogenic *P. aeruginosa* (Palominos et al., 2017; Moore et al., 2019; Kaletsky et al., 2020), in animals exposed to an odorant (Posner et al., 2019), in intestinal cells that develop in the presence of a multi-copy transgene (Ohno and Bao, 2022), and in animals that overexpress α-synuclein (Gaeta et al., 2022). RNA-seq experiments in this study and comparisons to those of previous studies suggest that genetic background-dependent changes can obscure genuine *sid-1*-dependent changes (see Figure 4—figure supplement 1, Figure 5—figure supplement 1 and *Technical comments* in Materials and methods), raising caution in the interpretation of putative *sid-1*-dependent defects. Comparing multiple *sid-1* mutants generated using genome editing with animals in which the mutated sequence has been reverted to wild-type sequence in the same genetic background could provide a firmer basis for the identification of additional *sid-1*-dependent processes while avoiding the potential for mating-induced changes in gene regulation (Devanapally et al., 2021) that can result when genetic crosses are used instead of genome editing.

### Retrotransposon-encoded protein regulators

Genes expressed within the germline are likely regulated by positive feedback loops that are required to continually produce factors for maintaining germline immortality and for preserving form and function across generations (Jose, 2020; Chey and Jose, 2022). Thus, germline genes could be particularly vulnerable to heritable epigenetic changes, where deviations in the expression levels of a gene that is regulated by or is part of such feedback loops has the potential to become permanent in descendants. Prior data on *sdg-1* mRNA (Figure 5F) and the SDG-1 protein (Placentino et al., 2021; Price et al., 2021) suggested the hypothesis that reduction of *sdg-1* RNA via SID-1 alters the amount of SDG-1 protein, which could interact with components of germ granules to mediate RNA regulation within the germline of wild-type animals. Our analysis of *sdg-1* expression suggests that it is part of a regulatory architecture that is susceptible to heritable epigenetic changes through the perturbation of RNA regulation (Figures 5—7). Such architectures within the germline could be exploited by ‘selfish’ genetic elements such as retrotransposons to persist across evolution if one of these elements also include genes encoding a regulator. In support of a wider use of such a strategy, a paralog of SDG-1, ZK262.8 (Figure 6—figure supplement 1B), is also encoded by a gene located within a retrotransposon and its loss along with that of the miRNA-associated Argonaute ALG-2 was reported to be synthetic lethal (Tops et al., 2006).

### Buffering of heritable epigenetic change by extracellular dsRNA

Loss of SID-1 weakly inhibits silencing by intracellular dsRNA (Marré et al., 2016; Wang and Hunter, 2017) but enhances the initiation of mating-induced silencing within the germline (Figure 7B). However, loss of SDG-1 alone does not account for these effects (Figure 7A and B), suggesting that additional SID-1-dependent genes could be involved. Furthermore, the ultimate consequence of SID-1 loss could be different in different isolates as exemplified by the differential changes in *cls-3* in *sid-1(jam80[nonsense])* and *sid-1(jam113[deletion])* animals (Table 2). Indeed, the levels of SDG-1 also vary in different isolates of *sid-1(-*) animals (Figure 6), suggesting that in the absence of SID-1 the *sdg-1* gene becomes prone to heritable epigenetic changes, resulting in either high or low expression states being stabilized in different isolates. Together these observations suggest that SID-1-dependent import of extracellular dsRNA could play a role in buffering against heritable epigenetic changes in the germline. Such buffering could be necessary to maintain levels of gene expression within a particular range for each regulatory context. Given the enrichment of SDG-1 protein with perinuclear germ granules (Figure 7C) and the maintenance of heritable changes in *sdg-1::mCherry∆pi* expression by a DEPS-1-dependent process (Figure 6G), buffering against changes in gene expression could involve both RNA- and protein-based regulation that tunes the function of perinuclear germ granules. We therefore speculate that one role for extracellular RNAs that enter germ cells in other systems (e.g. tRNA fragments in mammals; Sharma et al., 2016; Chen et al., 2016; Sharma et al., 2018) could be to similarly buffer against heritable changes in gene expression.

## Materials and methods

### Strains and oligonucleotides

All strains (listed in Table 3) were cultured on Nematode Growth Medium (NGM) plates seeded with 100 μl of OP50 *E. coli* at 20 °C and strains made through mating were generated using standard methods (Brenner, 1974). Oligonucleotides used are in Table 4 (for genotyping *sid-1(qt9)*: P1-P2, *ttTi5605*: P3-P5, *eri-1(mg366)*: P6-P7, *sid-1(tm2700)*: P8-P10, *hrde-1(tm1200)*: P11-P13, *nrde-3(tm1116)*: P14-P16, and *rde-4(ne301)*: P156-P157). Strains made through mating existing mutant strains and genotyping using the above primers are listed below.

**Table 3.** Strains.

Strains	Genotype
AMJ3	*sid-1(qt9) V; jamIs2[myo-3p::sid-1::gfp]*
AMJ308	*ccIs4251[myo-3p::gfp::lacZ::nls & myo-3p::mito-gfp & d py-20(+)] I; sid-1(qt9) V*
AMJ327	*ccIs4251[myo-3p::gfp::lacZ::nls & myo-3p::mito-gfp & dpy-20(+)] I; sid-1(qt9) V; jamIs2[myo-3p::sid-1 cDNA::DsRed]*
AMJ471	*jamEx140[rgef-1p::gfp-dsRNA & myo-2p::DsRed]*
AMJ477	*qtEx136[rgef-1p::unc-22-dsRNA & rgef-1p::DsRed]*
AMJ576	*jamSi12[mex-5p::sid-1::DsRed::sid-1 3’UTR]; unc-119(ed3) III; sid-1(qt9) V*
AMJ577	*hrde-1(tm1200[4 X outcrossed]) III*
AMJ581	*oxSi487[mex-5p::mCherry::h2b::gfp::h2b & Cbr-unc-119(+)] dpy-2(e8) II; unc-119(ed3) III*
AMJ592	*hrde-1(tm1200) III; jamEx140[rgef-1p::gfp-dsRNA & myo-2p::DsRed]*
AMJ602	*oxSi487[mex-5p::mCherry::h2b::gfp::h2b & Cbr-unc-119(+)] dpy-2(e8) II; unc-119(ed3) hrde-1(tm1200) III*
AMJ706	*sid-1(qt9) V; jamEx193[myo-3p::sid-1::gfp]*
AMJ819	*eri-1(mg366) gtbp-1(ax2053[gtbp-1::gfp]) IV*
AMJ837	*jamEx209[rgef-1p::PH::miniSOG & myo-2p::DsRed]*
AMJ936	*jamEx210[rgef-1p::PH::miniSOG & rgef-1p::DsRed]*
AMJ1007	*eri-1(mg366) IV; jamEx213[rgef-1p::PH::miniSOG & rgef-1p::bli-1-dsRNA & myo-2p::DsRed]*
AMJ1009	*eri-1(mg366) gtbp-1(ax2053[gtbp-1::gfp]) IV; jamEx214 [rgef-1p::PH::miniSOG & rgef-1p::gfp-dsRNA & myo-2p::DsRed]*
AMJ1019	*jamSi36[rgef-1p::PH::miniSOG & Cbr-unc-119(+)] II; unc-119(ed3) III*
AMJ1108	*eri-1(mg366) IV; sid-1(qt9) V; jamEx213[rgef-1p::PH:: miniSOG & rgef-1p::bli-1-dsRNA & myo-2p::DsRed]*
AMJ1114	*sid-1(qt9) V; jamEx213[rgef-1p::PH::miniSOG & rgef-1 p::bli-1-dsRNA & myo-2p::DsRed]*
AMJ1120	*rme-2(jam71[deletion]) IV; sid-1(qt9) V*
AMJ1123	*jamEx213[rgef-1p::PH::miniSOG & rgef-1p::bli-1-dsRNA & myo-2p::DsRed]*
AMJ1131	*rme-2(jam71[deletion]) IV*
AMJ1134	*jamEx214[rgef-1p::PH::miniSOG & rgef-1p::gfp-dsRNA & myo-2p::DsRed]*
AMJ1146	*oxSi487[Pmex-5::mCherry::h2b::gfp::h2b]; unc-119(ed9) III; rme- 2(jam71[deletion]) IV*
AMJ1204	*rme-2(jam71[del]) IV; jamEx140[Prgef-1:: gfp-dsRNA & Pmyo- 2::DsRed]*
AMJ1151	*sid-1(tm2700) V; jamEx213[rgef-1p::PH::miniSOG & rgef-1p::bli-1-dsRNA & myo-2p::DsRed]*
AMJ1153	*sid-1(tm2700)[3 X outcrossed] V*
AMJ1159	*sid-1(jam80[nonsense]) V*
AMJ1173	*eri-1(mg366) IV; sid-1(tm2700) V; jamEx213[rgef-1p ::PH::miniSOG & rgef-1p::bli-1-dsRNA & myo-2p::DsRed]*
AMJ1217	*sid-1(jam86[revertant]) V*
AMJ1220	*hrde-1(tm1200) III; gtbp-1(ax2053[gtbp-1::gfp]) IV*
AMJ1280	*sid-1(jam115[sid-1::wrmScarlet13]) V*
AMJ1281	*rme-2(jam116[rme-2::wrmScarlet13]) IV*
AMJ1282	*sid-1(jam117[sid-1::wrmScarlet]) V*
AMJ1284	*rme-2(jam119[rme-2::wrmScarlet]) IV*
AMJ1312	*sid-1(jam80[nonsense]) V; jamEx214[rgef-1p::PH ::miniSOG & rgef-1p::gfp-dsRNA & myo-2p::DsRed]*
AMJ1323	*sid-1(jam112[sid-1::tetracycline-K4-aptazyme::3’UTR]) V*
AMJ1324	*sid-1(jam113[deletion]) V*
AMJ1330	*sid-1(jam112[sid-1::tetracycline-K4-aptazyme::3’UTR]) V; qtEx136[rgef-1p::unc-22-dsRNA & rgef-1p::DsRed]*
AMJ1332	*sid-5(jam122[deletion]) X*
AMJ1350	*sid-1(jam112[sid-1::tetracycline-K4-aptazyme::3’UTR]) V; jamEx140[rgef-1p::gfp-dsRNA & myo-2p::DsRed]*
AMJ1355	*gtbp-1(ax2053[gtbp-1::gfp]) IV; sid-1(jam112[sid-1: :tetracycline-K4-aptazyme::3’UTR]) V*
AMJ1365	*hrde-1(tm1200) III; sid-1(jam117[sid-1::wrmScarlet]) V*
AMJ1366	*rme-2(jam71[deletion]) IV; sid-1(jam113[deletion]) V*
AMJ1367	*sid-1(jam113[deletion]) V; sid-5(jam122[deletion]) X*
AMJ1368	*sid-2(jam134[deletion]) III*
AMJ1372	*W09B7.2/F07B7.2(jam137[W09B7.2/F07B7.2::mCherry∆pi]) V*
AMJ1380	*sid-2(jam134[deletion]) III; sid-1(jam113[deletion]) V*
AMJ1383	*gtbp-1(ax2053[gtbp-1::gfp]) IV; nrde-3(tm1116) X*
AMJ1389	*sid-1(jam150[nonsense]) W09B7.2/F07B7.2(jam137 [W09B7.2/F07B7.2::mCherry∆pi]) V*
AMJ1399	*sid-1(jam157[nonsense]) V*
AMJ1405	*sid-1(jam163[revertant]) V*
AMJ1406	*sid-1(jam164[revertant]) V*
AMJ1407	*sid-1(jam165[revertant]) V*
AMJ1408	*sid-1(jam166[revertant]) V*
AMJ1409	*sid-1(jam167[revertant]) V*
AMJ1410	*sid-1(jam168[revertant]) V*
AMJ1412	*sid-1(jam170[revertant]) W09B7.2/F07B7.2(jam137 [W09B7.2/F07B7.2::mCherry∆pi]) V*
AMJ1413	*sid-1(jam171[revertant]) W09B7.2/F07B7.2(jam137 [W09B7.2/F07B7.2::mCherry∆pi]) V*
AMJ1438	*sid-1(jam172[sid-1 N-term::mCherry∆pi::sid-1 C-term]) V*
AMJ1442	*sid-1(jam173[nonsense]) W09B7.2/F07B7.2(jam137 [W09B7.2/F07B7.2::mCherry∆pi]) V*
AMJ1443	*sid-1(jam174[nonsense]) W09B7.2/F07B7.2(jam137 [W09B7.2/F07B7.2::mCherry∆pi]) V*
AMJ1444	*sid-1(jam175[nonsense]) W09B7.2/F07B7.2(jam137[W09B7.2/F07B7.2::mCherry∆pi]) V*
AMJ1445	*sid-1(jam176[nonsense]) W09B7.2/F07B7.2(jam137[W09B7.2/F07B7.2::mCherry∆pi]) V*
AMJ1446	*sid-1(jam177[nonsense]) W09B7.2/F07B7.2(jam137 [W09B7.2/F07B7.2::mCherry∆pi]) V*
AMJ1447	*W09B7.2/F07B7.2(jam137[W09B7.2/F07B7.2::mCherry∆pi]) rde-1(jam178[nonsense]) V*
AMJ1448	*W09B7.2/F07B7.2(jam137[W09B7.2/F07B7.2::mCherry∆pi]) rde-1(jam179[nonsense]) V*
AMJ1449	*W09B7.2/F07B7.2(jam137[W09B7.2/F07B7.2::mCherry∆pi]) V; sid-3(jam180[nonsense]) X*
AMJ1450	*W09B7.2/F07B7.2(jam137[W09B7.2/F07B7.2::mCherry∆pi]) V; sid-3(jam181[nonsense]) X*
AMJ1451	*deps-1(jam182[nonsense]) I; W09B7.2/F07B7.2(jam137[W09B7.2/F07B7.2::mCherry∆pi]) V*
AMJ1452	*deps-1(jam183[nonsense]) I; W09B7.2/F07B7.2(jam137[W09B7.2/F07B7.2::mCherry∆pi]) V*
AMJ1479	*sid-1(jam189[deletion]) W09B7.2/F07B7.2(jam137[W09B7.2/F07B7.2::mCherry∆pi]) V*
AMJ1480	*sid-1(jam190[deletion]) W09B7.2/F07B7.2(jam137[W09B7.2/F07B7.2::mCherry∆pi]) V*
AMJ1481	*sid-1(jam191[deletion]) W09B7.2/F07B7.2(jam137[W09B7.2/F07B7.2::mCherry∆pi]) V*
AMJ1482	*sid-1(jam192[deletion]) W09B7.2/F07B7.2(jam137[W09B7.2/F07B7.2::mCherry∆pi]) V*
AMJ1485	*sid-1(jam195[sid-1 N-term::linker::mCherry∆pi::sid-1 C-term]) V*
AMJ1504	*oxSi487[mex-5p::mCherry::h2b::gfp::h2b & Cbr-unc-119 (+)] dpy-2(e8) II; unc-119(ed3) III; sid-1(jam80[nonsense]) V*
AMJ1542	*gtbp-1(jam210[gtbp-1::gfp::tetracycline-K4-aptazyme::3’UTR]) IV*
AMJ1574	*deps-1(jam229[nonsense]) I; sid-1(jam170[revertant]) W09B7.2/F07B7.2 (jam137[W09B7.2/F07B7.2::mCherry∆pi]) V*
AMJ1575	*deps-1(jam230[nonsense]) I; sid-1(jam170[revertant]) W09B7.2/F07B7.2 (jam137[W09B7.2/F07B7.2::mCherry∆pi]) V*
AMJ1577	*W09B7.2/F07B7.2(jam232[deletion]) V*
AMJ1612	*W09B7.2/F07B7.2(jam241[deletion]) V*
AMJ1613	*W09B7.2/F07B7.2(jam242[deletion]) V*
AMJ1615	*W09B7.2/F07B7.2(jam244[sdg-1 ORF deleted from jam137]) V*
AMJ1616	*W09B7.2/F07B7.2(jam245[sdg-1 ORF deleted from jam137]) V*
AMJ1617	*W09B7.2/F07B7.2(jam246[sdg-1 ORF deleted from jam137]) V*
AMJ1662	*znfx-1(gg544[3xflag::gfp::znfx-1]) II; W09B7.2/F07B7.2(jam137[W09B7.2/F07B7.2::mCherry∆pi]) V*
AMJ1766	*rde-4(ne301) III; W09B7.2/F07B7.2(jam244[sdg-1 ORF deleted from jam137]) V*
AMJ1767	*rde-4(ne301) III; W09B7.2/F07B7.2(jam244[sdg-1 ORF deleted from jam137]) V*
AMJ1770	*W09B7.2/F07B7.2(jam244[sdg-1 ORF deleted from jam137 1 X outcrossed]) V*
DH1390	*rme-2(b1008) IV*
EG4322	*ttTi5605 II; unc-119(ed9) III*
EG6787	*oxSi487[mex-5p::mCherry::h2b::gfp::h2b & Cbr-unc-119(+)] II; unc-119(ed3) III*
FX02700	*sid-1(tm2700) V*
FX15992	*sid-1(tm2700) V; tmIs1005[sid-1(+) & vps-45 mini]*
GR1373	*eri-1(mg366) IV*
HC196	*sid-1(qt9) V*
HC731	*eri-1(mg366) IV; sid-1(qt9) V*
JH3197	*gtbp-1(ax2053[gtbp-1::gfp]) IV*
N2	wild type
WM49	*rde-4(ne301) III*
YY916	*znfx-1(gg544[3xflag::gfp::znfx-1]) II*

**Table 4.** Oligonucleotides.

Name	Sequence
P1	caccttcgccaattatcacctc
P2	cgtcagcttctgattcgacaac
P3	ataaggagttccacgcccag
P4	ctagtgagtcgtattataagtg
P5	tgaagacgacgagccacttg
P6	ggaacatatggggcattcg
P7	cagacctcacgatatgtggaaa
P8	gcttcacctgtcttatcactgc
P9	cgcggcgactttggttaaatc
P10	ggcttgacaaacgtcagcttc
P11	tcatctcggtacctgtcgttg
P12	agaggcggatacggaagaag
P13	cataaccgtcgcttggcac
P14	aatgggtgagatgggcttaag
P15	gcacttcgatatttcgcgccaa
P16	gaaccaatgtggcacgaaac
P17	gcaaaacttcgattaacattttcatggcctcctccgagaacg
P18	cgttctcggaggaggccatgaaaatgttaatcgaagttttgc
P19	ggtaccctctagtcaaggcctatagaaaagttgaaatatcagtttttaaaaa
P20	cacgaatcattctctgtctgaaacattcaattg
P21	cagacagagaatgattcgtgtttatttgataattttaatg
P22	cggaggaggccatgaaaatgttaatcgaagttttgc
P23	taacattttcatggcctcctccgagaac
P24	aattactctactacaggaacaggtggtgg
P25	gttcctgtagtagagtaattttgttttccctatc
P26	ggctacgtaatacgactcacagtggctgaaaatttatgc
P27	gagcagcagaatacgagctc
P28	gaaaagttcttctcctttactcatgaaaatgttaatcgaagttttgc
P29	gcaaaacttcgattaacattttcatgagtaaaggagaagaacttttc
P30	ctctcagtacaatctgctctg
P31	gaatacgagctcagaactcg
P32	atgccgcatagttaagccag
P33	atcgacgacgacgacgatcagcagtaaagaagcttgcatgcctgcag
P34	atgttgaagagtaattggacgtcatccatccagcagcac
P35	gtccaattactcttcaacatcccta
P36	ctttactgctgatcgtcg
P37	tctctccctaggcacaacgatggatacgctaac
P38	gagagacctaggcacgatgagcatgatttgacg
P39	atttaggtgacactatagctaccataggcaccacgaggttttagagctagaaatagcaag
P40	gcaccgactcggtgcca
P41	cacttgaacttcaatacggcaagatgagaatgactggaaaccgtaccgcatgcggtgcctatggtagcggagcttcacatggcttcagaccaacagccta
P42	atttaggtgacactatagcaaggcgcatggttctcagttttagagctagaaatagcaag
P43	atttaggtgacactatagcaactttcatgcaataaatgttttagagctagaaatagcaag
P44	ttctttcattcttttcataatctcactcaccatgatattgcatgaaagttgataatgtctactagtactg
P45	aaacaccaacaacgcaatcc
P46	tgacctcatcatctcctccag
P47	tccgaatctgaaccacgaatg
P48	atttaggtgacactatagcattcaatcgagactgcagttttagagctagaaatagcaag
P49	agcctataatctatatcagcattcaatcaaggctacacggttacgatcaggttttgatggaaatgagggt
P50	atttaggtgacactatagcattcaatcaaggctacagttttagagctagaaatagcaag
P51	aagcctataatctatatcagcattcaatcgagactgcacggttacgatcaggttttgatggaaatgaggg
P52	tgaaatatgaaaaaccggat
P53	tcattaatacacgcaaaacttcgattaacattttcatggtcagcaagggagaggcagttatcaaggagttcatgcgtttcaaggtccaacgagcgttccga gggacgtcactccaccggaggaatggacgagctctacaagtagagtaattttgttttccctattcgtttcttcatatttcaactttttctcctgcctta
P54	actcggcttcttcggttcc
P55	aacaccagatcactgcgtagag
P56	aaggtccaacgagcgttccg
P57	atggtcagcaagggagagg
P58	cttgtagagctcgtccattcct
P59	attgtgaacctggaaaaatg
P60	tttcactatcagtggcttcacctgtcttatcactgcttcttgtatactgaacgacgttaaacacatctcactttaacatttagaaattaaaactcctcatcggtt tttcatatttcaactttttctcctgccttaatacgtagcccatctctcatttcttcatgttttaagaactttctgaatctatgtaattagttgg
P61	tttttggcacagtttttgct
P62	ggaattagagactagagctt
P63	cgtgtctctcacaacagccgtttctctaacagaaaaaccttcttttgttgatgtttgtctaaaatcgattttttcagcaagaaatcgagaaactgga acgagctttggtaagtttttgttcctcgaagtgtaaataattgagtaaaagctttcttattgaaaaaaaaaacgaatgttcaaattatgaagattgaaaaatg
P64	tttcccgcgtactcctctc
P65	ctaagaccaacatccaagctcg
P66	tcacatttggcgaggagcca
P67	aatcgaatgactccagcgaa
P68	cagacgtttggctatacgcc
P69	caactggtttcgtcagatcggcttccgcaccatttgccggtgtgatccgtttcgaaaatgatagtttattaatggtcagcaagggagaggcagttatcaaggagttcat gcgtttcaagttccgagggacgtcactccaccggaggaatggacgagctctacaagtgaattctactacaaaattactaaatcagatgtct
P70	ctgctttgatggccgaatactg
P71	aaacaaaaatatacaaatcg
P72	ccttcgctacattggaaagc
P73	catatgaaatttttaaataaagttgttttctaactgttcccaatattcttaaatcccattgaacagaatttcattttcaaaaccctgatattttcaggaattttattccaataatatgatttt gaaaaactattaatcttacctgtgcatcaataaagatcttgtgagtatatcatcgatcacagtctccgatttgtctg
P74	ggtcttacccattccaacatcg
P75	ttcgctacattggaaagctgg
P76	cacgcctatgttcccttgtc
P77	ttcatgcgtttcaagttccg
P78	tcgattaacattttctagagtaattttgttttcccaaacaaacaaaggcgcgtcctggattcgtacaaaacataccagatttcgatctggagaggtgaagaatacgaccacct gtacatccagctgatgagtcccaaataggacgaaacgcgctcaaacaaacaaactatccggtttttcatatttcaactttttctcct
P79	tctcccacttgaatccctctg
P80	ccaaatgttgagccagtcac
P81	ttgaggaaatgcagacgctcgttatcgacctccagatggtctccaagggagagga
P82	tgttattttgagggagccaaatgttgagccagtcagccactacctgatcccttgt
P83	gctgaaggtggatagtgtctc
P84	gagttcggaagtaaaccgtgg
P85	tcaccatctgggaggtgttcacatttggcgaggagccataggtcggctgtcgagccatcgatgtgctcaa
P86	agacgaaagggtgagaactttg
P87	cgcgaggatatgcagttcac
P88	agcattcaatcgagactgca
P89	acaagaaggaaaaaggagaa
P90	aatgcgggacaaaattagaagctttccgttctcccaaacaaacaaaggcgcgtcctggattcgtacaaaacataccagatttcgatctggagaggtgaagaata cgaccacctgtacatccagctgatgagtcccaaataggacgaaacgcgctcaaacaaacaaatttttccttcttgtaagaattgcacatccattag
P91	cacatggtccttcttgagtttg
P92	acggtgaggaaggaaaggag
P93	agcattcaatcaaggctaca
P94	cgaagtaaaacaattcatgt
P95	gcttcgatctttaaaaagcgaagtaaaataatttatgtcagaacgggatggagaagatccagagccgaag
P96	tggctcatggacgggaaag
P97	ggaacaggcaacgagatgg
P98	cgtggcacatactttccgttgttg
P99	gtcatctccgacgagcac
P100	ttccgttgttggcttcgttg
P101	tgcacggcgtatcaaactg
P102	ggccattgggagaacttcg
P103	tgacggcctcttctacatatcg
P104	ccgcaagtctctcctgtatg
P105	gctgaaggtggatagtgtctc
P106	attgctccgcaaatgtagtgg
P107	gctgctcaagcaaatcgaatg
P108	ttatcacggtggagaacagc
P109	ttggtagggaatcggctgg
P110	tcaaattgttgaagagatca
P111	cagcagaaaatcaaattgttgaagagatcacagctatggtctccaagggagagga
P112	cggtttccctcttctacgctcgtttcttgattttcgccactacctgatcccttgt
P113	caacgggacatggatttgag
P114	ttgaatttcccggtttccctc
P115	tgttgaagagatcacagcta
P116	cagcagaaaatcaaattgttga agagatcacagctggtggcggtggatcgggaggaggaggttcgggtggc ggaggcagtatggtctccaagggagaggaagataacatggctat
P117	taatacgactcactatagg
P118	cccacactaccatcggcgctac
P119	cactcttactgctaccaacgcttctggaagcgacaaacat
P120	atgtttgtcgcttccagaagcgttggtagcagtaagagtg
P121	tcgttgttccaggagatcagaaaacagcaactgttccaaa
P122	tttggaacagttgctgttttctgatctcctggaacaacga
P123	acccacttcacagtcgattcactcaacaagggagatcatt
P124	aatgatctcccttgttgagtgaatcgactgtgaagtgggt
P125	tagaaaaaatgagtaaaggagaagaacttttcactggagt
P126	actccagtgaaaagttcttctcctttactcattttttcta
P127	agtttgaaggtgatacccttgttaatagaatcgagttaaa
P128	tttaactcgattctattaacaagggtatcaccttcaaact
P129	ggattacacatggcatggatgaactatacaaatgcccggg
P130	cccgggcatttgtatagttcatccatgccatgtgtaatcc
P131	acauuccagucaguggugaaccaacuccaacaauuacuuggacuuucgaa
P132	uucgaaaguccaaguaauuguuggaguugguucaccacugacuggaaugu
P133	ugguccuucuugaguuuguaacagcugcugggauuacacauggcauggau
P134	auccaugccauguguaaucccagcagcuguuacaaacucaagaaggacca
P135	5’Atto 565-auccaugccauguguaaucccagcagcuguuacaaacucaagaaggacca
P136	5’Atto 488-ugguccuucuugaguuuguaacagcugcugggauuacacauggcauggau
P137	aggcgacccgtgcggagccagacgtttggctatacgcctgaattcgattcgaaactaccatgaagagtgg
P138	cgtttggctatacgccggg
P139	tccgttgacagaggttacatgc
P140	agcgtcttccagcagaaatg
P141	cttcatggtagtttcgaatcgactt
P142	gctaccataggcaccgcatg
P143	ctggttgagcttctcattct
P144	ccaaatgttgagccagtcac
P145	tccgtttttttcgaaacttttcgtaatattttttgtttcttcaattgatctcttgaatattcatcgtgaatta
P146	gagttcggaagtaaaccgtgg
P147	gctgaaggtggatagtgtctc
P148	cgcagtacgcagagtgaac
P149	gatggtctccaagggagagg
P150	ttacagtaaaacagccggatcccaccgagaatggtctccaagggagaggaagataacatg
P151	tctcccacttgaatccctctg
P152	atcgtcttgatcgacggaacac
P153	ttgaggtggtttatctctggac
P154	cttgtagttcccgtcatctttg
P155	atttcgttctgattccgtgagg
P156	ttcctgcaactttccgacc
P157	gaacttcctgaaggcttcg
P158	atcgtcttgatcgacggaacac
P159	acccaggattcctccgtaag
P160	gagttcggaagtaaaccgtgg

#### To create *gtbp-1::gfp* animals with *hrde-1(tm1200)* in the background

AMJ577 (Devanapally et al., 2015) was crossed with JH3197 males to create AMJ1220 and one other independent isolate.

#### To create *gtbp-1::gfp* animals with *nrde-3(tm1116)* in the background

JH3197 was crossed with WM156 males to create AMJ1383.

### Transgenesis

Animals were transformed with plasmids and/or PCR products using microinjection (Mello et al., 1991) to generate extrachromosomal arrays or single-copy transgenes. All plasmids were purified from bacterial culture using QIAprep Spin Miniprep Kit (QIAGEN) and all PCR products were generated with Phusion High-Fidelity DNA Polymerase (New England BioLabs) and purified using NucleoSpin Gel and PCR Clean-up Kit (Macherey-Nagel).

#### To express *sid-1::DsRed* in the muscle from an integrated array

pAJ53a (*myo-3p::sid-1::DsRed::unc-54 3’UTR*, made by AMJ while in Hunter Lab, Harvard University) was generated by amplifying part of *sid-1* cDNA from pHC355 (Jose et al., 2009) with primers P27 and P18, *DsRed* and *unc-54 3’UTR* from pHC183 (Winston et al., 2002) with primers P17 and P30, fusing the fragments using PCR with primers P30 and P31, and then cloning the fusion product into the pHC355 vector backbone using the restriction enzymes NruI and EagI. pAJ53a (40 ng/μl) was then injected into HC196 and animals expressing DsRed were isolated. AMJ3 was isolated as a spontaneous integrant. AMJ3 males were then crossed with AMJ308 hermaphrodites to generate AMJ327.

#### To express *sid-1::DsRed* in the germline from a single-copy transgene

The *mex-5* promoter was amplified from pJA252 (Addgene #21512) using the primers P19 and P20. The *sid-1* gene was amplified from N2 genomic DNA using the primers P21 and P22. The *DsRed* gene was amplified from pAJ53a (*myo-3p::sid-1(+)::DsRed::unc-54 3’UTR*; made by AMJ and Tessa Kaplan while in Hunter Lab, Harvard University) using the primers P23 and P24. The *sid-1* 3’UTR was amplified using the primers P25 and P26. Using NEBuilder HiFi DNA Assembly (New England BioLabs), these four amplicons were placed into pCFJ151 (Addgene #19330) digested with AflII (New England BioLabs) and treated with CIP (New England BioLabs) to generate pJM10. pJM10 (50 ng/μl) and the coinjection markers pCFJ601 (50 ng/μl), pMA122 (10 ng/μl), pGH8 (10 ng/μl), pCFJ90 (2.5 ng/μl), and pCFJ104 (5 ng/μl) (plasmids described in Frøkjær-Jensen et al., 2012) were injected into the germline of adult EG4322 animals. One transgenic line was isolated as described previously (Frøkjær-Jensen et al., 2012) and crossed with HC196 males to generate AMJ576. The integration of *mex-5p::sid-1(+)::DsRed::sid-1 3’UTR* in AMJ576 was verified by genotyping with primers P3-P5 and Sanger sequencing of the insertion.

#### To express *sid-1::gfp* in the muscle from an extrachromosomal array

pTK2 (*myo-3p::sid-1::gfp*, made by AMJ and Tessa Kaplan while in Hunter Lab, Harvard University) was constructed by amplifying part of *sid-1* cDNA from pHC355 (Jose et al., 2009) with primers P27 and P28, *gfp* and *unc-54 3’UTR* from pPD95.75 (Addgene #1494) using primers P29 and P30, and then fusing the fragments using PCR with primers P30 and P31 and cloning the product into the pHC355 vector backbone using the restriction enzymes NruI and EagI. pTK2 (10 ng/μl) was injected into HC196 and animals expressing GFP were isolated as AMJ706.

#### To express *PH::miniSOG* in neurons from an extrachromosomal array

pNMS03 (*rgef-1p::PH::miniSOG::unc-54 3’UTR*) was generated by amplifying the vector backbone of pHC337 excluding the *gfp-*dsRNA hairpin sequence using primers P35 and P36, and assembling it with *PH::miniSOG(Q103L)* amplified from pCZGY2851 (gift from Andrew Chisholm) with primers P33 and P34 using NEBuilder HiFi DNA Assembly (New England BioLabs). pNMS03 (40 ng/μl) was injected into N2 animals with pHC448 (Jose et al., 2011) (*myo-2p::DsRed2::unc-54 3’UTR*; 40 ng/μl) as a coinjection marker to create AMJ837 and two other isolates.

pNMS03 (40 ng/μl) was also injected into N2 animals with PCR products forming *rgef-1p::DsRed* (40 ng/μl) generated previously (Jose et al., 2011) as a coinjection marker to create AMJ936 and two other isolates.

#### To express *PH::miniSOG* in neurons from a single-copy transgene

pNMS05 (*rgef-1p::PH::miniSOG::unc-54 3’UTR* with *ttTi5605* homology arms and *Cbr-unc-119(+)*) was generated by amplifying the transgene *rgef-1p::PH::miniSOG::unc-54 3’UTR* from pNMS03 with primers P37 and P38 containing AvrII restriction sites and cloning the fragment into pCFJ151 after AvrII (New England BioLabs) digestion. pNMS05 (50 ng/μl) and the coinjection markers pCFJ601 (50 ng/μl), pMA122 (10 ng/μl), pGH8 (10 ng/μl), pCFJ90 (2.5 ng/μl), and pCFJ104 (5 ng/μl) (plasmids described in Frøkjær-Jensen et al., 2012) were injected into the germline of adult EG4322 animals. One transgenic line was isolated as described previously (Frøkjær-Jensen et al., 2012) and designated as AMJ1019. The integration of *rgef-1p::PH::miniSOG::unc-54 3’UTR* in AMJ1019 was verified by genotyping with primers P3-P5 and Sanger sequencing of the insertion.

#### To express *PH::miniSOG* with *bli-1*-dsRNA in neurons from an extrachromosomal array

pNMS03 (40 ng/μl) was injected with *rgef-1p::bli-1-sense* (40 ng/μl) and *rgef-1p::bli-1-antisense* (40 ng/μl) PCR products generated previously (Raman et al., 2017) into GR1373 animals with pHC448 (*myo-2p::DsRed2::unc-54 3’UTR*) as a coinjection marker (40 ng/μl) to create AMJ1007 and one other independent isolate. AMJ1007 was crossed with HC731 males to create AMJ1108 and two other isolates. AMJ1108 was crossed with HC196 males to create AMJ1114 and one other isolate. AMJ1007 was crossed with N2 males to create AMJ1123 and one other isolate. AMJ1123 males were crossed with 3X outcrossed FX02700 (designated as AMJ1153) to create AMJ1151 and two other isolates. AMJ1151 was crossed with GR1373 males to create AMJ1173 and two other isolates.

#### To express *PH::miniSOG* with *gfp*-dsRNA in neurons from an extrachromosomal array

pNMS03 (40 ng/μl) and pHC337 (*rgef-1p::gfp-dsRNA::unc-54 3’UTR*; 40 ng/μl) were injected into AMJ819 (Devanapally et al., 2021) with pHC448 (*myo-2p::DsRed2::unc-54 3’UTR*; 40 ng/μl) as a coinjection marker to create AMJ1009 and one other independent isolate. AMJ1009 was crossed with N2 males to create AMJ1134. AMJ1159 was crossed with AMJ1134 males to create AMJ1312 and two other isolates.

All other transgenes were generated previously (*ccIs4251* Fire et al., 1998); *oxSi487* (Frøkjær-Jensen et al., 2012); *tmIs1005* (Kage-Nakadai et al., 2014); *jamEx140* (Devanapally et al., 2015); *qtEx136* (Ravikumar et al., 2019).

### Cas9-mediated genome editing

Genome editing was performed by injecting nuclear-localized Cas9 (PNA Bio) preincubated at 37 °C for 10 min with either a single-guide RNA (sgRNA) generated by in vitro transcription (SP6 RNA Polymerase, New England BioLabs) or hybridized crRNA/tracrRNA (IDT), as well as an oligonucleotide or PCR-amplified homology repair template, into the *C. elegans* distal gonad. Screening for plates with successfully edited F1 animals was performed using either *dpy-10* co-CRISPR (Arribere et al., 2014; Paix et al., 2015) or the pRF4 plasmid used as a co-injection marker (Dokshin et al., 2018). All plasmids were purified from bacterial culture using QIAprep Spin Miniprep Kit (QIAGEN) and all PCR products were generated with Phusion High-Fidelity DNA Polymerase (New England BioLabs) and purified using NucleoSpin Gel and PCR Clean-up Kit (Macherey-Nagel). Alleles generated by genome editing are schematized in Figure 4A (*sid-1*), Figure 5A (*sid-1*), Figure 1—figure supplement 1D (*rme-2*), Figure 2—figure supplement 2 (*deps-1*, *mut-16*, *sid-2*, *rme-2*, *sid-1*, *rde-1*, *sid-5*, and *sid-3*), Figure 4—figure supplement 2A (*sid-1*), and Figure 6—figure supplement 1C (*W09B7.2/F07B7.2* (*sdg-1*)), and oligonucleotides used are in Table 4.

#### To delete the *rme-2* coding sequence

Two sgRNAs targeting the start and end of the *rme-2* coding sequence were in vitro transcribed from a SP6 transcription template amplified from pDD162 (Addgene #47549) using primers P42 (start sgRNA) or P43 (end sgRNA) as forward primers and P40 as a universal reverse primer. An sgRNA targeting *dpy-10* for co-CRISPR was also in vitro transcribed using a similar template amplified from pDD162 with primers P39 and P40. All sgRNAs were purified using organic extraction, were precipitated using ethanol, and resuspended in water prior to injection. Injection into HC196 with all sgRNAs, Cas9 and the homology repair templates for *rme-2* (P44) and *dpy-10* (P41), and screening for edited animals were performed as described above. Genotyping for *rme-2(deletion)* was performed using a triplex PCR with primers P45-P47 to isolate AMJ1120 and one other isolate and the *rme-2* deletion was verified using Sanger sequencing. AMJ1120 was crossed with N2 males to isolate AMJ1131. AMJ1131 males were crossed with EG6787 and AMJ471 hermaphrodites to isolate AMJ1146 and AMJ1204 animals, respectively.

#### To delete the *sid-1* coding sequence

Injection of crRNAs targeting the start (P59) and end (P52) of the *sid-1* coding sequence (IDT), tracrRNA, Cas9, a *sid-1(deletion)* homology repair template (P60) and pRF4 into N2 and AMJ1372, and subsequent screening were performed as described above. Genotyping for *sid-1(deletion)* was performed using triplex PCR with primers P8, P54 and P55 to isolate AMJ1324 and one other independent isolate from N2 and AMJ1479-AMJ1482 from AMJ1372. The *sid-1* deletion was verified by Sanger sequencing in all isolates. AMJ1324 was crossed with AMJ1131 males to create AMJ1366.

#### To delete the *sid-2* coding sequence

Injection of crRNAs targeting the start (P71) and end (P72) of the *sid-2* coding sequence (IDT), tracrRNA, Cas9, a *sid-2(deletion)* homology repair template (P73) and pRF4 into N2, and subsequent screening were performed as described above. Genotyping for *sid-2(deletion)* was performed using triplex PCR with primers P74-P76 to isolate AMJ1368 and one other independent isolate. The *sid-2* deletion was verified by Sanger sequencing in both isolates. AMJ1368 was crossed with AMJ1324 males to create AMJ1380.

#### To delete the *sid-5* coding sequence

Injection of crRNAs targeting the start (P61) and end (P62) of the *sid-5* coding sequence (IDT), tracrRNA, Cas9, a *sid-5(deletion)* homology repair template (P63) and pRF4 into N2, and subsequent screening were performed as described above. Genotyping for *sid-5(deletion)* was performed using duplex PCR with primers P64 and P65 to isolate AMJ1332 and three other independent isolates. The *sid-5* deletion was verified by Sanger sequencing in all four isolates. AMJ1332 was crossed with AMJ1324 males to create AMJ1367.

#### To introduce a nonsense mutation into *sid-1* coding sequence

An sgRNA was designed to introduce into *sid-1* a nonsense mutation mimicking the *qt9* allele (Winston et al., 2002). This sgRNA was in vitro transcribed from a SP6 transcription template amplified from pDD162 (Addgene #47549) using primers P48 and P40. An sgRNA targeting *dpy-10* for co-CRISPR was also in vitro transcribed using a similar template amplified from pDD162 with primers P39 and P40. Both sgRNAs were purified using organic extraction and were precipitated using ethanol prior to injection. Both sgRNAs, Cas9 and the homology repair templates for *sid-1(nonsense)* (P49) that includes a missense mutation (S155P) and nonsense mutation (R156*) downstream that would prevent recutting of edited DNA by Cas9, and for *dpy-10* (P41) were injected into N2. Screening for edited animals was performed as described above. Genotyping for *sid-1(nonsense)* was performed using a duplex PCR with primers P1 and P2 followed by restriction digestion with HpyCH4V to isolate AMJ1159. The nonsense mutation was confirmed using Sanger sequencing. AMJ1159 males were crossed with AMJ581 (Devanapally et al., 2015) to create AMJ1504 and two other independent isolates.

Injection of a crRNA with the same target sequence (P88) (IDT) as the sgRNA described above, tracrRNA, Cas9, the same *sid-1(nonsense)* homology repair template (P49) and pRF4 into N2 and AMJ1372 and subsequent screening were performed as described above. Genotyping for *sid-1(nonsense)* was performed using duplex PCR with primers P1 and P2 followed by restriction digestion with HpyCH4V to distinguish AMJ1399 from N2, and AMJ1389 and AMJ1442-AMJ1446 from AMJ1372. The nonsense mutation was verified using Sanger sequencing in all isolates.

#### To revert the mutation in *sid-1(nonsense)* animals

An sgRNA was designed to revert the nonsense mutation described above back to wild-type *sid-1* sequence. The sgRNA was in vitro transcribed from a SP6 transcription template amplified from pDD162 (Addgene #47549) using primers P50 and P40. An sgRNA targeting *dpy-10* for co-CRISPR was also in vitro transcribed using a similar template amplified from pDD162 with primers P39 and P40. Both sgRNAs were purified using organic extraction and were precipitated using ethanol prior to injection. Injection into AMJ1159 with both sgRNAs, Cas9 and the homology repair template for *sid-1(revertant)* (P51), which also reverted the missense mutation (S155P) and nonsense mutation (R156*) downstream of *sid-1(nonsense)* to wild-type sequence, and *dpy-10* (P41). Screening for edited animals was performed as described above. Genotyping for *sid-1(revertant*) was performed using duplex PCR with primers P1 and P2 followed by restriction digestion with HpyCH4V to isolate AMJ1217 and two other independent isolates. The revertant was verified using Sanger sequencing in all isolates.

Injection of a crRNA with the same target sequence (P93) (IDT) as the sgRNA described above, tracrRNA, Cas9, a *sid-1(revertant*) homology repair template (P51) and pRF4 into AMJ1389 and AMJ1399, and subsequent screening were performed as described above. Genotyping for *sid-1(revertant*) was performed using duplex PCR with primers P1 and P2 followed by restriction digestion with HpyCH4V to distinguish AMJ1412 and AMJ1413 from AMJ1389, and AMJ1405-AMJ1410 from AMJ1399. The revertant was verified using Sanger sequencing in all isolates.

#### To tag *W09B7.2/F07B7.2* with *mCherry*

Injection of a crRNA with the target sequence listed as P80 (IDT), tracrRNA, Cas9, an *mCherry* sequence lacking piRNA binding sites amplified using primers P81 and P82 from pSD6 (Devanapally et al., 2021) as a homology repair template with homology arms to the C-terminus of *W09B7.2/F07B7.2*, and pRF4 into N2, and subsequent screening were performed as described above. Genotyping for identical tags *W09B7.2::mCherry∆pi* and *F07B7.2::mCherry∆pi* in isolate AMJ1372 was performed using triplex PCR with primers P79, P83, and P84. Tagging of both loci is evident in Figure 6—figure supplement 1D. The *mCherry∆pi* insertion was verified by Sanger sequencing. AMJ1372 hermaphrodites and males generated by heatshock were mated with N2 males and hermaphrodites, respectively, to examine expression in cross progeny and in homozygosed wild-type and *W09B7.2/F07B7.2(jam137[mCherry∆pi])* animals across generations in six independent F1 lineages from each cross. See Figure 6C, Figure 6—figure supplement 2A for associated data. YY916 males were crossed with AMJ1372 to generate AMJ1662. The *3xflag::gfp::znfx-1* locus was genotyped using primers P153, P154, and P155.

#### To introduce a nonsense mutation into *rde-1* coding sequence

Injection of a crRNA with the target sequence listed as P94 (IDT), tracrRNA, Cas9, a *rde-1(nonsense*) homology repair template (P95) mimicking *rde-1(ne300*) (Tabara et al., 1999), and pRF4 into AMJ1372 and subsequent screening were performed as described above. Genotyping for *rde-1(nonsense*) was performed using duplex PCR with primers P96 and P97 and restriction digestion with NlaIII to isolate AMJ1447 and AMJ1448. The nonsense mutation was verified by Sanger sequencing for all isolates.

#### To tag *sid-1* with *wrmScarlet* at the 3’ end

Injection of a crRNA with the target sequence listed as P52 (IDT), tracrRNA, Cas9, a *sid-1::wrmScarlet13* homology repair template with the beginning (1) and end (3) but not the middle (2) of the coding sequence (Vicencio et al., 2019) (P53), and pRF4 into N2 and subsequent screening were performed as described above. Genotyping for *wrmScarlet13* was performed using duplex PCR with primers P54 and P55 to isolate AMJ1280. The *wrmScarlet13* insertion was verified by Sanger sequencing. Subsequent injections were performed into AMJ1280 with a *wrmScarlet13* specific crRNA with the target sequence listed as P56 (IDT), a complete *wrmScarlet* coding sequence amplified from pSEM89 (made in Boulin Lab – gift from Kevin O’Connell) with primers P57 and P58 and the same components as described previously. After similar screening, genotyping for full *wrmScarlet* insertion was performed using duplex PCR with primers P54 and P55 to isolate AMJ1282 and one other independent isolate. The full *wrmScarlet* insertion was verified by Sanger sequencing. AMJ1282 was crossed with AMJ577 males to create AMJ1365.

#### To tag *rme-2* with *wrmScarlet* at the 3’ end

Injection of a crRNA with the target sequence listed as P67 (IDT), tracrRNA, Cas9, a *rme-2::wrmScarlet13* homology repair template with the beginning (1) and end (3) but not the middle (2) of the coding sequence (Vicencio et al., 2019) (P69), and pRF4 into N2 and subsequent screening were performed as described above. Genotyping for *wrmScarlet13* was performed using duplex PCR with primers P70 and P47 to isolate AMJ1281. The *wrmScarlet13* insertion was verified by Sanger sequencing. Subsequent injections were performed into AMJ1281 with a *wrmScarlet13* specific crRNA with the target sequence listed as P77 (IDT), a complete *wrmScarlet* coding sequence amplified from pSEM89 (made in Boulin Lab – gift from Kevin O’Connell) with primers P57 and P58 and the same components as described previously. After similar screening, genotyping for full *wrmScarlet* insertion was performed using duplex PCR with primers P54 and P55 to isolate AMJ1284 and two other independent isolates. The full *wrmScarlet* insertion was verified by Sanger sequencing.

#### To tag *sid-1* internally with *mCherry*

Injection of a crRNA with the target sequence listed as P110 (IDT), tracrRNA, Cas9, an *mCherry* lacking piRNA binding sites amplified from pSD6 (Devanapally et al., 2021) as a homology repair template with homology arms to exon 4 of *sid-1* with primers P111 and P112, and pRF4 into N2 and subsequent screening were performed as described above. Genotyping for *mCherry∆pi* was performed using triplex PCR with primers P113, P114, and P79 to isolate AMJ1438 and one other isolate from the same lineage. The *mCherry∆pi* insertion was verified by Sanger sequencing. Subsequent injections were performed into AMJ1438 with a crRNA targeting the 5’-end of *mCherry∆pi* (P115) (IDT), a homology repair template containing a 45-nt linker sequence (P116) and the same components as described previously. After similar screening, genotyping for the linker insertion was performed using duplex PCR with primers P113 and P79 to isolate AMJ1485 and two other independent isolates. Insertion of the linker was verified by Sanger sequencing in all three isolates.

#### To introduce a nonsense mutation into *sid-3* coding sequence

Injection of a crRNA with the target sequence listed as P66 (IDT), tracrRNA, Cas9, a *sid-3(nonsense*) homology repair template (P85) mimicking *sid-3(qt31)* (Jose et al., 2012) and pRF4 into AMJ1372 and subsequent screening were performed as described above. Genotyping for *sid-3(nonsense)* was performed using duplex PCR with primers P86 and P87, and restriction digestion with StyI to isolate AMJ1449 and AMJ1450. The nonsense mutation was verified by Sanger sequencing for both isolates.

#### To introduce a nonsense mutation into *deps-1* coding sequence

Injection of a crRNA with the target sequence listed as P68 (IDT), tracrRNA, Cas9, a *deps-1(nonsense)* homology repair template (P137) mimicking *deps-1(bn124)* (Spike et al., 2008) and pRF4 into AMJ1372 and AMJ1412 and subsequent screening were performed as described above. Genotyping for *deps-1(nonsense*) was performed using allele-specific PCR with primers P138 and P139 amplifying the wild-type sequence and primers P140 and P141 amplifying the mutant allele to isolate AMJ1451-AMJ1452 from AMJ1372 and AMJ1574-AMJ1575 from AMJ1412. The nonsense mutation was verified by Sanger sequencing for both isolates.

#### To insert the tetracycline K4 aptazyme (Wurmthaler et al., 2019) into the 3’UTR of *sid-1*

Injection of a crRNA with the target sequence listed as P52 (IDT), tracrRNA, Cas9, a *sid-1::tetracycline-K4-aptazyme* homology repair template (P78) and pRF4 into N2 and subsequent screening were performed as described above. Genotyping for insertion of the aptazyme sequence was performed using duplex PCR with primers P54 and P55 to isolate AMJ1323. The aptazyme insertion was verified by Sanger sequencing. AMJ1323 hermaphrodites was crossed with AMJ477 (Ravikumar et al., 2019) males to create AMJ1330 and with AMJ471 (Devanapally et al., 2015) males to create AMJ1350. AMJ1323 males were crossed with JH3197 to create AMJ1355.

#### To insert the tetracycline K4 aptazyme (Wurmthaler et al., 2019) into the 3’UTR of *gtbp-1(ax2053[gtbp-1::gfp])*

Injection of a crRNA with the target sequence listed as P89 (IDT), tracrRNA, Cas9, a *gtbp-1::gfp::tetracycline-K4-aptazyme* homology repair template (P90) and pRF4 into JH3197 and subsequent screening were performed as described above. Genotyping for insertion of the aptazyme sequence was performed using duplex PCR with primers P91 and P92 to isolate AMJ1542. The aptazyme insertion was verified by Sanger sequencing.

#### To introduce a missense mutation into *dpy-10* coding sequence

Injection of crRNA with the target sequence listed as P142 (IDT), tracrRNA, Cas9, and a *dpy-10(mis*) homology repair template (P41) mimicking *dpy-10(cn64*) (Levy et al., 1993) into AMJ1372 was performed as described above and heterozygous F1 animals were screened for by passaging ‘rolling’ animals. Animals that appeared wild-type and those that appeared Dpy (homozygous *dpy-10(-*)) were isolated from three independently edited F1 animals. See Figure 6—figure supplement 2B for associated data.

#### To delete the *W09B7.2/F07B7.2* coding sequence

Injection of crRNAs targeting the start (P143) and end (P144) of the *W09B7.2/F07B7.2* coding sequence (IDT), tracrRNA, Cas9, a *W09B7.2/F07B7.2(deletion)* homology repair template (P145) and pRF4 into N2, and subsequent screening were performed as described above. Genotyping for *W09B7.2/F07B7.2(deletion*) was performed using triplex PCR with primers P146-P148 to isolate AMJ1577, AMJ1612, and AMJ1613. Deletion of both *W09B7.2/F07B7.2* loci was verified by absence of wild-type band by PCR (see Figure 6—figure supplement 1D) and Sanger sequencing in all three isolates.

#### To delete the *W09B7.2/F07B7.2* coding sequence from *W09B7.2/F07B7.2::mCherry∆pi*

Injection of crRNAs targeting the start (P143) and end (P149) of the *W09B7.2/F07B7.2* coding sequence (IDT), tracrRNA, Cas9, a *W09B7.2/F07B7.2(deletion)* homology repair template (P150) and pRF4 into AMJ1372, and subsequent screening were performed as described above. Genotyping for *W09B7.2/F07B7.2(deletion*) was performed using triplex PCR with primers P148, P151, and P152 to isolate AMJ1615, AMJ1616, and AMJ1617. Deletion of both *W09B7.2/F07B7.2* loci was verified by absence of wild-type band by PCR (see Figure 6—figure supplement 1D) and Sanger sequencing in all three isolates. AMJ1615 was outcrossed 1X with N2 males to generate AMJ1770. Genotyping was performed using primers P158-P160 and expression was verified by widefield microscopy. AMJ1615 was crossed with WM49 males to generate AMJ1766 and AMJ1767. Many of the AMJ1770 and AMJ1766 animals had defective germline morphology and therefore only animals with apparently normal morphology were selected for quantification of *sdg-1p::mCherry∆pi* expression. Genotyping for *sdg-1p::mCherry∆pi* was performed using the same primers (P158-P160) and initial expression was verified by widefield microscopy.

### Light-induced damage of neurons

#### Optimizing duration of light exposure

20–30 animals expressing PH::miniSOG in neurons (multi copy, AMJ837; single copy, AMJ1019) were placed on an unseeded NGM plate and exposed to blue light (470 nm wavelength) at a distance of approximately 7.5 cm from an LED (Cree Xlamp XP-E2 Color High Power LED Star – Single 1 UP, LED supply) producing light at a power of ~2 mW/mm^2^ flashing at a frequency of 2 Hz for different durations of time. Animals were then scored for movement defects immediately after light exposure, OP50 was seeded onto the plate, and animals were scored again 24 hr post light exposure (Figure 2—figure supplement 1A). Wild-type animals were exposed to blue light for the same durations as control. Representative widefield images of unparalyzed (wild type) and paralyzed (coiled, AMJ837) animals were taken using a Nikon AZ100 microscope and Photometrics Cool SNAP HQ^2^ camera (Figure 2—figure supplement 1B, *top*). Confocal images of animals expressing PH::miniSOG and DsRed in neurons (AMJ936) with and without 30 min of blue light exposure were taken using a Leica TCS SP8 DLS microscope with HyVolution using a 40X oil objective lens. DsRed was excited using a 638 nm laser and fluorescence was collected through a 598 nm emission filter (Figure 2—figure supplement 1B, *bottom*). Images were adjusted for display using Fiji (Schindelin et al., 2012; NIH).

#### Silencing by *bli-1*-dsRNA

Five L4 animals with an extrachromosomal array expressing PH::miniSOG and *bli-1*-dsRNA in neurons were placed on seeded NGM plates and allowed to lay progeny for 24 hr. P0 animals were then removed and F1 progeny were exposed to blue light as described above for 60 min at different time points after initial P0 L4 animals were passaged. 96 hr post light exposure F1 progeny with the array were scored for *bli-1* silencing (presence of blisters) in gravid adults (Figure 2—figure supplement 1C, *top*, 1D and 1E).

#### Silencing by *gfp*-dsRNA

L4 animals with the *mex-5p::mCherry::h2b::gfp::h2b* transgene (*oxSi487*) (Figure 2B) were mated with L4 male animals with an extrachromosomal array expressing PH::miniSOG and *gfp*-dsRNA in neurons (Figure 2A). After 36 hr of mating and laying progeny, P0 animals were removed from plates and F1 progeny were exposed to blue light as described above for 60 min at different time points after initial P0 L4 animals were mated. 96 hr after mating, F1 cross progeny hermaphrodites with the array were imaged as adults (Figure 2—figure supplement 1C, *bottom*) under a coverslip in 10 μl of 3 mM levamisole on a 2% agarose pad using a Nikon AZ100 microscope and Photometrics Cool SNAP HQ^2^ camera. A C-HGFI Intensilight Hg Illuminator was used to excite GFP (filter cube: 450–490 nm excitation, 495 dichroic, and 500–550 nm emission) and mCherry (filter cube: 530–560 nm excitation, 570 dichroic, and 590–650 nm emission). Animals were scored as bright if fluorescence was easily detectable without adjusting levels, dim if fluorescence could be observed after level was adjusted to saturation, and not detectable if fluorescence was still not observed after level adjustments (Figure 2—figure supplement 1F). Representative images were adjusted in Adobe Photoshop to identical levels for presentation (Figure 2B–D).

#### Sensitive northern blotting

Double-stranded RNA was in vitro transcribed from a PCR amplicon using T7 RNA Polymerase (New England BioLabs; Figure 3—figure supplement 1D) or expressed in HT115 *E. coli* after IPTG induction during exponential growth (Figure 3—figure supplement 1B and C) and extracted using TRIzol (Thermo Fisher Scientific). RNA was then separated by size using fully denaturing formaldehyde polyacrylamide gel electrophoresis (FDF-PAGE; Harris et al., 2015) wherein 10 μg RNA samples were heated with formaldehyde to disrupt dsRNA duplexes and run on a 4% denaturing polyacrylamide gel next to 1 kb and 100 bp DNA ladders for size comparison. After migration, the ladder lanes were stained with ethidium bromide and imaged, and the RNA lanes were transferred to a positively charged nitrocellulose membrane using a Trans-Blot Turbo Transfer System (Bio-Rad) and crosslinked using 120 mJ/cm^2^ UV radiation. Blots were then exposed to 2.5 pmol of 40-nt HPLC purified DNA oligonucleotides conjugated to digoxigenin (DIG) using the DIG Oligonucleotide Tailing Kit (Roche) hybridized to the nitrocellulose membrane at 60 °C overnight (42 °C for 2 hr for 5S rRNA) in ULTRAhyb buffer (Invitrogen) to probe the sense or antisense strands of *unc-22* (Figure 3—figure supplement 1B and D) or *gfp*-dsRNA (Figure 3—figure supplement 1C) at different positions (protocol adapted from Choi et al., 2017). After hybridization, the membrane was washed and blocked using the DIG Wash and Block Buffer Set (Roche), incubated with Anti-DIG-AP, Fab fragments (Roche) and developed with CSPD (Roche) at 37 °C for 15 min. Chemiluminescence from the AP/CSPD reaction was imaged using a LAS-3000 (Fujifilm) or iBright CL1000 (Invitrogen) imager. Blots were compared to ethidium bromide-stained ladders after imaging to visualize fragment size. Blots were stripped using two washes with 5% SDS (Sigma Aldrich) and two washes with 2X SSC (Sigma Aldrich) and the hybridization, blocking and development procedures were repeated for each probe (5S RNA probe: P118; *unc-22* probes: P119-P124; *gfp* probes: P125-P130).

### Injection of dsRNA

#### Injection of synthetic dsRNA

RNA oligonucleotides were purchased from IDT and resuspended in IDT Duplex Buffer (*unc-22*: P131 and P132; *gfp*: P133 and P134; fluorescently labeled *gfp*: P135 and P136). 1 μg each of HPLC purified 50-nt sense and antisense oligonucleotide was diluted to 100–350 ng/μl with IDT Duplex Buffer at a final volume of 10 μl. Alternatively, *unc-22* single-stranded RNA was treated with polynucleotide kinase and annealed in equal proportion at a final concentration of ~97 ng/μl of *unc-22*-dsRNA in IDT Duplex Buffer (Figure 3—figure supplement 1E and F). This mixture was heated to 95 °C for 1 min and cooled at a rate of 1 °C/min to a final temperature of 25 °C. The mix was centrifuged at 16,500 x *g* for 20–30 min and loaded into a microinjection needle. Young adult animals were injected 24 h after the L4 stage in the body cavity just beyond the bend of the posterior gonad arm (Marré et al., 2016). Injected animals were recovered with M9 buffer and isolated onto NGM plates and allowed to lay progeny. In cases where animals were mated with N2 males post injection, two adult N2 males were placed on each plate with an injected hermaphrodite.

#### Injection of in vitro transcribed dsRNA

Templates for transcription were amplified from RNAi vectors using one common primer specific to the T7 promoter sequence (P117). PCR products were purified using column purification (Macherey-Nagel, ref 740609.50) and subsequently used for transcription by T7 RNA Polymerase (New England BioLabs). Many transcription reactions were pooled and purified using one column to produce concentrated RNA samples. Annealing, centrifugation, and injection into the body cavity of animals staged as L4s (injected between pharynx and anterior intestine) or young adults were performed as described for synthetic dsRNA with identical concentrations unless otherwise indicated in figure legends. In cases where animals were mated with N2 males post injection, two adult N2 males were placed on each plate with an injected hermaphrodite.

#### Scoring of gene silencing

For scoring silencing by *unc-22* dsRNA, 10–30 L4 animals were passaged into 10 μl of 3 mM levamisole and scored for twitching, observed as rapid movement of the head and/or tail (as in Marré et al., 2016), 3–4 days after injection for progeny of *rme-2(+)* parents and 4–5 days after injection for progeny of *rme-2(-)* parents with no appreciable difference between days in which animals were scored post injection. Weak and strong twitching were scored as in Movies S1-S3 of Marré et al., 2016. Numbers of silenced animals and total animals scored were summed across all days of scoring and experimental replicates.

When scoring silencing of *gfp*, animals were either scored by eye in comparison to animals injected with duplex buffer only (i.e. buffer; Figure 1—figure supplement 1B) or were mounted in 10 μl of 3 mM levamisole on a 2% agarose pad and imaged under a coverslip as P0 adults (2 days post injection) or F1 L4s (3 days post P0 injection) using a Nikon AZ100 microscope and Photometrics Cool SNAP HQ^2^ camera. A C-HGFI Intensilight Hg Illuminator was used to excite GFP (filter cube: 450–490 nm excitation, 495 dichroic, and 500–550 nm emission). Representative images for *gfp* expression in F1 animals after P0 injection were adjusted to identical levels in Adobe Photoshop for presentation (Figure 3B, Figure 1—figure supplement 1E). See “Imaging and quantification of reporters using widefield microscopy” for other methods of scoring *gfp* expression after imaging.

#### Imaging of fluorescently labeled dsRNA

Embryos were imaged 22 hr post P0 injection with labeled dsRNA. Laid embryos were picked off plates and placed into 5 μl of 3 mM levamisole on a coverslip for at least 5 min before placing on a 2% agarose pad on a slide. Embryos were imaged using the Eclipse Ti Spinning Disk Confocal (Nikon) with the 60X objective lens. Atto 565 was excited using a 561 nm laser and fluorescence was collected through a 415–475 nm and 580–650 nm emission filter. Images were adjusted for display using Fiji (Schindelin et al., 2012; NIH).

### Feeding RNAi

#### P0 and F1 feeding

*E. coli* (HT115) expressing dsRNA was cultured in LB media with 100 μg/μl carbenicillin overnight at 250 rpm. 100 μl of cultured bacteria was then seeded onto RNAi plates and incubated at room temperature for approximately 24 hr. L4 animals were passaged onto seeded RNAi plates and progeny were scored for silencing by bacteria expressing dsRNA targeting *unc-22* (twitching in levamisole), *bli-1* (blisters), *pos-1* (dead eggs) or expressing L4440 as an empty vector control.

#### P0 only feeding

RNAi bacteria were cultured and seeded as described above. L4-stage or young adult-stage (24 hr post L4) animals were passaged onto seeded RNAi plates and cultured at 20 °C for approximately 24 hr. In some cases, fed P0 animals were then scored for silencing as described above and subsequently imaged under widefield microscopy (Figure 7F). To score unfed progeny, fed P0 animals were picked into 1 ml of M9 buffer and washed four times to remove any residual bacteria (as in Marré et al., 2016). After washing, animals were resuspended in 200 μl of remaining M9 buffer and placed onto a seeded NGM plate. 1 hr later, animals were isolated onto single NGM plates and their progeny were scored for silencing as described above.

#### Limited P0 only feeding

RNAi bacteria were cultured and seeded as described above. L4-stage animals were passaged onto seeded RNAi plates and cultured at 20 °C for approximately 16 hr. Animals were then passaged onto NGM plates seeded with *E. coli* (OP50) and cultured for 1.5 hr at room temperature. Animals were then again passaged to new OP50 seeded plates (1 animal on each plate) and progeny (only L3 larvae, L4 larvae and adults) were counted after 4 days of being cultured at 20 °C (~96 hr after moving to new OP50 plates).

#### F1 only feeding

L4-staged animals were passaged onto RNAi plates seeded with 10 μl of *E. coli* (OP50). Animals were allowed to develop into adults and lay eggs over 24 hr at 20 °C and then removed from plates. Plates with eggs were then seeded with RNAi bacteria cultured and seeded as described above and further cultured at 20 °C. Hatched progeny were imaged throughout development or as adults 3 days after being staged as L4 animals (day 3 adults).

### Tetracycline-induced expression

#### For animals cultured with OP50 *E. coli*

81.6 μl of a 500 μM solution of tetracycline in water was added to 4 mL NGM plates previously seeded with OP50 *E. coli* (at least two days earlier) to create plates with ~10 μM tetracycline (concentration based on Wurmthaler et al., 2019). Volumes of 166.7 μl and 444.4 μl of tetracycline solution were used to create plates with final concentrations of ~20 μM or ~50 μM, respectively (see Figure 4—figure supplement 2D). Control plates were also made by adding the same amount of water to seeded NGM plates without tetracycline. Tetracycline plates and control plates were incubated at room temperature out of direct light overnight to allow any remaining liquid to dry. Animals were passaged to tetracycline or water plates with or without previous injection of 10 μM tetracycline or water into adult gonads. Progeny expressing neuronal *unc-22* or *gfp*-dsRNA were scored for silencing on the first day of adulthood. In the case of silencing of *gtbp-1::gfp* by neuronal *gfp*-dsRNA, animals with the array expressing *gfp*-dsRNA were passaged as L4s onto new tetracycline or water plates to be imaged as day 1 adults. The brood size of animals cultured on OP50 with 10 μM tetracycline or water was scored by staging single L4 animals on NGM plates with 10 μM tetracycline or water and moving animals every 24 hr to new 10 μM tetracycline or water plates. Progeny laid on each of the 4 days were counted after growing to adulthood, continuously cultured under either condition.

#### For animals cultured on HT115 *E. coli* expressing dsRNA

Bacteria expressing *bli-1*-dsRNA, *gfp*-dsRNA, *pos-1*-dsRNA or L4440 control vector were cultured overnight to a maximum time of 24 hr (for *gfp*-dsRNA and L4440 only) and 100 μl of bacteria was seeded onto RNAi plates. Plates were incubated for 1–2 days at room temperature to allow for growth and drying of bacteria. 10 μM tetracycline or water was added to newly seeded plates as described above. After drying of tetracycline and water, P0 animals were added to plates and F1 animals were scored for silencing by *bli-1*-dsRNA or *gfp*-dsRNA as adults in the next generation. Silencing by *pos-1*-dsRNA was scored by measuring the brood of three L4 animals staged on a single RNAi plate with *pos-1*-dsRNA and 10 μM tetracycline or water. Brood size over four days was measured after moving all P0 animals every 24 hr to new 10 μM tetracycline or water plates and scoring adult progeny cultured under either condition.

In all experiments, animals expressing *unc-22*-dsRNA in neurons were exposed to the same tetracycline and water solutions used and scored for *unc-22* silencing as adults as a control for effectiveness of tetracycline (see summary of data in Figure 4—figure supplement 2B).

### Imaging and quantification of reporters using widefield microscopy

All animals and embryos expressing fluorescent reporters were imaged in 10 μl of 3 mM levamisole on a 2% agarose pad using a Nikon AZ100 microscope and Photometrics Cool SNAP HQ^2^ camera. A C-HGFI Intensilight Hg Illuminator was used to excite mCherry (filter cube: 530–560 nm excitation, 570 nm dichroic, and 590–650 nm emission), GFP or other autofluorescent molecules in the green channel (filter cube: 450–490 nm excitation, 495 nm dichroic, and 500–550 nm emission) and autofluorescent molecules in the blue channel (filter cube: 325–375 nm excitation, 400 nm dichroic, 435–485 nm emission). Intensity of GFP and mCherry were quantified in Fiji (Schindelin et al., 2012; NIH) using the methods described below. Representative images were adjusted in Fiji (Schindelin et al., 2012; NIH) and/or Adobe Photoshop to identical levels for presentation (Figure 2B-D—4B and C, 6A and 7E, Figure 1-figure supplement 1E and Figure 4-figure supplement 2G).

#### For GTBP-1::GFP quantification post dsRNA injection

Somatic *gfp* expression was quantified between the pharynx and anterior gonad arm by drawing a circle or ventral to dorsal line within the boundaries of the animal (Figure 3—figure supplement 2A) on a brightfield image, creating a mask, imposing that mask onto the GFP channel image and measuring average intensity or intensity along the line, respectively. To measure background fluorescence, the same circle or a new circle was used to measure average intensity outside of the animal. Germline GFP expression was quantified by freely selecting part of the distal or proximal region of the anterior or posterior gonad arm (Figure 3—figure supplement 2A) excluding the intestine to avoid intestinal autofluorescence. Selection was performed using a brightfield image, a mask was created and imposed onto the GFP channel image and average intensity was measured. To measure background fluorescence, the same selection boundary was moved outside of the animal and average background intensity was measured. To plot average GFP intensity measured by a circle or free selection, average background intensity was subtracted from GFP intensity for each image and plotted with a box plot (Figure 3—figure supplement 2C). To plot GFP intensity along the ventral to dorsal axis in the anterior soma, the average intensity in each tenth of the axis was calculated for each animal and plotted with a shaded region representing 95% confidence intervals (Figure 3—figure supplement 2B, *top*). To calculate differences in intensity between the interior and exterior of animals, the average intensity of the 0.4–0.6 region of the axis was divided by the average intensity of the 0.1 and 0.9 points of the axis. These values were calculated and shown for each animal as a box plot (Figure 3—figure supplement 2B, *bottom*). All plotting was done using custom R scripts.

#### For GTBP-1::GFP quantification after exposure to dsRNA via feeding or neuronal expression

Animals fed L4440 or *gfp*-dsRNA for different durations of the P0 and/or F1 generation were scored for silencing in the germline and soma at different stages during the F1 generation (Figure 1, Figure 1—figure supplement 1A). Somatic GFP intensity (a.u.) was quantified in the tail region by drawing a ventral to dorsal line within the boundaries of the animal (Figure 4—figure supplement 1C and E) on a brightfield image, creating a mask, imposing that mask onto the GFP channel image and measuring average intensity or intensity along the line. To measure background fluorescence, a circle was used to measure average intensity outside of the animal. Germline GFP intensity (a.u.) was measured by free selection of germ cells but avoiding intestinal cells at each stage, selecting a region around the primordial vulva in L2 animals, in one of two extending gonad arms in L3 and L4 animals, in the proximal or distal gonad in young adults, and of eggs in utero in gravid adults. To measure background fluorescence, the same selection or a new selection was used to measure average intensity outside of the animal. To plot average GFP intensity measured by free selection, average background intensity was subtracted from GFP intensity for each image and shown as a box plot (Figure 1, Figure 1—figure supplement 1A and Figure 4—figure supplement 1C and E). All plotting was done using custom R scripts.

#### Adjustment of fluorescence images of *sid-1::mCherry∆pi* animals for comparison to images of wild-type animals

Representative images of *sid-1(jam195[linker::mCherry∆pi])* and wild type animals at different stages were adjusted to the same maximum and minimum displayed values of intensity using Fiji (Schindelin et al., 2012; NIH) to highlight each region of interest below saturation (Figure 4B and C).

#### For quantification of SDG-1::mCherry and mCherry expressed under the *sdg-1* promoter

Germline mCherry intensity was quantified by freely selecting part of the distal (for Figure 7F and G) or proximal region of the anterior or posterior gonad arm excluding the intestine to avoid quantifying intestinal autofluorescence. Selection was performed using a brightfield image, a mask was created and imposed onto the mCherry channel image and average intensity was measured. To measure background fluorescence, the same selection boundary was moved outside of the measured gonad arm and average background intensity was measured. To plot average mCherry intensity, average background intensity was subtracted from mCherry intensity for each gonad arm and shown as a box plot using custom R scripts (Figures 6B-G and 7F and G, Figure 6—figure supplement 2). In Figure 6C, SDG-1::mCherry intensity measurements, adjusted by subtracting background intensity and intensity measurements made in a wild-type animal lacking mCherry, were normalized to RT-qPCR measurements by multiplying each median intensity value by a conversion factor. This conversion factor was calculated by dividing the median SDG-1::mCherry intensity in AMJ1372 animals by the median relative *sdg-1* mRNA level in AMJ1372 RNA samples. All estimated relative *sdg-1* expression values were then normalized to those of wild-type animals by dividing all values by the wild-type value.

### Imaging and quantification of reporters using confocal microscopy

#### For the endogenous gene tag *sid-1::mCherry∆pi*

SID-1::mCherry fluorescence from an L1-staged animal was imaged using LSM 980 Airyscan 2 Laser Scanning Confocal (Zeiss) with a 63X oil objective lens after paralyzing the worm as above. mCherry was excited using a 561 nm laser and fluorescence was collected through a 422–477 nm and 573–627 nm emission filter. For Figure 4D, after removing noise using a 3D gaussian blur with 2.0 sigma in X, Y, and Z, depth-coded maximum intensity projections of Z-stacks were stitched together for display as described earlier (Ravikumar et al., 2019).

#### For the endogenous gene tag *W09B7.2/F07B7.2::mCherry∆pi*

Adult animals were placed in 10 μl of 3 mM levamisole and imaged using the Eclipse Ti Spinning Disk Confocal (Nikon) with a 60X objective lens or the LSM 980 Airyscan 2 Laser Scanning Confocal (Zeiss) with a 63X oil objective lens. GFP was excited using a 488 nm laser and fluorescence was collected through a 499–557 nm and 659–735 nm emission filter, and mCherry fluorescence was excited and collected as described above. Images and videos were adjusted in Fiji (Schindelin et al., 2012; NIH) and Adobe Photoshop to identical levels for presentation (Figure 7C and D and Videos 1–4).

### RNA sequencing, principal component analysis, and differential expression analysis

#### For analysis of previously generated *sid-1(-)* alleles

Mixed-stage animals were washed from 10 plates in biological duplicate 5 days after passaging L4-staged animals. Total RNA was extracted from pellets using TRIzol (Fisher Scientific). PolyA+ RNAs were purified and converted to DNA libraries by the University of Maryland Genomics Core using the Illumina TruSeq Library Preparation Kit. FASTQ files were processed (Martin, 2011) using the command “cutadapt -j 0 a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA -m 20 -q 20 -o cutread.gz fasta1.gz”. Reads were assigned transcript IDs and counted (Patro et al., 2017) using the command “salmon quant -i celegans.index -l A -r cutread.gz -p 8 –validateMappings -o quant_file”. For conversion of transcript IDs to gene IDs, a table of matching transcript and gene IDs was generated from a GTF file using the command “grep “^[^#]’ Caenorhabditis_elegans.Wbcel235.101.gtf | awk ‘{if($3 = “transcript”){print}}’ | awk ‘{print $12,$14}’ | tr -d '";'>transcript_id_gene_id.tsv”. Conversion was then made using this table with tximport (Soneson et al., 2015) in R, whereafter only genes with more than 0.1 counts per million for at least two samples were used in subsequent analyses with pairs of sample types *sid-1(qt9[nonsense])* vs. wild type and *sid-1(tm2700[deletion]); tmIs1005sid-1(+)* vs. *sid-1(tm2700[deletion])*. After normalizing samples using the trimmed mean of M-values method (Robinson and Oshlack, 2010), principal component analysis was performed in R by comparing samples based on the 500 genes with the largest standard deviations in their log_2_-fold change between each set of samples (see *Technical comments*). Differential expression analysis was performed using limma(voom) (Law et al., 2014) in R (example available at https://github.com/AntonyJose-Lab/Shugarts_et_al_2023; AntonyJose-Lab, 2023). Volcano plots of differential expression for all genes compared were plotted using custom R scripts with genes having an adjusted *p*-value threshold (*q*-value) less than 0.05 in black and those greater than 0.05 in grey (see *Technical comments*).

#### For analysis of newly generated *sid-1(-)* alleles

Total RNA >200 nt was extracted using RNAzol (Sigma-Aldrich) from 200 μl pellets of mixed-stage animals collected from 6 non-starved but crowded plates in biological triplicate for each strain. PolyA+ RNAs were purified and converted to DNA libraries using the Illumina TruSeq Stranded mRNA Library Preparation Kit. Library quality was assayed using TapeStation (Agilent) and libraries were sequenced using a HiSeq X10 (Illumina) by Omega Bioservices. FASTQ files were processed (Martin, 2011) using the command ‘cutadapt -j 0 a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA -A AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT -m 20 -q 20 -o cutread1.gz –p cutread2.gz read1.gz read2.gz’. Reads were assigned transcript IDs and counted (Patro et al., 2017) using the command ‘salmon quant -i celegans.index -l A –1 cutread1.gz –2 cutread2.gz -p 8 –validateMappings -o quant_files’. For conversion of transcript IDs to gene IDs, a table of matching transcript and gene IDs was generated as described above. Conversion was then made using this table with tximport (Soneson et al., 2015) in R, whereafter only genes with more than 0.1 counts per million for at least three samples were used in subsequent analyses. Normalization, principal component analysis (Figure 5C, Figure 5—figure supplement 1A) and differential expression analysis were performed as described above. Volcano plots of differential expression were plotted as described above (Figure 5D, Figure 5—figure supplement 1B). Genes that were similarly misregulated in Figure 5D, Figure 5—figure supplement 1B are in red.

#### For analysis of data from Reed et al., 2020

FASTQ files were processed (Martin, 2011) using the command ‘cutadapt -j 0 a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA -m 20 -q 20 -o cutread.gz fasta1.gz’. Reads were assigned transcript IDs and counted (Patro et al., 2017) using the command ‘salmon quant -i celegans.index -l A -r cutread.gz -p 8 –validateMappings -o quant_file’. For conversion of transcript IDs to gene IDs, a table of matching transcript and gene IDs was generated as described above. Conversion was then made using this table with tximport (Soneson et al., 2015) in R. Normalization and differential expression analysis were performed as described above. Volcano plots of differential expression were plotted as described above with *sid-1*, *sdg-1* (*W09B7.2/F07B7.2*) and *sdg-2* (*Y102A5C.36*) in red and all other genes in grey (Figure 5—figure supplement 1D).

### Genome mapping and visualization of sequencing reads for *sid-1*-dependent genes

After RNA sequencing samples were processed as described above, reads were mapped to the *C. elegans* genome (Kim et al., 2019) using the command ‘hisat2 -p 8 x Celegans98index –1 cutread1.gz –2 cutread2.gz -S sam1’. The SAM file outputs were then converted to BAM files (Li, 2009) using the command ‘samtools view -b sam1 | samtools sort ->bam1.bam’ and BAM index files were created for visualization using ‘samtools index bam1.bam’. Reads for the *sid-1* and *F14F9.5* locus, *W09B7.2/F07B7.2* locus, and *Y102A5C.36* locus were plotted using custom R scripts and axes were normalized for each sample based on its total mapped reads, calculated using the command ‘samtools view -c -F 4 bam1.bam’ (Figure 5—figure supplement 1C).

### Comparisons with published datasets

Datasets in 21 published studies were collected and compared based on the gene names to identify changes in *sid-1*, *sdg-1*, *sdg-2* and *tbb-2* (control), if reported (Figure 5F). After standardizing the names across all datasets, the fold-changes reported, if available, were used to plot a heatmap. Cases where fold-changes were not available were set conservatively as log_2_(fold change)=2. The R script used is available at https://github.com/AntonyJose-Lab/Shugarts_et_al_2023 (AntonyJose-Lab, 2023).

### Reverse transcription and quantitative PCR

Total RNA was extracted using TRIzol (Fisher Scientific) from 200 μl pellets of mixed-stage animals collected from 3 to 6 non-starved but crowded plates in biological triplicate for each strain. The aqueous phase was then washed with an equal amount of chloroform and precipitated overnight on ice with 100 μl of 3 M sodium acetate, 1 ml of 100% ethanol and 10 μg glycogen (Invitrogen). RNA pellets were washed twice with 70% ethanol and resuspended in 22 μl nuclease-free water. RNA samples were then Dnase-treated in Dnase buffer (10 mM Tris-HCl pH 8.5, 2.5 mM MgCl_2_, 0.5 mM CaCl_2_) with 0.5 U Dnase I (New England BioLabs) at 37 °C for 60 min followed by heat inactivation at 75 °C for 10 min. RNA concentration was measured and 1 μg of total RNA was used as input for reverse transcription using 50 U SuperScript III Reverse Transcriptase (Invitrogen) (+RT) or no reverse transcriptase as a negative control (-RT) (RT primers: *tbb-2* (P98), *sid-1* (P101), *W09B7.2/F07B7.2* (P104), *Y102A5C.36* (P107)). For qPCR, each +RT biological replicate was assayed in technical triplicate for each gene target, along with a single -RT sample for each corresponding biological replicate using 2 μl cDNA and a no template control (NTC) with the LightCycler 480 SYBR Green I Master kit (Roche). Ct values were measured with the Bio-Rad C1000 CFX96 Real-Time System and Bio-Rad CFX Software (qPCR primers: *tbb-2* (P99 and P100), *sid-1* (P102 and P103), *W09B7.2/F07B7.2* (P105 and P106), *Y102A5C.36* (P108 and P109)). To calculate relative change in mRNA abundance compared to wild type, we calculated log_2_(2^(-(gene Ct – tbb-2 Ct))^) using the median of technical replicates for the biological triplicates of each genotype. Ct values were only used if they were lower than corresponding -RT and NTC Ct values. The median value of wild-type biological replicates was then subtracted from the value for each sample to plot calculated values with respect to wild-type levels (Figure 5E, Figure 5—figure supplement 1E, Figure 6—figure supplements 1E and 2A).

### BLAST searches and protein alignment

BLAST (NCBI) searches were performed using the W09B7.2/F07B7.2 (SDG-1) amino acid sequence with default parameters and any homologs identified were aligned to SDG-1 using Clustal Omega (Madeira et al., 2019) with default parameters. Alignments produced are shown in Figure 6—figure supplement 1B with residues shared by two proteins (grey highlight) or all three proteins (black highlight) indicated.

### Annotation of the Cer9 retrotransposon containing W09B7.2/F07B7.2

The *Cer9* retrotransposon containing *W09B7.2/F07B7.2* (*sdg-1*) was annotated using sequence features from UCSC Genome Browser and amino acid sequences obtained from Bowen and McDonald, 1999. The 5’ and 3’ LTR sequences were identified using RepeatMasker and were confirmed to have TC and GA dinucleotides at the beginning and end of each sequence, respectively (Bowen and McDonald, 1999). Amino acid sequences from Bowen and McDonald, 1999 corresponding to *gag* and *pol* (PR: protease, RT: reverse transcriptase, RH: RNaseH, IN: integrase) elements of *Cer9* were used in tblastn (NCBI) searches to determine their positions in the *Cer9* retrotransposon sequence that also contains *sdg-1*.

### Mating-induced silencing

Mating-induced silencing was assayed by crossing males with the transgene labeled *T* (*oxSi487*) encoding *mex-5p::mCherry::h2b::gfp::h2b* to hermaphrodites lacking the transgene, both in otherwise wild-type backgrounds or indicated mutant backgrounds. Reciprocal control crosses were performed in parallel where hermaphrodites with *T* were crossed to males lacking *T*. Animals were imaged and scored as described for this transgene in the ‘Light-induced damage of neurons’ section.

### Technical comments

#### Making a *sid-1* translational reporter

Previous attempts at observing SID-1 localization relied on multi-copy transgenes (Winston et al., 2002), which can become silenced within the germline (Kelly et al., 1997) and could produce a variety of tagged and untagged proteins (Le et al., 2016). When using multi-copy transgenes to express a SID-1 fusion protein tagged at the C-terminus with DsRed or GFP (Figure 4—figure supplement 1A) under the control of a promoter that drives expression within body-wall muscles, we observed intracellular localization of SID-1::DsRed or SID-1::GFP (Figure 4—figure supplement 1B) along with rescue of gene silencing by ingested dsRNA in body-wall muscles by both arrays (for SID-1::DsRed – silencing in wild type = 100% (n=10), *sid-1(qt9)*=0% (n=11), *sid-1(qt9); jamIs2[myo-3p::sid-1(+)::DsRed]*=100% (n=6); for SID-1::GFP – silencing in wild type = 100% (n=50), *sid-1(qt9); jamEx193[myo-3p::sid-1(+)::gfp]*=100% [n=60]). However, similar tagging to express SID-1 fusion proteins from either a single-copy transgene expressed in the germline (SID-1::DsRed) or the endogenous locus (SID-1::wrmScarlet) did not enable gene silencing by ingested dsRNA (for evaluating function of *mex-5p::sid-1(+)::DsRed::sid-1 3’ UTR (jamSi12)*: silencing of *pos-1* in wild-type=100% (n=7), *sid-1(qt9)*=0% (n=7), *jamSi12; sid-1(qt9)*=0% (n=15); for evaluating function of *sid-1::wrmScarlet(jam117)*: silencing of *pos-1* in wild-type=100% (n=8), *sid-1(jam80)*=0% (n=8), *sid-1(jam117)*=0% [n=8]), suggesting that the C-terminal fusions of SID-1 were likely non-functional and that apparent function when using multi-copy transgenes reflects production of untagged variants. In support of our rationale, a recent prediction of SID-1 structure (Jumper et al., 2021; Varadi et al., 2022) suggests that the C-terminus is sequestered (Figure 4—figure supplement 1C), a feature that may be disrupted by the addition of C-terminal fluorophores, potentially leading to misfolded proteins that are degraded. Consistently, we found that internal tagging of the *sid-1* gene using Cas9-mediated genome editing to express SID-1::mCherry (Figure 4) resulted in a fusion protein with detectable function (percent *unc-22* silencing - wild type = 100% (n=59), *sid-1(jam195[sid-1::mCherry∆pi])* = ~98% (n=52); percent *bli-1* silencing – wild type = ~87% (n=833), *sid-1(jam195[sid-1::mCherry∆pi])* = ~0.01% [n=634]).

#### RNA sequencing analysis of existing *sid-1* mutants

We initially analyzed polyA+ RNAs extracted from wild-type animals, two available *sid-1* loss-of-function mutants (Winston et al., 2002; Kage-Nakadai et al., 2014) (*sid-1(-)*) and one available rescue strain where *sid-1(-)* was rescued with a transgene that overexpresses *sid-1(+)* (Kage-Nakadai et al., 2014), but found that pairwise comparisons between wild-type and mutant samples with otherwise similar genetic backgrounds did not yield any significantly misregulated genes present in both comparisons (Figure 4—figure supplement 1E). 

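PolyA+ RNA of 4 strains was sequenced from 2 biological replicates each of wild type, *sid-1(qt9[nonsense])*, *sid-1(tm2700[deletion])* and *sid-1(tm2700[deletion]); tmIs1005[sid-1(+)]*, the last carrying a transgene that rescues *sid-1*. The paper describes mixed-stage animals washed from 10 plates 5 days after passaging, and the sample labels describe liquid culture. Fragments were read from one end, and the authors quantified them with salmon as for the other sets. Total estimated counts were 22732223 and 25981558 in wild type, and 22702168 and 26396892 in *sid-1(qt9[nonsense])*. They were 23730774 and 25586154 in *sid-1(tm2700[deletion])*, and 22147631 and 25011726 in the rescued strain. Genes with more than 0.1 CPM in at least 2 libraries of a comparison were kept. On simulated counts of 18273 genes, the test with 2 replicates against 2 recovered 98.5% of the 200 changed genes, which were better expressed and changed by 1.5 on the log2 scale. In *sid-1(qt9[nonsense])*, 336 of 18273 genes were changed against wild type, 188 higher and 148 lower. In *sid-1(tm2700[deletion])*, 379 of 18293 genes were changed against the rescued strain, 252 higher and 127 lower. *sid-1* was at 16.8 ± 2.96 CPM in *sid-1(qt9[nonsense])* and 31.9 ± 0.876 CPM in wild type (SD, n = 2 each), a log2 fold change of -0.94 (adjusted *p* = 0.000545 by edgeR's quasi-likelihood test). It was at 22.5 ± 1.57 CPM in *sid-1(tm2700[deletion])* and 48.0 ± 5.65 CPM in the rescued strain (SD, n = 2 each), a log2 fold change of -1.10 (adjusted *p* = 1.24e-07 by edgeR). The comparisons shared 79 genes including *sid-1*, of which 60 changed in the same direction and 19 in opposite directions. Across the 79 genes, however, the log2 fold changes of the comparisons had a correlation of -0.766. Large changes were among the opposite ones, such as *cut-1* at 7.31 in *sid-1(qt9[nonsense])* and -2.82 in *sid-1(tm2700[deletion])*. Collagen genes such as *col-102* and *col-36* were also among the opposite ones. Whether the mix of stages or transcript length accounts for shared changes was not tested. Shared changes of genes other than *sid-1* are thus not shown to depend on it. The shared count ranged from 14, with a log2 fold change of at least 1 in size required, to 140 without the filter on low counts. Same-numbered replicates of *sid-1(qt9[nonsense])* and wild type deviated in opposite ways (mean correlation -0.11). With the replicate number as a block 266 genes were changed, and with crossed pairs, an alternative chosen after seeing the data, 643 were changed. The log2 differences of *sid-1* were -0.73 and -1.14 in same-numbered pairs and -1.09 and -0.78 in crossed pairs. An exact permutation test of 2 replicates against 2 cannot give a two-sided *p* below 0.333.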

Strains with similar genotypes (*sid-1(+)* or *sid-1(-)*) did not cluster together when using principal component analysis (Figure 4—figure supplement 1D), suggesting that other differences (e.g. genetic background) obscure or misrepresent differences between *sid-1(+)* and *sid-1(-)* animals.

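Principal component analysis of the 8 libraries gave 37.4% of the variance to PC1 and 19.8% to PC2. The share of PC1 was 75.8% with genes as observations. PC1 scores were 21.9 and 25.0 in *sid-1(qt9[nonsense])*. They lay between -13.5 and -2.17 in wild type, *sid-1(tm2700[deletion])* and the rescued strain, so that the *sid-1(-)* strains did not fall together. For each of the 8 libraries the nearest other library was its own replicate. The median distance was 25.8 within strains and 35.9 between strains. From strains of similar *sid-1* genotype not clustering, the paper proposes that other differences such as genetic background obscure those due to *sid-1*.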

### Rationale for inferences

#### Prior models and assumptions

All dsRNA is trafficked similarly. Entry of dsRNA into the germline can initiate transgenerational RNA silencing of some but not all genes. No SID-1-dependent germline genes are known, suggesting that SID-1 could be used solely in response to viral infection by analogy with roles of other members of RNA interference pathways.

### Evidence supporting key conclusions

Temporal selectivity of dsRNA transport was probed using three approaches for delivery of dsRNA (damage-induced release from neurons, ingestion, and injection). Spatial selectivity of dsRNA import and/or subsequent silencing was inferred based on differences in the frequency of patterns of silencing within the germline. Substrate selectivity of dsRNA transport pathways was probed using genetic mutants and dsRNA of different lengths and 5’ chemistry. Diversity of dsRNAs made in bacteria and upon in vitro transcription was visualized using Northern blotting. Analysis of *sid-1* mutants generated from the same wild-type cohort and a revertant was used for better control of genetic background, aiding in the identification of ***s****id-1*-**d**ependent **g**enes (*sdg*). Separate measurement of *sdg-1* expression in descendants of independently edited isolates, along different lineages after perturbations, and in different gonads within single animals demonstrated stochasticity in gene expression and revealed establishment of different heritable epigenetic states. Co-localization of SDG-1::mCherry in perinuclear foci with the Z-granule marker GFP::ZNFX-1, its reported association with the Z-granule component ZSP-1/PID-2 and DEPS-1, changes in its levels in response to loss of SID-1 or the dsRNA-binding protein RDE-4 and its dynamic nuclear localization similar to CSR-1b was used to propose that SDG-1 plays a role in small RNA regulation while also being modulated by the activity of SID-1 and RDE-4.

## Data Availability

All data are available on figshare (https://doi.org/10.6084/m9.figshare.25036142.v1). RNA-seq data has been deposited to Gene Expression Omnibus (GEO) with the accession number GSE185385. All code is available within the manuscript or at https://github.com/AntonyJose-Lab/Shugarts_et_al_2023 on GitHub (AntonyJose-Lab, 2023). The following datasets were generated: ShugartsN YiA ChanW MarréJA SathyaA JoseAM 2025Intergenerational transport of double-stranded RNA in *C. elegans* can limit heritable epigenetic changesNCBI Gene Expression OmnibusGSE18538510.7554/eLife.99149PMC1179387039902803 ShugartsN SathyaA YiA ChanW MarreJ JoseA 2024Intergenerational transport of double-stranded RNA in *C. elegans* can limit heritable epigenetic changesfigshare10.6084/m9.figshare.25036142.v1PMC1179387039902803

# Supplementary material for: Intergenerational transport of double-stranded RNA in C. elegans can limit heritable epigenetic changes
**Source:** eLife. 2025 Feb 4;13:RP99149. doi: 10.7554/eLife.99149
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | In a section titled Materials Availability |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. |  | N/A |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Provided in Table 4. |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Indicated within the Materials and Methods section |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Not done |  |
| Randomisation | Not done |  |
| Blinding | Not done |  |
| Inclusion/exclusion criteria | None |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Indicated in the figure legends |  |
| Define whether data describe technical or biological replicates. | All replicates are biological replicates |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Indicated in figure legends. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Indicated in section titled Data Availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Indicated in section titled Data Availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | The information for accessing the code is available in the Software section within Methods and in the Data Availability section. |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | <https://github.com/AntonyJose-Lab/Shugarts_et_al_2023>.  The code is freely available under the MIT License. |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

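PolyA+ RNA was measured in 23 libraries of *C. elegans* in 3 sets: previously generated alleles (8 libraries of 4 strains, 2 replicates each), nonsense and revertant (9 libraries of 3 strains, 3 replicates each) and deletion (6 libraries of 2 strains, 3 replicates each). Libraries were assigned to strains and replicates from the sample labels and the paper's methods. For the previously generated alleles the paper describes plates and the labels liquid culture, and the paper's description was used.

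The authors trimmed adapters and low-quality ends with cutadapt and assigned the reads to transcripts with salmon. The deposited values used here are salmon's estimated counts per transcript, which are not normalized and need not be whole. The authors' quantification also gives TPM, the share of each transcript in its library adjusted for effective length, and these were used only to rebuild counts for one alternative. Transcripts were assigned to genes with the WBcel235 annotation of Ensembl release 115, whereas the authors' table came from an earlier release. Of 35749 transcripts, 31176 matched by identifier, 4485 by sequence name and 88 did not match. The unmatched transcripts were kept under their sequence names. With them, transcripts were summed into 21982 entries, called genes here, and sums were rounded to whole numbers. The *sdg-1* loci have 1 entry, under *F07B7.2*, so their reads were counted together. Coordinates are those of WBcel235. Genome sequence was not used here.

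Totals of estimated counts ranged from 35320382 to 79287591 in the deletion set and the nonsense and revertant set, together called the plate sets, and from 22147631 to 26396892 in the previously generated alleles. A gene at 0.1 CPM (counts scaled to library size) thus rested on very few reads, and changes of genes below that level were not tested. Replicate libraries were compared by a chi-square statistic over genes with at least 10 reads, which per degree of freedom lay between 5.00 and 124.1 over 19 pairs of replicates, so no library was counted as a copy of another.

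Genes with more than 0.1 CPM in at least 3 libraries of a comparison (2 for the previously generated alleles) were tested. Libraries were normalized by the trimmed mean of M-values (TMM), and pairs of groups were compared with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), followed by Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 were counted as changed. Only the groups compared entered each fit. The filter, the normalization and the threshold are the paper's, and its test, limma(voom), was an alternative. Standard errors were derived from the log2 fold change and the F statistic. The difference between the deletion and nonsense mutants was tested as an interaction in a fit of both mutants with both wild types. The wild types of the plate sets were also compared with each other, as were the deletion and nonsense mutants for *cls-3* and *sdg-1*, a comparison added after the data were seen. Exact permutation tests (two-sided) of log2 CPM gave a second view of single genes. Principal component analysis used log2 CPM (prior count 2) of the 500 genes with the largest standard deviation, centred and not scaled, with libraries as observations. The paper's methods select the 500 genes by the standard deviation of their log2 fold change between sets of samples, which leaves open how it was computed, so the analysis is not an exact repeat.

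The alternatives were limma 3.58.1 with voom, DESeq2 1.42.0 with its size factors, upper-quartile normalization, no filter, edgeR's filterByExpr, counts rebuilt from TPM and transcript length (lengthScaledTPM), the replicate number as a block, all samples of a set in one fit, each replicate left out in turn, and a log2 fold change of at least 1. The replicate numbers come from the sample labels. For the principal component analysis they were genes as observations, genes scaled to unit variance, all genes past the filter, and CPM without logarithm. The design, the tests and these alternatives were set before the data were examined. A block with crossed pairs for *sid-1(qt9[nonsense])* was added after the data were seen, as was multidimensional scaling on the 500 largest log2 fold changes of each pair of libraries (limma's plotMDS).

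The genes named are those the paper names for these data and, for each comparison, the 5 with the largest absolute log2 fold change among changed genes whose replicate values do not overlap between groups. *fbxa-192*, *R06C1.4*, *cht-1*, *F31C3.10*, *ugt-63*, *ZC84.7* and *Y102A5C.35* fall outside this rule and were named after their values were seen. Genes that the rule names but that no claim concerns are covered by the counts.

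The comparisons were tested on simulated counts with 200 genes changed by 1.5 on the log2 scale. These genes were drawn from the better expressed ones, so recovery of smaller changes or of genes with low counts was not measured. Replicates were drawn independently, so a library that deviates across many genes was not simulated. edgeR recovered 100% of them with 3 replicates against 3, 98.5% with 2 against 2, and 96% for the interaction, and 7.4%, 5.7% and 6.3% of its calls were false. DESeq2 recovered 100% with 3 against 3, and 17.7% of its calls were false. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

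Fluorescence measurements, RT-qPCR, and published data sets that the paper also analyses were not analysed here.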

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

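The tests of the genes around *F14F9.5*, *sdg-1* and *sdg-2*, of the gain of *F14F9.5* against the loss of *sid-1* and of the mutants against each other were chosen only after the result was seen.

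Of the genes the paper names, 11 changed differently in *sid-1(jam113[deletion])* and *sid-1(jam80[nonsense])* by edgeR's interaction test and had more than 3 reads in a library of each group. *sid-1* fell further in the deletion mutant, by -4.32 on the log2 scale (standard error 0.12, adjusted p = 8.47e-11), as the design gives. The other differences were 6.22 for *ZK177.9*, 4.45 for *C07G1.7*, 4.25 for *cls-3*, 3.12 for *F14F9.5*, 2.57 for *sdg-1*, 1.34 for *T10D4.6*, 1.15 for *C27C7.1*, 0.83 for *sax-2*, 0.41 for *F15B9.10* and -1.40 for *F47D12.9*, with adjusted p from 1.41e-09 to 0.0291. *ZK177.9* had from 3 to 5 reads in the wild-type libraries of the deletion set, so the size of its change is uncertain. In all, 43 of 17170 genes passed this test. Of 32 splits of the samples within both sets, 2 gave as many genes, the real split included. The other one, with 95 genes, was among the 6 that kept the real grouping of the deletion set alone, which gave from 10 to 95, and the split that reversed the nonsense set gave 39, so these carry the effect of a real grouping. The 6 splits that kept the real grouping of the nonsense set alone gave at most 2 genes, and the 18 that kept neither gave at most 1. These 18 and the real split are too few for a share under 0.05, so chance cannot be excluded this way. This count of splits does not test single genes.

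*F14F9.5* was higher in the deletion mutant only. A change of a wider stretch of the chromosome would have moved its neighbours, and 1 of the 10 nearest tested genes was changed, which was *sid-1* itself. At an unadjusted p under 0.05 there were 2, the other being *ugt-63*, higher by 1.94 on the log2 scale (adjusted p = 0.0705 by edgeR). Transcription from the *sid-1* promoter reaching *F14F9.5* may be an explanation. Its gain in CPM was 0.562 of what *sid-1* lost. CPM is not adjusted for transcript length, so this ratio does not compare numbers of transcripts. It also does not separate this explanation from a loss of repression at the same place.

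*cls-3* rose in the deletion mutant and fell in the nonsense mutant, and it also differed between the wild types. The mean levels were 11.4 CPM in the wild type of the deletion set, 11.5 in *sid-1(jam80[nonsense])*, at most 11.9 in the replicates of *sid-1(jam86[revertant])*, 38.3 in the other wild type and 65.7 in *sid-1(jam113[deletion])*. Of the 10 nearest tested genes in each mutant, 9 of them shared, 0 had an adjusted p under 0.05 in both mutants, and 1 had an unadjusted p under 0.05 in both, *ZC84.7*, whose span overlaps that of *cls-3* on the opposite strand. Between the wild types, the absolute log2 fold change of *cls-3* lay at percentile 95.8 of the 1000 tested genes nearest in expression. A shift common to all libraries of a set would cancel against the wild type of that set, so this percentile does not decide where the opposite changes come from. Between the mutants themselves, *cls-3* was higher in the deletion mutant by 2.49 on the log2 scale (standard error 0.08, adjusted p = 7.21e-07 by edgeR), opposite to the wild types. An exchange of wild-type and mutant samples goes against the *sid-1* levels, which were 46.5 and 36.8 CPM in the wild types and lower in both mutants. A candidate explanation is that the level of *cls-3* varies between isolates or cultures irrespective of *sid-1*. This is a hypothesis. In the previously generated alleles *cls-3* lay between 24.6 and 32.8 CPM in the means of the 4 strains. Its change did not pass the threshold in *sid-1(qt9[nonsense])* against wild type (log2 fold change -0.34, adjusted p = 0.203 by edgeR). Nor did it in *sid-1(tm2700[deletion])* against the rescued strain (0.06, adjusted p = 0.893 by edgeR).

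*sdg-1* was higher in both mutants and the revertant, by different amounts. In the revertant 1 of the 10 nearest tested genes was also changed, *F07B7.1*, which was higher by 1.73 on the log2 scale (standard error 0.25, adjusted p = 0.00202 by edgeR) and which the paper's text does not report for this strain. The wild types differed at *sdg-1*, by -1.45 on the log2 scale, and that difference lay at percentile 90.4 of genes of similar expression. A shift common to all libraries of a set would cancel against the wild type of that set, so this percentile does not decide where the unequal increases come from. The mutants differed the opposite way, with *sdg-1* higher in the deletion mutant by 1.10 on the log2 scale (standard error 0.17, adjusted p = 0.000617 by edgeR). The sets and the mutations cannot be told apart in this comparison.

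The genes next to *sdg-2* were higher in the revertant, *Y102A5C.5* by 0.57 (standard error 0.08, adjusted p = 0.00186) and *Y102A5C.6* by 0.66 (standard error 0.09, adjusted p = 0.00187) on the log2 scale by edgeR. The annotation calls both pseudogenes, and the paper, which lists them for *sid-1(qt9[nonsense])* in Figure 4—figure supplement 1E, does not name them for the revertant in its text. *Y102A5C.5* starts 882 bp after *sdg-2* and *Y102A5C.6* 167 bp after *Y102A5C.5*. The exons of these genes, *sdg-2* and *Y102A5C.35* share 0 bases, so overlapping annotation does not account for the joint change. Of the 10 tested genes nearest to the group, 0 had an adjusted p under 0.05 in the revertant and 2 an unadjusted p under 0.05, fewer than a change of a wider stretch would give. Reads shared through sequence similarity were not tested. A joint control of the cluster may be considered as a hypothesis.

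The revertant and the nonsense mutant, which the paper does not compare, differed at 207 genes, 161 of them higher in the revertant. Of the 4 splits that part every same-numbered pair, 1 gave as many genes, the real one, and the others gave 54, 1 and 0. The 6 splits that part a single pair gave at most 2. At an unadjusted p under 0.05 the other splits gave from 214 to 2022 genes, and the real one 3126. With 4 splits the share cannot fall under 0.05, so chance cannot be excluded this way. The wild types of the plate sets, which the paper does not compare either, differed at 10796 of 16757 genes, with 1 of 4 splits giving as many and the other splits of either kind giving 0 (from 51 to 136 genes at an unadjusted p under 0.05). Both are labelled wild type, so the condition gives no explanation, and no biological explanation was tested.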

How the results depend on the processing

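No test in this part was chosen only after the result was seen, apart from the crossed pairs and the log2 fold changes of each pair of libraries below.

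The increases of *sdg-1* in all 3 strains and of *sdg-2* in *sid-1(jam80[nonsense])* and *sid-1(jam86[revertant])* kept their direction and stayed past the threshold under every alternative fit run for them (13 or 14 each). These fits do not include the requirement of a log2 fold change of at least 1, which *sdg-2* in *sid-1(jam80[nonsense])*, at 0.84, does not meet. The log2 fold changes of *sdg-1* ranged from 3.61 to 3.97 in *sid-1(jam113[deletion])*, from 1.20 to 1.32 in *sid-1(jam80[nonsense])* and from 2.47 to 2.77 in *sid-1(jam86[revertant])* across the fits that each left out one replicate. *sdg-2* in *sid-1(jam113[deletion])*, at 0.84 with an adjusted p of 0.0559, passed with DESeq2 (0.83) and without a filter (0.83), and ranged from 0.77 to 0.97 across the fits that each left out one replicate, of which 1 of 6 passed. Over these alternatives its adjusted p ran from 5.71e-07 to 0.301. The cause was not tested.

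Counts of changed genes depended on the processing. DESeq2 gave 582 genes in *sid-1(jam113[deletion])* (33 in the main setting), 34 in *sid-1(jam80[nonsense])* (11), 929 in *sid-1(jam86[revertant])* (545), 573 between revertant and nonsense (207), 229 in *sid-1(tm2700[deletion])* (379), 321 for the difference between the mutants (43) and 9 changed the same way in both (3). On simulated counts DESeq2 had a larger share of false calls than edgeR with 3 replicates against 3, 17.7% against 7.4%, and a smaller one with 2 against 2, 2.1% against 5.7%. Without a filter the counts were 77 in *sid-1(jam113[deletion])*, 28 in *sid-1(jam80[nonsense])*, 472 between revertant and nonsense, 759 in *sid-1(qt9[nonsense])* (336), 611 in *sid-1(tm2700[deletion])*, 126 for the difference, 6 changed the same way and 140 in both older alleles (79). Upper-quartile normalization gave 21 in *sid-1(jam113[deletion])*, 150 in *sid-1(qt9[nonsense])* and 44 in both older alleles. Counts rebuilt from TPM gave 6 in *sid-1(jam80[nonsense])*, 135 in *sid-1(qt9[nonsense])*, 228 in *sid-1(tm2700[deletion])* and 29 in both. Fits of all samples of a set gave 17 in *sid-1(jam80[nonsense])*, 191 in *sid-1(tm2700[deletion])*, 5 changed the same way and 41 in both older alleles. Requiring a log2 fold change of at least 1 left 3 in *sid-1(jam80[nonsense])*, 42 in *sid-1(jam86[revertant])*, 32 between revertant and nonsense, 80 and 71 in the older alleles, 14 in both and 3170 between the wild types (10796). The cause was not tested.

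Across the fits that each left out one replicate, the counts ranged from 7 to 1370 in *sid-1(jam113[deletion])*, from 7 to 22 in *sid-1(jam80[nonsense])*, from 116 to 736 in *sid-1(jam86[revertant])*, from 57 to 777 between revertant and nonsense, and from 16 to 1335 for the difference between the mutants. The highest counts of the deletion mutant and of the difference came without replicate 3 of *sid-1(jam113[deletion])*. Between the wild types they ranged from 9675 to 10709.

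With the replicate number as a block, 11 genes were changed in *sid-1(jam113[deletion])*, 21 in *sid-1(jam80[nonsense])*, 404 in *sid-1(jam86[revertant])*, 88 between revertant and nonsense, 266 in *sid-1(qt9[nonsense])*, 293 in *sid-1(tm2700[deletion])*, 10660 between the wild types, 28 for the difference between the mutants, 3 the same way in both mutants (*sid-1*, *sdg-1* and *T10D4.6*, without *fbxa-192*) and 57 in both older alleles. Same-numbered samples had mean correlations of -0.041 for *sid-1(jam80[nonsense])*, -0.039 for *sid-1(jam86[revertant])*, -0.013 for *sid-1(tm2700[deletion])* and 0.033 for the wild types, so the numbers did not pair them. With crossed pairs, chosen after seeing the data, *sid-1(qt9[nonsense])* gave 643 genes, 320 of them among the 336.

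The share of higher genes among those changed differed with DESeq2, which changes the test and the number of calls as well as the scaling. It was 84.8% in *sid-1(jam113[deletion])* and 66.5% with DESeq2, 54.5% and 70.6% in *sid-1(jam80[nonsense])*, 77.8% and 54.8% between revertant and nonsense, and 79.1% and 64.8% for the difference. In *sid-1(jam86[revertant])* it was 72.7% and 54.0%. With upper-quartile normalization, which changes the scaling alone, it was 87.7% in *sid-1(jam86[revertant])*, 90.5% in *sid-1(jam113[deletion])*, 54.5% in *sid-1(jam80[nonsense])*, 85% between revertant and nonsense and 78.8% for the difference. Without replicate 3 of *sid-1(jam113[deletion])* the share was 48.4% in that mutant and 49.8% for the difference, so the excess of higher genes was gone. The other fits that each left out one replicate gave from 71.4% to 94.9% in that mutant and from 66.7% to 83.8% for the difference. The cause of these shifts and of those with DESeq2 was not tested. Upper-quartile normalization moved the median of all genes between the wild types to -0.126 on the log2 scale.

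Small changes reversed. *F14F9.5* in *sid-1(jam80[nonsense])* ranged from -0.146 to 0.015 and *tbb-2* in *sid-1(jam113[deletion])* from -0.013 to 0.077 with each replicate left out. *tbb-2* in *sid-1(jam86[revertant])* was -0.002 with DESeq2 and ranged from -0.054 to 0.069. The difference between the mutants in *sdg-2*, -0.007, was 0.011 with limma(voom), 0.003 with DESeq2, 0.006 without a filter, 0.004 with the replicate block and from -0.081 to 0.149 with each replicate left out. None of these passed the threshold, and the cause was not tested. Of the changes of single genes, 18 were weaker, 3 stronger and 2 reversed with DESeq2 among 85, and 65 were weaker, 3 stronger and 11 reversed among 476 values with one replicate left out. Upper-quartile normalization (85 values) and filterByExpr (81) left all on the same side of the threshold.

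PC1 of the previously generated alleles took 37.4% of the variance, and 75.8% with genes as observations, 29.4% with genes scaled, 27.96% with all genes and 53.9% with CPM not logged. For the nonsense and revertant set these were 23.7%, 67.96%, 21.3%, 21.6% and 68.02%, and for the deletion set 62.7%, 89.8%, 62.04%, 49.1% and 95.9%. With the 500 largest log2 fold changes of each pair of libraries, an alternative chosen after seeing the data, PC1 took 28.8%, 19.96% and 49.4% in these 3 sets. The cause was not tested.

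The 2 *sdg-1* loci could not be kept apart, because they share 1 entry. The fit of all samples is the same fit for *sid-1(jam113[deletion])*, whose set has only these groups. Leaving out a replicate of the older alleles leaves 1 sample in a group, so no calls were made there. Because of their few reads, 8 of the genes in Table 2 did not pass the filter. Why the paper lists them from the same libraries was not tested.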

Differences from the paper's values

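No test in this part was chosen only after the result was seen, apart from the log2 fold changes of each pair of libraries.

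The nonsense mutant *sid-1(jam80[nonsense])* had 11 changed genes, and the paper's reported number is 6. Among the alternatives set before the data were examined, counts rebuilt from TPM gave 6, and the fits without replicate 2 or replicate 3 of *sid-1(jam80[nonsense])* gave 8 and 7, within 1.5 times the paper's number. The other alternatives did not close the gap to 6. Figure 5F, read by eye, gives about 9 for this mutant, and 11 is within 1.5 times that number. In *sid-1(jam113[deletion])* the count was 33, and limma(voom) gave 26, the paper's number, 16 of them in Table 2.

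In *sid-1(jam86[revertant])*, 545 genes were changed, against about 80 in Figure 5F, read by eye. Of the alternatives set before the data were examined, only the fit without replicate 3 of *sid-1(jam86[revertant])*, with 116 genes, came within 1.5 times.

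In *sid-1(qt9[nonsense])*, 336 genes were changed, against about 39 in Figure 4—figure supplement 1E, read by eye, and in *sid-1(tm2700[deletion])* 379 against about 30. None of the alternatives set before the data were examined closed either gap, and the lowest counts were 80 and 71.

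PC1 took 23.7% of the variance in the nonsense and revertant set, against about 100% in Figure 5C, read by eye. With genes as observations and with CPM not logged it took 67.96% and 68.02%, within 1.5 times, and the other alternatives set before the data were examined did not close the gap. In the previously generated alleles PC1 took 37.4%, against about 100% in Figure 4—figure supplement 1D, read by eye. With genes as observations it took 75.8%, within 1.5 times, and the other alternatives set before the data were examined did not close the gap. The paper selected 500 genes by the standard deviation of their log2 fold change between sets of samples, and here they were selected by that of log2 CPM over libraries. With the 500 largest log2 fold changes of each pair of libraries, chosen after seeing the values, PC1 took 19.96% and 28.8%, so neither gap closed.

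The paper calls *sdg-2* changed in *sid-1(jam113[deletion])*. Here its adjusted p was 0.0559 by edgeR, and it was called with DESeq2, without a filter and without replicate 3 of *sid-1(jam113[deletion])*. *ZC204.14* in the same mutant also had an adjusted p of 0.0559, and all 18 tested genes of Table 2 were called with DESeq2 and without a filter. The paper also lists 8 genes for this mutant, and *Y46G5A.23* for *sid-1(jam80[nonsense])*, which had too few reads to be tested here. The paper ranks *F14F9.5* as the most increased gene of the deletion mutant. Here it had the lowest adjusted p among increased genes, 5.43e-06, but *ZK177.9*, *C07G1.7* and *sdg-1* had larger log2 fold changes, 5.30, 4.35 and 3.82 against 3.06. *C24H11.2* rose from 0 reads in each wild-type library (adjusted p = 0.00707 by edgeR, and 0.0763 with the replicate number as a block). Whether its reads were divided with those of the nearby *C24H11.1* was not tested. The paper finds no gene in both comparisons of the older alleles. Here 79 genes were in both, *sid-1* among them, and at least 14 were under each alternative. Of the 79, 19 changed in opposite directions. Whether the mix of stages or transcript length accounts for the shared changes was not tested.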

Other observations

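The tests of the revertant's larger number of changed genes and of the principal components were set out before their results were seen. The same holds for the test with *F31C3.10* removed, and a test on the wild-type replicates of the deletion set was chosen only after the result was seen.

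*sid-1(jam86[revertant])*, whose *sid-1* level did not differ detectably from wild type, had 545 changed genes and *sid-1(jam80[nonsense])* had 11. A difference in depth does not account for this. With every library thinned to 35320381 reads, 522 genes were changed in the revertant and 12 in the nonsense mutant, and 460 of the 522 were among the 545. Gene length had a Spearman's rho of -0.096 with the log2 fold change across genes, which are not independent replicates. Between the wild types, the median absolute log2 fold change of the changed genes was 0.753, against 0.495 of all genes, at percentile 100 of 10000 lists matched on expression, and 453 of the 545 were changed there as well, 115 in the same direction and 338 in the opposite one. Both comparisons use the wild type of the nonsense and revertant set. Noise in it would move a gene the same way in both, so it can add to the 115 genes but not to the 338. How far it raises the median was not tested, and a test without those libraries was added after this was seen. Over the 3 wild-type replicates of the deletion set, the median standard deviation of log2 CPM of the changed genes was 0.171, against 0.11 of all genes, at percentile 100 of such lists. The median log2 fold change in the revertant was 0.27 over 135 collagen genes and 0.28 over 30 major sperm protein genes, both at percentile 100 of such lists, and both were positive under TMM, upper-quartile (0.31 and 0.32) and DESeq2 (0.26 and 0.27) scaling. That of 6 vitellogenin genes was 0.05, at percentile 89.36. The collagen median was larger in *sid-1(jam113[deletion])*, at 0.42 (0.42 with upper-quartile and with DESeq2 scaling), so it is not particular to the revertant. The major sperm protein median was 0.07 there. In *sid-1(jam80[nonsense])* the medians of the collagen, major sperm protein and vitellogenin genes were 0.017, 0.066 and 0.133. A different mix of stages between cultures remains a candidate explanation for part of these genes, of which 47 were collagen and 12 major sperm protein genes, and an effect of the revertant cannot be told apart from it. Of the 4 splits that part every same-numbered pair, 1 gave as many genes, the real one, and the others gave 1, 1 and 0, while the 6 splits that part a single pair gave at most 2. At an unadjusted p under 0.05 these other splits gave at most 1165 genes and the real split 3506.

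The same count of splits was 1 of 4 for *sid-1(jam113[deletion])* and 1 of 4 for *sid-1(jam80[nonsense])*, where chance cannot be excluded by so few splits. The other splits gave 0 genes in the deletion mutant, with from 94 to 2018 genes at an unadjusted p under 0.05 against 2137 for the real split. In the nonsense mutant, a split that parts a single pair gave 31 genes, more than the 11 of the real split. For the genes changed the same way in both mutants, 1 of 32 splits gave as many, the real one, and the highest of the others was 2.

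*F31C3.10*, annotated as a pseudogene on chromosome I from 15060299 to 15061150, took 0.553%, 3.11% and 3.49% of the reads in the *sid-1(jam113[deletion])* libraries and 0.127%, 0.0717% and 0.156% in their wild type. Its log2 fold change of 4.37 did not pass the threshold (adjusted p = 0.0618 by edgeR). With the gene removed before normalization, 33 genes were changed in the deletion mutant, the same 33, so its share did not distort the other calls. Where its reads come from was not tested.

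In the previously generated alleles, *sdg-2* was at 5.68 CPM in *sid-1(qt9[nonsense])*, 4.48 in *sid-1(tm2700[deletion])*, 5.18 in the rescued strain and 1.37 in wild type (means, n = 2 each). *Y102A5C.6* was at 35.04, 28.6, 27.0 and 4.71 CPM in the same strains. The rescued strain, which carries *sid-1(+)*, thus had levels like those of both mutants. In the wild types of the nonsense and revertant set and of the deletion set, which were normalized separately from these strains, *sdg-2* was at 4.83 and 7.2 CPM and *Y102A5C.6* at 21.3 and 28.2 CPM (means, n = 3 each), so the wild type of the previously generated alleles was the lowest of the 3 wild types. The rescued strain and *sid-1(tm2700[deletion])* were not tested against this wild type.

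With genes in place of samples as observations, PC1 took 67.96% in the nonsense and revertant set, 89.78% in the deletion set and 75.78% in the previously generated alleles. For the first and the last set, where the paper's figures give nearly all of the variance to PC1, this choice came nearer to the figures but left a gap wider than a reading by eye, so it does not account for all of the share. For the deletion set the figure's share, read by eye, lies within 5 percentage points, which is too coarse to decide.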
